# Comparative transcriptomic and metabolic profiling provides insight into the mechanism by which the autophagy inhibitor 3-MA enhances salt stress sensitivity in wheat seedlings

**DOI:** 10.1186/s12870-021-03351-5

**Published:** 2021-12-06

**Authors:** Jieyu Yue, Yingjie Wang, Jinlan Jiao, Huazhong Wang

**Keywords:** Wheat, Seedling growth, 3-Methyladenine, Salt stress, Metabolomics, Transcriptomics

## Abstract

**Background:**

Salt stress hinders plant growth and production around the world. Autophagy induced by salt stress helps plants improve their adaptability to salt stress. However, the underlying mechanism behind this adaptability remains unclear. To obtain deeper insight into this phenomenon, combined metabolomics and transcriptomics analyses were used to explore the coexpression of differentially expressed-metabolite (DEM) and gene (DEG) between control and salt-stressed wheat roots and leaves in the presence or absence of the added autophagy inhibitor 3-methyladenine (3-MA).

**Results:**

The results indicated that 3-MA addition inhibited autophagy, increased ROS accumulation, damaged photosynthesis apparatus and impaired the tolerance of wheat seedlings to NaCl stress. A total of 14,759 DEGs and 554 DEMs in roots and leaves of wheat seedlings were induced by salt stress. DEGs were predominantly enriched in cellular amino acid catabolic process, response to external biotic stimulus, regulation of the response to salt stress, reactive oxygen species (ROS) biosynthetic process, regulation of response to osmotic stress, ect. The DEMs were mostly associated with amino acid metabolism, carbohydrate metabolism, phenylalanine metabolism, carbapenem biosynthesis, and pantothenate and CoA biosynthesis. Further analysis identified some critical genes (gene involved in the oxidative stress response, gene encoding transcription factor (TF) and gene involved in the synthesis of metabolite such as alanine, asparagine, aspartate, glutamate, glutamine, 4-aminobutyric acid, abscisic acid, jasmonic acid, ect.) that potentially participated in a complex regulatory network in the wheat response to NaCl stress. The expression of the upregulated DEGs and DEMs were higher, and the expression of the down-regulated DEGs and DEMs was lower in 3-MA-treated plants under NaCl treatment.

**Conclusion:**

3-MA enhanced the salt stress sensitivity of wheat seedlings by inhibiting the activity of the roots and leaves, inhibiting autophagy in the roots and leaves, increasing the content of both H_2_O_2_ and O_2_•—, damaged photosynthesis apparatus and changing the transcriptome and metabolome of salt-stressed wheat seedlings.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-021-03351-5.

## Background

Global climate change, high levels of fertilizer application and improper irrigation methods make global soil salinization increasingly serious [1, 2]. Worldwide, no less than 800 million hectares of arable land have been salinized, and the area of salinized soil is still increasing every year [3]. NaCl is the most soluble and abundant salt released into soil among all types of salt [4]. Under salt stress, plants suffer from water deficiency, osmotic stress, ion toxicity, and oxidative damage, which consequently induce an ion imbalance, physiological metabolism disorders, blocked protein synthesis, the accumulation of toxic substances, and the accelerated senescence and death of plants [2, 5, 6]. In the evolutionary process, plants have evolved various defense mechanisms to cope with salt stress [7]. Previous studies have shown that the salt tolerance of plants involves many genes, including those involved in ion transport, cell defense, physiological metabolism and cell growth, and synergistic effects can be achieved through multiple mechanisms, such as compartmentalization of Na^+^ into vacuoles by ion transport or the reduction of oxidative damage [6, 8]. It is of great importance to elucidate the underlying mechanisms behind salt stress tolerance in plants.

Autophagy is a defense mechanism in plants that can be activated by salt stress [9]. Autophagy helps maintain physiological homeostasis by capturing dysfunctional or obsolete organelles and proteins in distinct double-membraned vesicles called autophagosomes and delivering these cargos to vacuoles for degradation [9–11]. Luo et al. (2017) found that autophagy induced by salt stress was able to enhance the salt tolerance of *Arabidopsis thaliana* [12]. Zhou et al. (2018) found that the addition of 3-methyladenine (3-MA) enhanced the number of cells undergoing programmed cell death (PCD) in TMV-infected tomato root-tips via the inhibition of autophagy [13]. As a mature autophagy inhibitor, 3-MA efficiently inhibited of phosphatidylinositol 3-kinase (PI3K) and disrupted intracellular protein degradation without interfering intracellular protein synthesis, as the proteins degradation is carried out through endocytosis and affects intracellular ATP levels [14, 15]. Baena et al. (2021) found that the inhibition of autophagy via 3-MA increased the monoubiquitination of nonphotosynthetic phosphoenolpyruvate carboxylase in *Arabidopsis* [16]*.* Overexpression of *MdATG10* or *MdATG8i* helped apple plants better adapt to salt stress, by alleviating the decrease in carbon assimilation and the accumulation of compatible osmolytes [3, 17]. Salt stress usually induces excess reactive oxygen species (ROS) in plant, which acts as a link between autophagy and abiotic stresses [9, 18]. ROS can induce autophagy and in turn control ROS overproduction by promoting the degradation of damaged organelles [9, 18, 19], but the specific mechanism is unclear. Moreover, current research on autophagic functions in plant resistance has mainly focused on model plants, and the molecular mechanism by which autophagy regulates crop plant responses to salt stress is still not well defined.

With the advancement of molecular biology and high-throughput sequencing technologies, plant stress research has entered an era of functional omics characterized by genomics, transcriptomics, proteomics, metabolomics, and comparative genomics [20–23]. Transcriptome sequencing can dynamically detect the expression changes of plant genes at different times and in different locations under stress in real time, exploit novel functional genes, and lay the foundation for revealing the regulatory mechanism of the plant response to stress [24–27]. At present, researchers have used high-throughput RNA sequencing (RNA-seq) to analyze the molecular mechanisms of wheat, rice, maize and other plants in response to drought, waterlogging, salinization, heavy metals and other stresses [23, 24, 28–30]. Metabonomics is a new science discipline that was developed after genomics, transcriptomics and proteomics. It can be used to systematically and quantitatively analyze the global metabonome in an organism or cell under external stimuli [31, 32]. It is considered a bridge between the plant genome and plant phenome [33, 34]. Many key metabolites in plants were found to regulate various metabolic activities to induce tolerance under diverse biotic and abiotic stresses [35–37]. The accumulation of both vanillic acid and phydroxybenzoic acid in rice significantly increased drought stress and was proportional to the drought resistance levels of rice [38]. Amino acids and their derivatives help plants adapt to salt stress [39]. Fatty acids play a key role in plant resistance to heavy metals [40].

The combined analysis of metabolomics and transcriptomics can improve the accuracy of investigations into biological problems and can more accurately explain the expression patterns of key functional genes and the pathways they participate in [5, 41–43]. Accordingly, the molecular functions and regulatory mechanisms of crop stress tolerance will be understood by identifying the key metabolic pathways or genes and metabolites [42]. Zhang et al. (2019) found that amino acid metabolism and sucrose and raffinose family oligosaccharide metabolism were the key pathways involved in rapid adaptive responses to salt stress in salt-tolerant sesame genotypes [5]. Guo et al. (2019) comparatively investigated the dynamic metabolomic and transcriptomic profiles of two transdifferentiation processes, embryogenic differentiation and somatic embryo development, during the somatic embryogenesis process in cotton, and identified a series of potential metabolites and corresponding genes responsible for somatic embryogenesis transdifferentiation [44].

The important crop wheat has a large, complicated and hexaploid genome [45]. Unraveling the complex defense mechanism of crop plants to salt stress at the metabolome and transcriptome levels is extremely important. Our previous study demonstrated that autophagy in the roots and leaves of wheat was induced by salt stress and contributed to wheat adaptation to salt stress [9]. To better understand the involvement of autophagy in the wheat response to salt stress, an association analysis of metabolomics and transcriptomics was used to investigate changes in various metabolites and fundamental regulatory pathways of wheat seedlings through the addition of 3-MA under normal or salt stress conditions. The results will help systematically reveal the mechanisms of wheat adaptation and tolerance to salt stress.

## Results

### 3-MA inhibits autophagy, increases ROS accumulation and impairs the tolerance of wheat seedlings to NaCl stress

Under normal conditions, exogenous 3-MA had a little effect on plant growth (Fig. 1 A) or the activity (Fig. 1 B) or content of hydrogen peroxide (H_2_O_2_) and superoxide (O_2_•—) in both the roots and leaves of wheat seedlings (Fig. 2). NaCl stress significantly reduced root and leaf length, decreased root and leaf activity, increased the accumulation of O_2_•— and H_2_O_2_ and enhanced the accumulation of autophagosomes (Supplementary Fig. 1) in the roots and leaves of wheat seedlings. 3-MA addition significantly reduced root and leaf length, decreased the activity of root and leaves, increased the content of both H_2_O_2_ and O_2_•^—^ and decreased the autophagic activity with a lower number of MDC-stained autophagosomes in the roots and leaves of wheat seedlings under NaCl stress. This visual observation of O_2_•^—^ and H_2_O_2_ matched the quantitative results (content of O_2_•^—^ and H_2_O_2_).

**Fig. 1:**
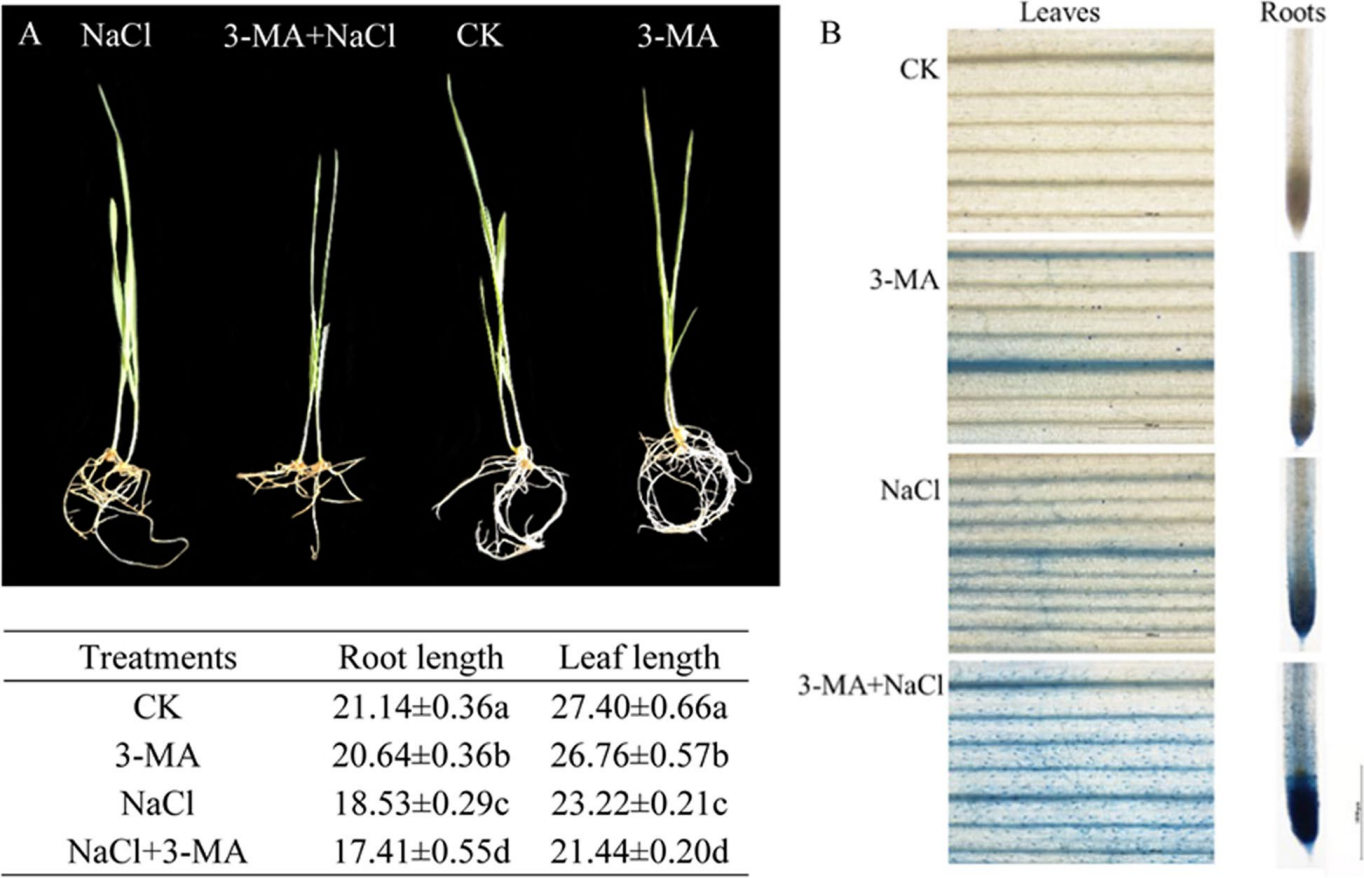
The effect of 3-MA on the growth of wheat seedlings under 150 mM NaCl stress. **A** was the effect of 3-MA on the growth and related physiological indexes of wheat seedlings under NaCl stress. The data are shown as mean ± SD of three independent experiments. The data with different capital letters in same column show significant difference (*P* < 0.05). **B** was the effect of 3-MA on the activity of roots and leaves of wheat seedling examined by Evans blue staining (scale was 1 mm)

**Fig. 2:**
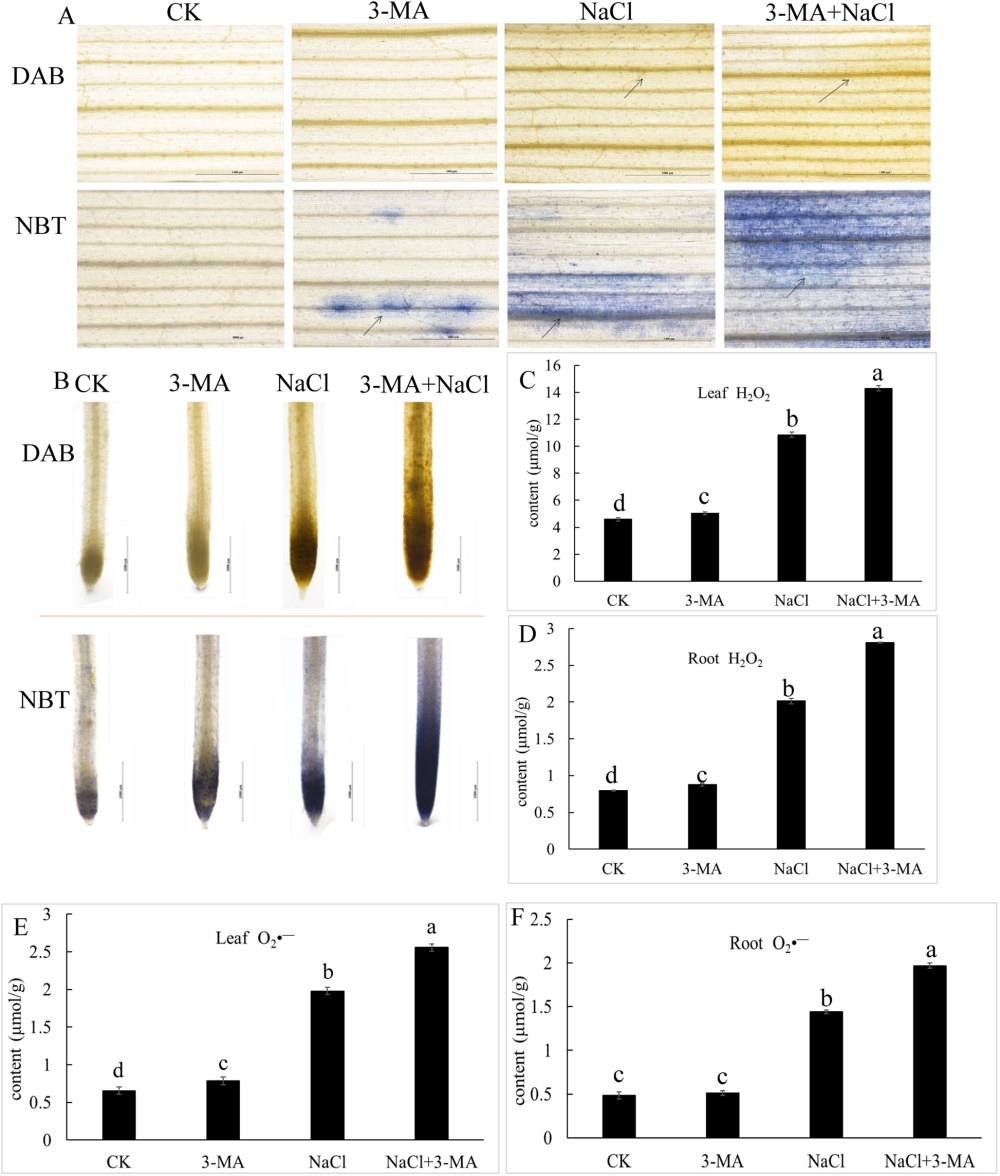
The effect of 3-MA on the ROS accumulation in roots and leaves of wheat seedlings under 150 mM NaCl stress. **A** The accumulation of H_2_O_2_ and O_2_•^—^ in leaves of wheat seedlings stained by DAB and NBT. **B** The accumulation of H_2_O_2_ and O_2_•^—^ in roots of wheat seedlings stained by DAB and NBT. **C** and **D** The content of H_2_O_2_ in leaves and roots of wheat seedlings. **E** and **F** The content of O_2_•^—^ in leaves and roots of wheat seedlings. All of the experiments presented here were performed at least 3 times, and similar results were obtained. Bars with different letters are significantly different at *P* < 0.05

Several chlorophyll fluorescence parameters reflecting the health or integrity of the photosynthesis apparatus in the leaves of seedlings were measured. As compared with the NaCl-treated wheat seedlings, the 3-MA treated seedlings had significantly lower values of PSII photochemistry (Fv/Fm), quantum yield of PSII (Y (II)), quenching coefficient (qP), and electron transfer rate (ETR) while a significantly higher value of nonphotochemical quenching coefficient (NPQ) (Table 1). 3-MA addition aggravated damage to PSII of wheat seedlings induced by NaCl stress. The results suggested that 3-MA addition aggravated the damage to the of roots and leaves of wheat seedlings induced by NaCl stress.

**Table 1:** The effect of 3-MA on the chlorophyll fluorescence parameters in leaves of NaCl-treated wheat seedlings

Treatments	Fv/Fm	Y (II)	qP	NPQ	ETR
CK	0.80 ± 0.01a	0.35 ± 0.03a	0.56 ± 0.02a	0.56 ± 0.00d	52.64 ± 0.53a
3-MA	0.78 ± 0.02b	0.33 ± 0.03b	0.53 ± 0.03b	0.62 ± 0.01c	48.80 ± 0.33b
NaCl	0.75 ± 0.00c	0.22 ± 0.02c	0.38 ± 0.04c	1.24 ± 0.00b	38.26 ± 0.26c
NaCl+ 3-MA	0.71 ± 0.01d	0.18 ± 0.01d	0.32 ± 0.03d	1.53 ± 0.04a	35.50 ± 0.57d

The data are shown as mean ± SD of three independent experiments. The data with different capital letters in same column show significant difference (*P <* 0.05)

### Transcriptome analysis

The RNA-seq data analysis was reliable and had high quality. 

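RNA was sequenced from the roots and the third leaves of wheat seedlings collected 4 days after NaCl treatment, with 10 roots or leaves mixed into each biological replicate. The 6 groups were control, 150 mM NaCl and 5 mM 3-MA + 150 mM NaCl roots (CG, TG and TMG) and leaves (CY, TY and TMY), with 3 libraries per group and 18 libraries in all. 3-MA (3-methyladenine) blocks the phosphatidylinositol 3-kinase that autophagosomes need to form, and it was added 5 h before NaCl. No library came from seedlings given 3-MA without NaCl, so every 3-MA change was measured under salt. The authors mapped the paired 150 bp reads to the Chinese Spring assembly, counted them on the annotated gene models and on new genes that they added, and deposited the count of each of 134610 genes in each library without normalization. They also deposited FPKM values and their own DESeq2 comparisons. The paper's text does not name the aligner or the counting program. Total counts per library were 27156078 to 30365478 (median 27609599) in CG, 28900871 to 31890482 (median 29821492) in TG and 29631294 to 32966728 (median 30286404) in TMG. In leaves they were 27689172 to 31801824 (median 28385494) in CY, 30363331 to 31944933 (median 30555526) in TY and 27218551 to 33150906 (median 30379302) in TMY. The paper gives the clean reads of each library in Table 3, whereas every value computed here rests on the counts on genes.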

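From these counts, genes were tested between each pair of groups with edgeR's quasi-likelihood test after TMM scaling and edgeR's filter on low counts, and a gene was called differentially expressed (a DEG) at a Benjamini-Hochberg adjusted p of 0.05 or less, whatever its fold change. Expression is given as CPM (counts scaled to the library total) with TMM factors computed over all 18 libraries, as mean ± SD with n = 3, and fold changes as log2 with their standard error. A gene that the low-count filter removed has no test. In control leaves, the 10 most abundant genes took 3.89% to 6.42% of the counts and the TMM factors were 0.641 to 0.762, the lowest of the 6 groups. In simulated libraries, 200 genes of the real table were changed by known amounts. The test for TG against CG recovered 79% of changes of 2 on the log2 scale and 13% of changes of 1 on that scale. It called 92 of the changed genes and, falsely, 13 others among all 73066 genes tested. With so few changed genes the adjusted p is harder to pass than with the 26032 real calls. These shares therefore do not measure the recovery in the real fit. A comparison of 3 libraries against 3 can be split in 10 ways, so an exact permutation test of a single gene cannot give a p under 0.1, and the chance that 3 libraries of one group all lie above or below those of the other is 10%. Wheat genes have near-identical copies in the A, B and D subgenomes and in gene families, and the counting could have divided reads among them, so the values of single members are uncertain. Fold limits against a group with no count were set at 3 counts over the group, and these limits and the 95% intervals of count ratios cover counting error only.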

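On the scale of log2(FPKM + 1), the squared Pearson correlation between libraries of the same group, computed across genes, was between 0.938 and 0.987. The lowest value belonged to a pair of TMY libraries, and the lowest among TG libraries was 0.942. Libraries of different groups had values of 0.774 to 0.939 within roots and 0.790 to 0.936 within leaves, so in each tissue the lowest value within a group lay above the highest between groups. Root and leaf libraries had values of 0.430 to 0.570. Each of the 18 libraries had its highest mean value with its own group. The gap between its own and the nearest other group was smallest for TMY replicate 2. Its mean was 0.947 to the other TMY libraries and 0.924 to the TY libraries. TG replicates 2 and 3 had means to another group above that 0.924, at 0.934 and 0.928 to the TMG libraries, but 0.970 and 0.961 to their own. On untransformed FPKM, which abundant genes dominate, the lowest values within a group were 0.819 (TG) and 0.831 (TMY), below the highest between groups, 0.836 in roots and 0.839 in leaves, so the separation did not hold on that scale. Genes are not independent replicates, so these correlations describe the libraries.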

The biological replicates of each treatment had good correlation (*R*^*2*^ > 0.92) (Supplementary Fig. 2), which indicated that the three biological replicates had good repeatability. 

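A principal component analysis was run on log2(FPKM + 1) of the 101775 genes with a value above 0 in a library. The first component held 71.9% of the variance and separated roots from leaves, and the second held 12.8%. On the second component, whose sign is arbitrary, control leaves had a mean score of -87.2 ± 12.3 (SD, n = 3), NaCl leaves 6.11 ± 12.3 and 3-MA + NaCl leaves 89.6 ± 7.61. Control roots had a mean of -133 ± 7.56, NaCl roots 26.1 ± 24.1 and 3-MA + NaCl roots 98.2 ± 5.28. In each tissue the scores of the 3 groups did not overlap. With every gene scaled to unit variance, the share of the first component was 40.4%.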

Based on principal component analysis (PCA), a clear separation between the NaCl-treated group and controls could be observed (Fig. 3). The average GC content of the RNA-seq reads was 55.46% (Table 2), and the Q30 score (sequences with sequencing error rates lower than 0.1%) was over 94%. Each library obtained 68,310,810–83,844,286 high-quality clean reads by removing the low-quality sequences and adaptor sequences. Approximately 93.6–95.9% of these high-quality clean reads were mapped to the wheat reference genome (Table 3). A total of 120,744 expressed genes (with FPKM > 0) were predicted from the wheat genome, including 25,180 annotated genes.

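Of the 134610 genes in the deposited table, 101775 had an FPKM above 0 in at least 1 library. They were 86643 annotated genes, 13733 new genes added by the authors and 1399 genes with ENSRNA identifiers. An FPKM above 0 was found for 97827 genes in a root library, for 89359 in a leaf library and for 59501 in every library. The number fell to 74349 at an FPKM above 1 in a library. A count of at least 10 in a library was reached by 87454 genes. A description is given in the table for 28426 genes, so most genes could not be assigned to a family by description.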

**Fig. 3:**
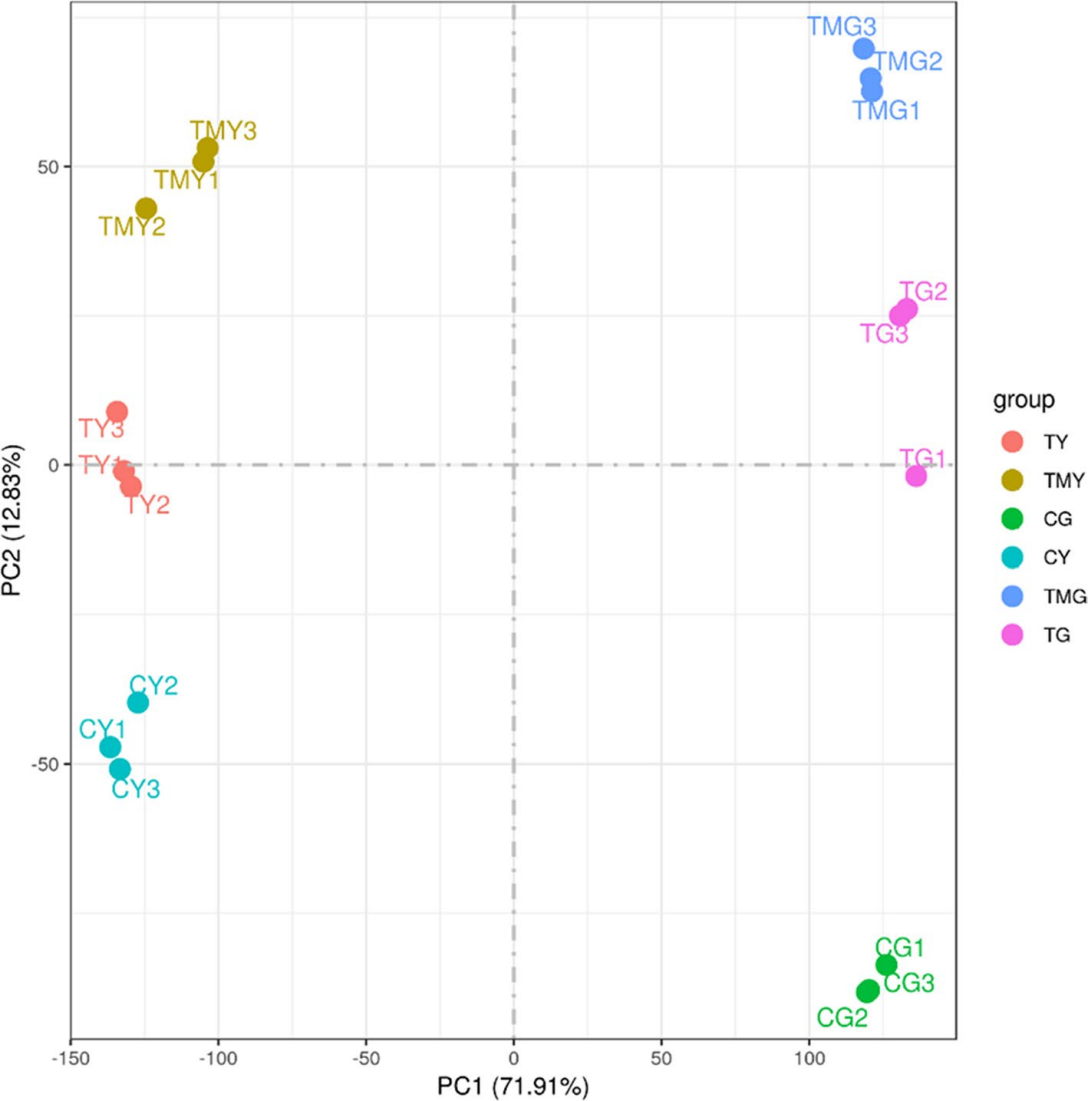
Principal component analysis (PCA) clustering based on RNA-Seq data. Note: CG: the control wheat roots, TG: 150 mM NaCl treated wheat roots, TMG: 5 mM 3-MA + 150 mM NaCl treated wheat roots, CY: the control wheat leaves, TY: 150 mM NaCl treated wheat leaves, TMY: 5 mM 3-MA + 150 mM NaCl treated wheat leaves

**Table 2:** Summary of RNA-Seq data

Sample	Library	Raw_reads	Clean_reads	Clean_bases	Error_rate	Q20	Q30	GC_pct
CG1	FRAS202073351-1a	77,255,216	75,523,830	11.33G	0.02	98.43	95.14	54.4
CG2	FRAS202073352–1a	70,294,604	68,220,606	10.23G	0.02	98.38	95	54.75
CG3	FRAS202073353-1a	68,310,810	66,534,384	9.98G	0.02	98.48	95.24	55.48
CY1	FRAS202073355-1a	68,432,734	67,194,008	10.08G	0.02	98.39	95.02	56.18
CY2	FRAS202073356-1a	70,719,360	69,011,564	10.35G	0.02	98.37	95.02	56.36
CY3	FRAS202073357-1a	79,082,316	76,966,138	11.54G	0.02	98.31	94.83	57.38
TG1	FRAS202073359-1a	80,299,962	79,055,488	11.86G	0.02	98.3	94.84	54.8
TG2	FRAS202073360-1a	75,881,502	74,512,988	11.18G	0.02	98.37	94.99	54.64
TG3	FRAS202073361-1a	73,538,600	72,202,420	10.83G	0.02	98.33	94.92	54.89
TY1	FRAS202073363-1a	76,023,686	74,889,566	11.23G	0.02	98.23	94.65	56.01
TY2	FRAS202073364-1a	78,758,494	77,610,338	11.64G	0.02	98.29	94.78	56.36
TY3	FRAS202073365-1a	75,182,950	74,136,986	11.12G	0.02	98.25	94.69	56.05
TMG1	FRAS202073367-1a	74,723,446	73,524,748	11.03G	0.02	98.29	94.82	54.87
TMG2	FRAS202073368-1a	83,361,782	81,966,850	12.3G	0.02	98.31	94.81	54.8
TMG3	FRAS202073369-1a	77,013,812	75,163,830	11.27G	0.02	98.28	94.76	54.71
TMY1	FRAS202073371-1a	83,844,286	82,055,564	12.31G	0.02	98.17	94.54	55.58
TMY2	FRAS202073372–1a	76,328,120	74,958,466	11.24G	0.02	98.25	94.73	55.74
TMY3	FRAS202073373-1a	68,342,108	66,789,756	10.02G	0.02	98.27	94.76	55.35

**Table 3:** The mapping percentage of the reads to the reference genome

Sample	Total_reads	Total_map	Unique_map	Multi_map	Read1_map	Read2_map	Positive_map	Negative_map	Splice_map	Unsplice_map
CG1	75,523,830	71,664,697 (94.89%)	68,307,785 (90.45%)	3,356,912 (4.44%)	34,199,117 (45.28%)	34,108,668 (45.16%)	34,148,669 (45.22%)	34,159,116 (45.23%)	21,179,274 (28.04%)	47,128,511 (62.4%)
CG2	68,220,606	64,924,770 (95.17%)	61,732,477 (90.49%)	3,192,293 (4.68%)	30,922,970 (45.33%)	30,809,507 (45.16%)	30,864,438 (45.24%)	30,868,039 (45.25%)	21,112,879 (30.95%)	40,619,598 (59.54%)
CG3	66,534,384	63,310,965 (95.16%)	60,365,460 (90.73%)	2,945,505 (4.43%)	30,216,035 (45.41%)	30,149,425 (45.31%)	30,186,963 (45.37%)	30,178,497 (45.36%)	20,301,179 (30.51%)	40,064,281 (60.22%)
TG1	79,055,488	74,411,921 (94.13%)	71,278,205 (90.16%)	3,133,716 (3.96%)	35,716,283 (45.18%)	35,561,922 (44.98%)	35,629,244 (45.07%)	35,648,961 (45.09%)	21,666,142 (27.41%)	49,612,063 (62.76%)
TG2	74,512,988	69,747,227 (93.6%)	66,309,895 (88.99%)	3,437,332 (4.61%)	33,215,753 (44.58%)	33,094,142 (44.41%)	33,143,538 (44.48%)	33,166,357 (44.51%)	22,766,624 (30.55%)	43,543,271 (58.44%)
TG3	72,202,420	67,995,364 (94.17%)	64,590,239 (89.46%)	3,405,125 (4.72%)	32,349,299 (44.8%)	32,240,940 (44.65%)	32,287,468 (44.72%)	32,302,771 (44.74%)	22,532,341 (31.21%)	42,057,898 (58.25%)
TMG1	73,524,748	69,635,427 (94.71%)	66,016,287 (89.79%)	3,619,140 (4.92%)	33,077,821 (44.99%)	32,938,466 (44.8%)	32,995,555 (44.88%)	33,020,732 (44.91%)	23,315,017 (31.71%)	42,701,270 (58.08%)
TMG2	81,966,850	77,512,447 (94.57%)	73,592,660 (89.78%)	3,919,787 (4.78%)	36,881,779 (45.0%)	36,710,881 (44.79%)	36,782,914 (44.88%)	36,809,746 (44.91%)	26,237,150 (32.01%)	47,355,510 (57.77%)
TMG3	75,163,830	70,955,569 (94.4%)	67,303,940 (89.54%)	3,651,629 (4.86%)	33,733,352 (44.88%)	33,570,588 (44.66%)	33,642,864 (44.76%)	33,661,076 (44.78%)	24,476,380 (32.56%)	42,827,560 (56.98%)
CY1	67,194,008	64,359,545 (95.78%)	61,153,519 (91.01%)	3,206,026 (4.77%)	30,639,976 (45.6%)	30,513,543 (45.41%)	30,555,311 (45.47%)	30,598,208 (45.54%)	20,261,507 (30.15%)	40,892,012 (60.86%)
CY2	69,011,564	66,026,437 (95.67%)	62,452,186 (90.5%)	3,574,251 (5.18%)	31,278,820 (45.32%)	31,173,366 (45.17%)	31,206,020 (45.22%)	31,246,166 (45.28%)	22,121,279 (32.05%)	40,330,907 (58.44%)
CY3	76,966,138	73,812,694 (95.9%)	69,582,215 (90.41%)	4,230,479 (5.5%)	34,875,194 (45.31%)	34,707,021 (45.09%)	34,761,852 (45.17%)	34,820,363 (45.24%)	24,463,569 (31.78%)	45,118,646 (58.62%)
TY1	74,889,566	71,521,444 (95.5%)	68,026,253 (90.84%)	3,495,191 (4.67%)	34,100,291 (45.53%)	33,925,962 (45.3%)	33,994,689 (45.39%)	34,031,564 (45.44%)	24,893,596 (33.24%)	43,132,657 (57.6%)
TY2	77,610,338	74,187,300 (95.59%)	70,702,863 (91.1%)	3,484,437 (4.49%)	35,434,985 (45.66%)	35,267,878 (45.44%)	35,335,115 (45.53%)	35,367,748 (45.57%)	26,023,123 (33.53%)	44,679,740 (57.57%)
TY3	74,136,986	70,791,930 (95.49%)	67,420,458 (90.94%)	3,371,472 (4.55%)	33,793,751 (45.58%)	33,626,707 (45.36%)	33,689,433 (45.44%)	33,731,025 (45.5%)	25,071,938 (33.82%)	42,348,520 (57.12%)
TMY1	82,055,564	78,281,544 (95.4%)	74,255,728 (90.49%)	4,025,816 (4.91%)	37,238,423 (45.38%)	37,017,305 (45.11%)	37,103,907 (45.22%)	37,151,821 (45.28%)	26,675,332 (32.51%)	47,580,396 (57.99%)
TMY2	74,958,466	71,597,070 (95.52%)	67,847,161 (90.51%)	3,749,909 (5.0%)	34,008,689 (45.37%)	33,838,472 (45.14%)	33,900,507 (45.23%)	33,946,654 (45.29%)	25,189,516 (33.6%)	42,657,645 (56.91%)
TMY3	66,789,756	63,811,203 (95.54%)	60,607,358 (90.74%)	3,203,845 (4.8%)	30,376,657 (45.48%)	30,230,701 (45.26%)	30,283,505 (45.34%)	30,323,853 (45.4%)	21,176,707 (31.71%)	39,430,651 (59.04%)

### Transcriptome profiling of wheat roots and leaves in response to NaCl stress at the seedling stage

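Between NaCl-treated and control roots, 73066 genes were tested and 26032 (35.6%) were called. In leaves, 62945 genes were tested and 14655 (23.3%) were called. At an unadjusted p under 0.05 the numbers were 33652 and 23636. The median size of the log2 fold change among called genes was 1.21 in roots and 1.13 in leaves. Requiring a log2 fold change of at least 1 as well moved the root number most, to 15843, and gave 8634 in leaves. Without TG replicate 2 the number in roots was 17124, and in leaves it was 8403 without TY replicate 1 and moved most, to 8045, without TY replicate 3, in fits with 1 library fewer.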

At least 14,759 genes showed significant differences among the comparisons of seedlings induced by NaCl stress (Table 4). The functions of these DEGs were further predicted on the basis of their associated annotations. After NaCl stress, compared with the control, 6569 DEGs were upregulated and 9712 DEGs were down-regulated in the leaves, and 13,261 DEGs were upregulated and of 13,692 DEGs were downregulated in the roots (*P* < 0.05 and |log2FoldChange| > 0). 

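In roots, 13507 of the called genes were higher and 12525 were lower with NaCl, and in leaves 6348 were higher and 8307 were lower. DESeq2 on the same counts called 13307 higher and 13747 lower in roots, and 6615 higher and 9754 lower in leaves. These directions are relative to the TMM scaling. With library size as the only scaling, the median log2 fold change of all genes rose by 0.23 in roots and by 0.35 in leaves, and the higher genes made up 69.9% of the calls in roots instead of 51.9%, and 75.8% in leaves instead of 43.3%.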

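Among abundant root genes with a description in the table and no overlap between groups, 3 rose most with NaCl. The laccase gene TraesCS1D02G044300 had 14.6 ± 6.98 CPM with NaCl and no count in any control root, at least 425-fold higher (adjusted p = 0.000391 from edgeR). Wheatwin-2 (TraesCS3D02G524700) had 2582 counts with NaCl and 1 in controls, a ratio of 2033 with a 95% interval of 365 to 80338, and Wheatwin-1 (TraesCS3A02G517100) had 3403 and 2, a ratio of 1340 (371 to 11068). The 3 that fell most were CBFIIIc-B10 (TraesCS5B02G312800), from 27.0 ± 2.63 to 0.622 ± 0.673 CPM (log2 fold change -5.38, standard error 0.56, edgeR adjusted p = 0.000338), BHLH27 (TraesCS2B02G289900, -4.81, edgeR adjusted p = 0.00192) and a chlorophyll a-b binding protein gene (TraesCS7D02G276300, -4.79, edgeR adjusted p = 0.000465). In leaves, a purple acid phosphatase gene (TraesCS4B02G348600) rose from 47.6 ± 40.2 to 768 ± 108 CPM (4.07, standard error 0.58, edgeR adjusted p = 0.00302), a terpene cyclase gene (TraesCS6D02G098600) rose by 3.85 and a delta-1-pyrroline-5-carboxylate synthase gene (TraesCS3B02G395900) by 3.82 on the log2 scale. The leaf genes that fell most were 3 chlorophyll a-b binding protein genes. TraesCS1A02G306600 had 2 counts with NaCl and 1676 in controls, a ratio of 1178 (326 to 9733), and TraesCS1D02G306200 and TraesCS1B02G317500 had log2 fold changes of -8.79 and -6.99. All of these genes stayed called with each of the 6 libraries left out in turn.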

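Table S1 gives for each Gene Ontology (GO) term the number of genes that the paper called higher (Up) and lower (Down), and its gene columns hold at most the first 21 of each. For the phenylpropanoid metabolic process, the paper lists 41 genes as Up and 38 as Down, and all 42 of the genes shown were called by edgeR in the same direction. For the aromatic amino acid family metabolic process the paper lists 62 as Up and 43 as Down, and for the secondary metabolic process 50 and 49. All 42 genes shown for each of these terms were again called in the direction the table gives. Over the 32 terms examined from Tables S1 to S8, 1232 of the 1243 genes shown (99.1%) were called in the paper's direction, 0 were called by edgeR in the other, and the remainder were not called. DESeq2 on the same counts called all 1243 in the paper's direction. The lists hold genes that the study called on these same libraries, so the overlap is no independent evidence, and enrichment was not tested because the lists are incomplete.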

The DEGs in the roots were annotated using Gene Ontology (GO) analysis and the results showed that the top clusters of DEGs belonged to ‘phenylpropanoid metabolic process,’ ‘aromatic amino acid family metabolic process’ and ‘secondary metabolic process’ in the category of biological process. They grouped into ‘apoplast,’ ‘photosynthetic membrane’ and ‘thylakoid part’ in the cellular component category and ‘manganese ion binding’, ‘NAD binding’ and ‘nutrient reservoir activity’ in the molecular function category (Supplementary Fig. 3A). 

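Among the terms for photosynthesis in Table S1, light harvesting has 55 genes in the paper, all Down, and the 21 shown were all called lower in roots. By the descriptions in the deposited table, 178 genes encode chlorophyll a-b binding or photosystem proteins. Of the 56 with enough counts for a test in roots, 1 was called higher and 45 lower with NaCl (0 and 58 by DESeq2). The summed expression of the 106 genes that passed the low-count filter over all 18 libraries fell from 377 ± 92.5 CPM in control roots to 86.6 ± 20.6 CPM in NaCl-treated roots. Control roots held 0.534% of the summed level of control leaves, and in the control root libraries the levels of the genes with at least 100 CPM in leaves followed their levels in control leaves (Pearson correlation of log2 values across 43 genes 0.916 to 0.934, where genes are not independent replicates).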

The DEGs in the roots were also annotated using GO analysis and the results showed that top clusters of DEGs belong to ‘photosynthesis’, ‘photosynthesis, light reaction’ and ‘photosynthesis, light harvesting’ in the biological process category. They grouped into ‘chloroplast stroma,’ ‘photosynthetic membrane’ and ‘thylakoid membrane’ in the cellular component category and ‘carbon-carbon lyase activity’, ‘channel activity’ and ‘passive transmembrane transporter activity’ in the molecular function category (Supplementary Fig. 3B). Furthermore, the GO terms of the DEGs in the roots were aggregated in responses to salt stress, including response to biotic stimulus (GO:0009607), response to antibiotics (GO:0046677), response to wounding (GO:0009611), ect. 

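In leaves (Table S2), the paper lists 7 genes of photosynthesis as Up and 239 as Down, and 79 genes of light harvesting, all Down. Every one of the 28 and 21 genes shown was called by edgeR in that direction. Of the 104 tested genes described as chlorophyll a-b binding or photosystem proteins, 0 were called higher by edgeR and 87 lower (0 and 90 by DESeq2), and 2 were higher and 92 lower at an unadjusted p under 0.05. With library size as the only scaling, 2 were called higher and 83 lower. The summed expression of the 106 genes that passed the low-count filter over all 18 libraries was 70688 ± 23638 CPM in control leaves. It was 22681 ± 2117 CPM in NaCl-treated leaves, and every NaCl library lay below every control library.

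**Figure D1:**
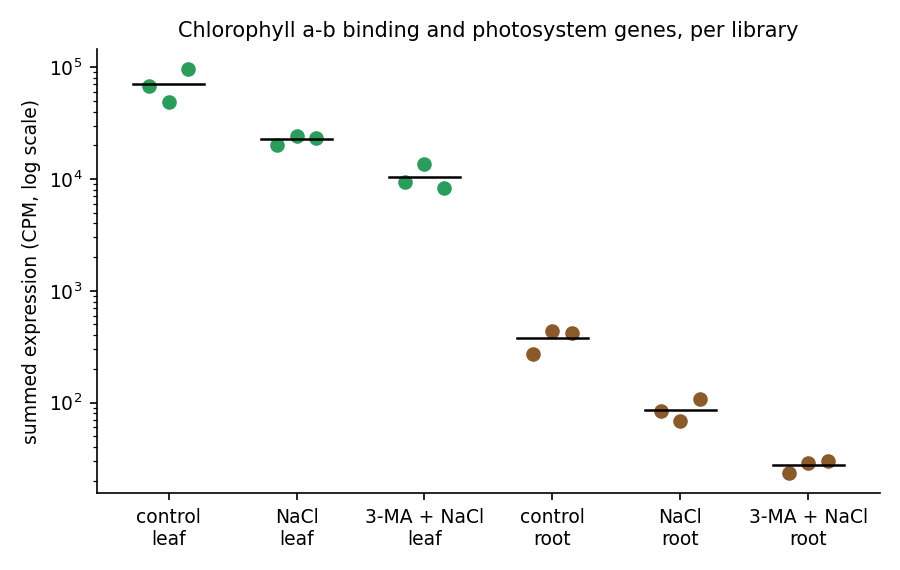
Summed CPM of 106 chlorophyll a-b binding and photosystem genes in each of the 18 libraries, on a log axis, by tissue and treatment, with a line at the mean of each group. With 3-MA the leaf mean was 10461 ± 2848 CPM and the root mean 27.4 ± 3.50 CPM (SD, n = 3).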

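The root terms in Table S1 include response to biotic stimulus, for which the paper lists 83 genes as Up and 82 as Down, with an adjusted p of 0.00077 in the paper's own enrichment test. All 42 genes shown were called by edgeR in the same direction. Response to antibiotic has 15 Up and 30 Down in the paper. Of those shown, 12 of 15 Up and 21 of 21 Down were called by edgeR. Response to wounding has 24 Up and 26 Down, and 21 of 21 Up and 20 of 21 Down were called.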

(Supplementary Table S1). 

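In Table S2 the paper lists 38 genes of response to osmotic stress as Up and 54 as Down, and 35 genes of response to salt stress as Up and 48 as Down. The 42 genes shown for each were all called by edgeR in leaves in the direction given. Response to superoxide has 16 genes in the paper, 11 Up and 5 Down, of which edgeR called 11 higher and 4 lower. In each of the terms for osmotic and salt stress the paper's list thus holds more genes that fell than rose, and the term for superoxide holds more that rose.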

The GO terms of the DEGs in the leaves were also aggregated in responses to various stresses, such as response to osmotic stress (GO:0006970), response to salt stress (GO:0009651), response to superoxide (GO:0000303), ect. (Supplementary Table S2).

**Table 4:** The DEGs among the comparisons

compare	all	up	down	threshold
TGvsCG	26,953	13,261	13,692	DESeq2 padj<=0.05 |log2FoldChange| > =0.0
TMGvsTG	16,482	6587	9895	DESeq2 padj<=0.05 |log2FoldChange| > =0.0
TYvsCY	16,281	6569	9712	DESeq2 padj<=0.05 |log2FoldChange| > =0.0
TMYvsTY	14,759	7194	7565	DESeq2 padj<=0.05 |log2FoldChange| > =0.0

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway was used to annotate the DEGs in the roots and leaves. 

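In roots, Table S3 gives 93 genes of the MAPK signaling pathway as Up and 119 as Down, 111 genes of glutathione metabolism as Up and 78 as Down, and 47 genes of glycolysis/gluconeogenesis as Up and 117 as Down, all as called by the paper. edgeR called all 42 genes shown for each pathway in the paper's direction. The paper assigned genes to KEGG pathways through rice, as the pathway identifiers show. Under the paper's own counts, 58.7% of the listed genes of glutathione metabolism and 28.7% of those of glycolysis/gluconeogenesis were higher with NaCl.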

The DEGs in roots were mainly enriched in ‘MAPK signaling pathway’ (212, 4%), ‘Glutathione metabolism’ (189, 3.5%) and ‘Glycolysis/Gluconeogenesis’ (164, 3.1%) (Fig. 4A, Supplementary Table S3). The DEGs in leaves were mainly enriched in ‘Carbon fixation in photosynthesis’ (116, 3.1%), ‘Cysteine and methionine metabolism’ (100, 2.6%) and ‘Glycolysis/Gluconeogenesis’ (114, 3%) (Fig. 4B, Supplementary Table S4).

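In leaves, 20 genes of carbon fixation were Up and 96 Down in the paper's Table S4, and edgeR called 19 of the 20 shown as Up and all 21 shown as Down. Cysteine and methionine metabolism had 49 Up and 51 Down, of which 21 of 21 and 20 of 21 shown were called. For glycolysis/gluconeogenesis, with 38 Up and 76 Down, all 42 shown were called. The paper's adjusted p for that last pathway is 0.0508 in Table S4, for carbon fixation 1.19e-18, and for cysteine and methionine metabolism 0.0199, each from the paper's own enrichment test.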

**Fig. 4:**
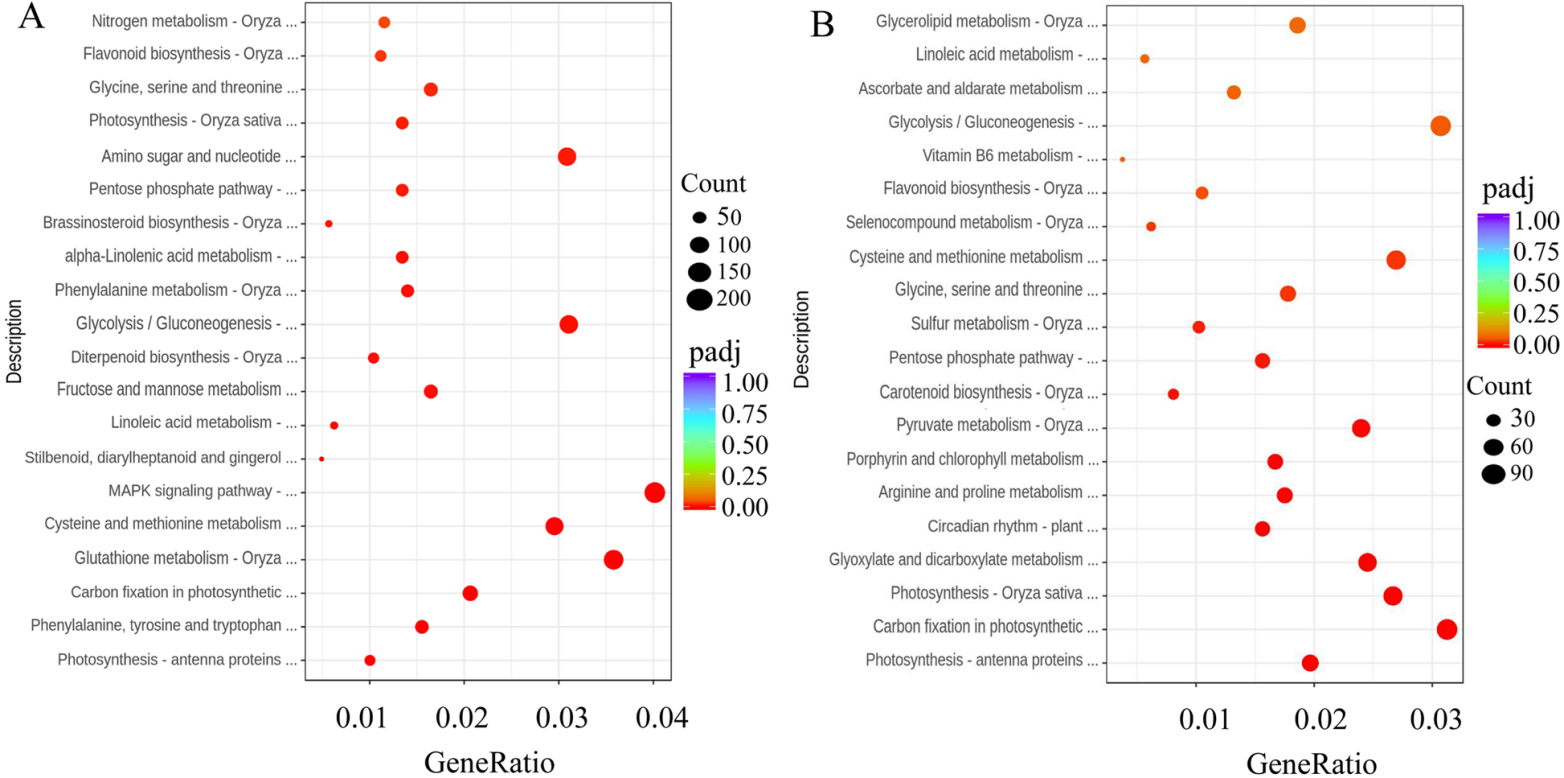
The differentially expressed genes (DEGs) with Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment (top 20) in wheat roots (**A**) and leaves (**B**) in response to salt stress. Note: CG: the control wheat roots, TG: 150 mM NaCl treated wheat roots, CY: the control wheat leaves, TY: 150 mM NaCl treated wheat leaves

### Addition of 3-MA affects the transcriptomic responses of wheat roots and leaves to salt stress

In this study, 121 and 139 DEGs were detected in the wheat roots and leaves with 3-MA addition under salt stress treatment (*P* < 0.001 and |log2FoldChange| > 7) (Table 5 and Table 6). 

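In the edgeR fits, 101 genes between TMG and TG and 144 genes between TMY and TY had an unadjusted p under 0.001 and a log2 fold change beyond 7 in either direction. In the authors' deposited comparisons the numbers are 114 and 218, of which 82 and 133 were also among the edgeR genes. Fold changes of this size depend on how counts near 0 are handled, since 67 of the 101 root genes and 62 of the 144 leaf genes had no count in any library of 1 group. With a prior count of 2 in place of edgeR's default, the alternative that moved the root number most, 7 genes in roots and 47 in leaves passed. Without TMG replicate 2 the root number was 66, and without TMY replicate 2 the leaf number was 286.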

The expression of 115 genes, inducing 18 peroxidase genes, beta-glucosidase 5-like isoform X1, chalcone synthase genes, ect.in wheat roots was decreased significantly by 3-MA addition under salt stress. Therefore, the 3-MA-induced downregulation of these genes may play important roles in decreasing wheat root tolerance to salt stress. 

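Of the 101 root genes, 92 were lower with 3-MA and 18 of these are described as peroxidases. Among all 387 tested peroxidase genes, edgeR called 34 higher and 176 lower in TMG than in TG. Among abundant described genes, the peroxidase genes TraesCS2B02G126300 and TraesCS2B02G124900 on chromosome 2B fell from 13.3 ± 10.4 to 0.0529 ± 0.0916 CPM (log2 fold change -7.92, standard error 1.30, edgeR adjusted p = 0.00502) and from 16.0 ± 12.3 to 0.263 ± 0.213 CPM (-5.94, standard error 0.91, edgeR adjusted p = 0.00371). The gene that the paper names chalcone synthase (TraesCS2A02G527700, chromosome 2A from 747086930 to 747090056) had 1 count over the 3 TMG libraries and 328 over the 3 TG libraries, a ratio of 344 with a 95% interval of 61.3 to 13622 (edgeR adjusted p = 0.000162). The beta-glucosidase 5-like gene (TraesCS3B02G483500, chromosome 3B from 730230752 to 730235638), chosen by its name in the paper after its values were seen, had 1 and 223 counts, a ratio of 234 (41.5 to 9275, edgeR adjusted p = 0.000256). Neither of the last pair differed between TG and CG, with edgeR adjusted p of 0.252 and 0.834 and log2 fold changes of 0.66 and 0.09, the latter turning to -0.16 without CG replicate 2. All 4 genes had every TMG library below every TG library and stayed called with each library left out in turn.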

The expression of 25 genes, inducing ethylene-responsive transcription factor, resistance proteins, MYB, ect.in wheat leaves was also decreased significantly by 3-MA addition under salt stress. 

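Of the 144 leaf genes beyond these limits in the edgeR fit, 125 were higher and 19 were lower with 3-MA. The authors' deposited comparison gives 197 higher and 21 lower. Over the edgeR alternatives the lower genes ranged from 0 with a prior count of 2 to 29 without a filter on low counts. They numbered 11 without TY replicate 1 or TY replicate 2, and 12 with the replicate number as a block. Looking at all tested genes instead, edgeR called 24 genes with an AP2 domain or an ethylene-responsive description higher and 69 lower in TMY than in TY. Genes with a MYB domain or description were called higher 36 times and lower 52 times, a majority that turned to 51 higher and 41 lower with library size as the only scaling. Among abundant described leaf genes, the largest falls were -7.13 for a new gene with terpene synthase domains on chromosome 7B from 676285489 to 676294142, -6.16 for a new gene on chromosome 7D from 597704026 to 597755787, and -5.52 for a sucrose:fructan 6-fructosyltransferase gene (TraesCS4A02G485400), on the log2 scale with edgeR adjusted p of 0.00313, 0.000695 and 0.00197. The 3 libraries of each group did not overlap for any of these genes.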

Four calmodulin-like genes were upregulated.

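All 4 genes that Table S10 describes as calmodulin-like, from matches to other species, were higher in TMY than in TY. TraesCS1A02G435100 (chromosome 1A from 585690525 to 585691316) had 12.3 ± 14.3 CPM (SD, n = 3) with 3-MA + NaCl and 0.0950 ± 0.108 CPM with NaCl (log2 fold change 7.00, standard error 1.20, edgeR adjusted p = 0.00726). TraesCS1D02G444200 (chromosome 1D from 487614714 to 487624759) had 313 counts over the 3 TMY libraries and none over the 3 TY libraries, at least 98.6-fold higher (edgeR adjusted p = 0.00849). For TraesCS1B02G470900 (chromosome 1B from 679174332 to 679175169) the counts were 311 and 1, a ratio of 277 with a 95% interval of 49.3 to 10958 (edgeR adjusted p = 0.0029). TraesCS1A02G435200 (chromosome 1A from 585743068 to 585743794) had 130 counts and none, at least 41.2-fold higher (edgeR adjusted p = 0.0182), and without TY replicate 1 its adjusted p was 0.0521. In each gene the lowest TMY library exceeded the highest TY library.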

**Table 5:** The DEGs were detected in the wheat roots with 3-MA added to the salt stress treatment (*p*-value < 0.001 and |log2FoldChange| > 7)

Gene_id	TGvsCG_log2FoldChange	TGvsCG_*p*value	TMGvsTG_log2FoldChange	TMGvsTG_*p*value	Gene_strand	Gene_length	Gene_biotype	nr annotation
TraesCS3B02G483500	0.1	0.8544	−7.8	3.49E-10	+	2416	protein_coding	beta-glucosidase 5-like isoform X1 [*Aegilops tauschii* subsp. tauschii]
TraesCS2A02G527700	0.6	0.15539	−8.3	1.04E-11	+	1724	protein_coding	chalcone synthase [Oryza officinalis]
TraesCS7D02G469600	−1.3	0.05025	−7.2	9.22E-19	–	402	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCS5A02G548600	1.6	#######	−7.3	#######	–	1649	protein_coding	predicted protein, partial [*Hordeum vulgare* subsp. vulgare]
TraesCS2D02G300100	1.4	0.00225	−9.9	1.10E-21	+	1272	protein_coding	loricrin-like [*Aegilops tauschii* subsp. tauschii]
TraesCS2A02G411600	−1.6	0.07519	−7.4	1.27E-08	–	381	protein_coding	protease inhibitor-like protein [*Triticum aestivum*]
TraesCS4D02G360000	1.5	0.002	−8.7	2.21E-12	+	426	protein_coding	pEARLI1-like lipid transfer protein 1 [*Aegilops tauschii* subsp. tauschii]
TraesCS2B02G126300	−1.4	0.14191	−8	3.46E-05	–	1254	protein_coding	peroxidase 70 [*Oryza sativa* Japonica Group]
TraesCS1D02G331800	−1.6	0.08427	−7.9	1.29E-05	–	351	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1D02G331900	−1.2	0.18531	−9.9	4.33E-09	–	441	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7B02G317800	−2.4	#######	−7.2	4.86E-18	+	384	protein_coding	lipid transfer protein EARLI 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7A02G417700	−4.4	#######	−8.2	2.90E-10	+	384	protein_coding	14 kDa proline-rich protein DC2.15 [*Triticum urartu*]
TraesCS1B02G135800	−3.7	0.00452	8.44	NA	–	719	protein_coding	metallothioneine type1, partial [*Hordeum vulgare* subsp. vulgare]
TraesCS7B02G298400	−2.5	0.00327	−9.6	4.47E-08	+	1266	protein_coding	peroxidase 2-like [*Aegilops tauschii* subsp. tauschii]
TraesCS2A02G301500	−0.8	0.17673	−8.1	3.16E-10	+	1132	protein_coding	loricrin-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1D02G213400	−1.2	0.18376	−9.6	2.94E-09	+	345	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCS2B02G053200	6.4	#######	−9.2	1.78E-09	+	1132	protein_coding	xylanase inhibitor protein 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1D02G285900	−1.7	0.00192	−7.2	5.92E-07	+	828	protein_coding	uncharacterized protein LOC109748351 [*Aegilops tauschii* subsp. tauschii]
TraesCS7B02G384900	−1.6	0.19774	−8.2	4.81E-05	–	399	protein_coding	predicted protein [*Hordeum vulgare* subsp. vulgare]
TraesCS3D02G538500	0.4	0.30155	−7.2	9.03E-09	–	1422	protein_coding	pectin acetylesterase 5-like isoform X1 [*Aegilops tauschii* subsp. tauschii]
TraesCS7D02G464600	−1	0.00271	−8	2.11E-18	–	1352	protein_coding	predicted protein [*Hordeum vulgare* subsp. vulgare]
TraesCS1D02G027300	−0.9	0.01898	−7.7	1.62E-19	+	300	protein_coding	Subtilisin-chymotrypsin inhibitor-2A [*Triticum urartu*]
TraesCS4D02G310500	0.3	0.76204	−7.8	5.71E-10	+	480	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7A02G477100	−1.5	0.00078	−10	4.68E-15	–	1353	protein_coding	peroxidase 70-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7A02G452900	0	0.9174	−7.3	2.93E-30	+	1299	protein_coding	peroxidase 39-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7B02G384600	−3.6	0.00019	−8.2	3.60E-08	–	399	protein_coding	predicted protein [*Hordeum vulgare* subsp. vulgare]
TraesCS7A02G396400	−2	0.01087	−7.5	2.70E-10	+	1247	protein_coding	peroxidase 2-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1D02G027400	1.4	0.00631	−7.6	3.71E−11	+	237	protein_coding	Subtilisin-chymotrypsin inhibitor-2A [*Triticum urartu*]
TraesCS3D02G467700	2.1	#######	-11	4.96E-14	+	1307	protein_coding	basic 7S globulin-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7B02G273700	−1.7	0.02873	−7.6	2.35E-10	+	1563	protein_coding	berberine bridge enzyme-like 27 [*Aegilops tauschii* subsp. tauschii]
novel.8984	NA	NA	8.73	4.41E-12	+	401	–	–
TraesCS1B02G330200	−1.7	0.00063	−8.2	4.90E-10	–	1441	protein_coding	peroxidase 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1B02G331200	−2.2	0.01578	−7.9	1.68E-08	+	1286	protein_coding	peroxidase 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7B02G298600	−2.3	#######	−7.7	6.86E-09	+	1313	protein_coding	peroxidase 2-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1D02G318000	−2.3	#######	−8.6	2.81E-11	+	1419	protein_coding	peroxidase 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS2A02G267200	−1.7	#######	−7.2	5.42E-11	–	548	protein_coding	hypothetical protein TRIUR3_15154 [*Triticum urartu*]
TraesCS1A02G329700	−0.6	0.59623	−9.7	2.03E-05	–	351	protein_coding	Cortical cell-delineating protein [*Triticum urartu*]
TraesCS2B02G482300	−0.9	0.56442	−7.2	0.0127	+	324	protein_coding	RecName: Full = Cold-regulated protein 2
TraesCS2D02G107800	8.4	#######	−9.7	6.98E-06	–	1256	protein_coding	peroxidase 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7D02G469425	−1	0.0067	−9.4	1.03E-13	–	324	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCSU02G047800	1.1	#######	−10	1.30E-17	–	2025	protein_coding	unnamed protein product [*Triticum aestivum*]
TraesCS6B02G280400	−1.8	0.00011	−7.4	2.21E-08	+	2675	protein_coding	beta-D-xylosidase 3-like [*Aegilops tauschii* subsp. tauschii]
TraesCS2D02G108100	2.4	#######	−10	5.40E-11	–	1272	protein_coding	unnamed protein product [*Triticum aestivum*]
novel.13266	−2.3	#######	−8.3	4.98E-11	–	3879	–	uncharacterized protein LOC109771772 [*Aegilops tauschii* subsp. tauschii]
TraesCS2A02G040500	8.3	#######	−9.6	2.83E-13	–	906	protein_coding	xylanase inhibitor protein 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1B02G330500	−2.2	#######	−8.3	9.69E-10	+	1425	protein_coding	peroxidase 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS3D02G318000	−2	#######	−8.3	2.41E-10	–	1296	protein_coding	blue copper protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCSU02G144300	4.5	0.0004	−7.1	9.90E-05	+	390	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCSU02G144600	2.8	#######	−10	1.29E-15	+	465	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCS4A02G412900	3.6	0.01668	−8.4	9.08E-05	+	426	protein_coding	Cortical cell-delineating protein [*Triticum urartu*]
TraesCSU02G144500	1.2	0.05018	−7.9	5.33E-11	+	432	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7D02G049400	1.3	#######	−9.8	8.55E-16	–	1937	protein_coding	protein NRT1/ PTR FAMILY 2.3-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1A02G356100	−1.5	0.00349	−7.5	8.00E-09	+	1194	protein_coding	peroxidase 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS4B02G368300	2.6	#######	−9.9	1.31E-14	–	432	protein_coding	predicted protein [*Hordeum vulgare* subsp. vulgare]
TraesCS7B02G298500	− 1.4	0.16193	−8.3	8.13E-09	+	1221	protein_coding	peroxidase 2-like [*Aegilops tauschii* subsp. tauschii]
TraesCS2D02G008100	−1.3	0.01092	−8.4	5.01E-10	+	1794	protein_coding	unnamed protein product [*Triticum aestivum*]
TraesCS2D02G108300	−1.4	0.00055	−7.4	9.36E-09	–	1291	protein_coding	unnamed protein product [*Triticum aestivum*]
TraesCS5A02G535500	3	#######	−9.4	9.50E-13	–	507	protein_coding	Cortical cell-delineating protein [*Triticum urartu*]
TraesCS7B02G010600	−1.9	#######	−8	2.78E-09	+	258	protein_coding	uncharacterized protein LOC109785281 [*Aegilops tauschii* subsp. tauschii]
TraesCS2D02G039300	7.7	#######	−7.1	5.07E-08	+	1201	protein_coding	xylanase inhibitor protein 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1A02G318000	−2.9	#######	−7.1	3.60E-06	–	1300	protein_coding	peroxidase 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCSU02G144800	5.8	#######	−9.4	4.04E-13	+	519	protein_coding	pEARLI1-like lipid transfer protein 2 [*Aegilops tauschii* subsp. tauschii]
TraesCS3A02G077100	NA	NA	7.41	4.33E-09	+	2245	protein_coding	asparagine synthetase [*Triticum turgidum* subsp. durum]
TraesCS1A02G318200	−2.8	#######	−7.1	1.20E-07	–	1241	protein_coding	peroxidase 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS4A02G409400	−1.5	0.01447	−7.1	5.76E-07	–	3492	protein_coding	MDIS1-interacting receptor like kinase 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCSU02G243200	−2.7	#######	−7.1	8.95E-08	+	754	protein_coding	unnamed protein product [*Triticum aestivum*]
TraesCS7D02G539100	−1.7	0.00013	−8	3.00E-09	+	1344	protein_coding	tricetin 3′,4′,5′-O-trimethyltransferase-like [*Aegilops tauschii* subsp. tauschii]
TraesCS4A02G339000	1.6	#######	−9.3	3.20E-14	–	1876	protein_coding	4-hydroxyphenylacetaldehyde oxime monooxygenase-like [*Aegilops tauschii* subsp. tauschii]
TraesCS4B02G369000	4.5	0.00018	−9.7	1.14E-09	–	390	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCS5A02G418600	−0.4	0.56518	−8.7	6.85E-06	+	609	protein_coding	predicted protein [*Hordeum vulgare* subsp. vulgare]
TraesCS2D02G458700	−4.4	0.1389	23.6	NA	–	651	protein_coding	hypothetical protein OsI_31610 [*Oryza sativa* Indica Group]
TraesCS1A02G209900	−0.4	0.36364	−8.7	1.23E-11	–	339	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1D02G318600	−2.7	#######	−7.1	1.34E-06	+	1274	protein_coding	peroxidase 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS3A02G324700	−1.4	0.01242	−8	1.52E-08	–	894	protein_coding	unnamed protein product [*Triticum aestivum*]
TraesCS1B02G027800	0.2	0.68119	−7	2.04E-09	–	616	protein_coding	Bowman-Birk trypsin inhibitor-like protein [*Triticum aestivum*]
TraesCS7A02G054100	0.4	0.23441	−9	2.89E-13	–	1974	protein_coding	protein NRT1/ PTR FAMILY 2.3-like [*Aegilops tauschii* subsp. tauschii]
TraesCSU02G243695	4.8	0.00051	−7.7	2.25E-06	–	347	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
novel.2861	NA	NA	23.5	NA	+	1363	–	–
TraesCS2A02G002900	2.8	#######	−8.8	2.01E−12	–	1911	protein_coding	Cytochrome P450 86B1 [*Triticum urartu*]
TraesCS2A02G108000	-1	0.11668	−8.2	2.21E-08	–	1261	protein_coding	unnamed protein product [*Triticum aestivum*]
TraesCS4B02G313200	1.1	0.026	−8.1	1.13E-10	+	480	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1A02G129600	4.2	0.00012	−7.1	3.97E-07	+	905	protein_coding	bidirectional sugar transporter SWEET3a [*Aegilops tauschii* subsp. tauschii]
novel.1280	−2.4	#######	−7.2	8.06E-07	–	2191	–	extensin-like [*Aegilops tauschii* subsp. tauschii]
TraesCS5D02G561700	0.7	0.1221	−7.9	5.31E-10	+	1302	protein_coding	aquaporin PIP2–2-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7D02G410700	−1.7	0.0053	−7.5	2.99E-07	+	384	protein_coding	lipid transfer protein EARLI 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS6B02G018700	−0.3	0.43244	−8.3	6.09E-11	–	1220	protein_coding	extradiol ring-cleavage dioxygenase-like [*Aegilops tauschii* subsp. tauschii]
TraesCS2A02G108200	−1.5	#######	−7.6	6.68E-09	–	1328	protein_coding	unnamed protein product [*Triticum aestivum*]
TraesCS4D02G208900	4.3	#######	−7.1	9.72E-08	+	2126	protein_coding	laccase-10-like [*Aegilops tauschii* subsp. tauschii]
novel.13303	−1.8	0.0179	−7.3	6.61E-06	–	754	–	–
TraesCS6A02G137200	−2	0.00034	−7.1	6.16E-07	+	845	protein_coding	Early nodulin-like protein 2 [*Triticum urartu*]
TraesCS2B02G173200	−1.8	0.00115	−7.2	4.05E-07	+	1372	protein_coding	peroxidase 2-like [*Aegilops tauschii* subsp. tauschii]
TraesCSU02G242200	3.6	#######	−8	1.60E-09	+	390	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1D02G021900	2.3	NA	−8.8	NA	–	378	protein_coding	Bowman-Birk trypsin inhibitor-like protein [*Triticum aestivum*]
TraesCS1D02G050600	2.3	0.01591	−8.8	6.75E-05	+	709	protein_coding	Salt stress-induced protein [*Dichanthelium oligosanthes*]
TraesCS3A02G460900	−1.9	0.00107	−7	1.21E−06	–	1708	protein_coding	probable leucine-rich repeat receptor-like protein kinase At5g49770 [*Aegilops tauschii* subsp. tauschii]
TraesCS7B02G002000	-0	0.94185	−8.1	2.61E-10	–	855	protein_coding	aquaporin PIP2–2-like [*Aegilops tauschii* subsp. tauschii]
novel.890	NA	NA	22.9	NA	+	1511	–	hypothetical protein TRIUR3_19550 [*Triticum urartu*]
TraesCS1D02G214500	4	0.04098	−8.8	0.00081	+	672	protein_coding	predicted protein [*Hordeum vulgare* subsp. vulgare]
TraesCS4D02G104000	5.2	#######	−8.8	3.83E-12	+	528	protein_coding	dirigent protein 21-like [*Aegilops tauschii* subsp. tauschii]
TraesCS5D02G004100	0	0.98706	−7.1	4.42E-08	+	447	protein_coding	puroindoline a [*Triticum turgidum* subsp. durum x *Aegilops tauschii*]
TraesCS7D02G020100	6	0.00022	−7.4	0.00281	–	1173	protein_coding	extensin-like isoform X1 [*Aegilops tauschii* subsp. tauschii]
TraesCS1D02G006600	3.6	#######	−8.7	2.09E-11	+	990	protein_coding	hypothetical protein TRIUR3_28534 [*Triticum urartu*]
TraesCS7B02G115300	4.8	#######	−7	9.21E-08	–	674	protein_coding	GASR7 [*Triticum aestivum*]
TraesCS2D02G152700	−0.2	0.77316	−7.8	9.40E-09	–	1540	protein_coding	peroxidase 2-like [*Aegilops tauschii* subsp. tauschii]
TraesCS5B02G528700	−0.4	0.47088	−7.6	3.86E-08	+	1187	protein_coding	expansin-A31-like [*Aegilops tauschii* subsp. tauschii]
TraesCS5A02G558000	−0.4	0.33336	−7.6	6.13E-09	–	1616	protein_coding	probable receptor-like protein kinase At4g10390 [*Aegilops tauschii* subsp. tauschii]
TraesCSU02G154100	5.5	0.00709	−8.6	0.0002	+	390	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCS4B02G367800	1.8	0.07225	−8.2	1.50E-08	–	432	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
novel.3884	−0.8	0.06377	−7.3	7.32E-08	+	576	–	predicted protein [*Hordeum vulgare* subsp. vulgare]
TraesCS7D02G139500	0.9	0.17508	−7.7	1.47E-08	+	1554	protein_coding	uncharacterized protein LOC109732600 [*Aegilops tauschii* subsp. tauschii]
TraesCS3B02G405900	−0.2	0.79462	−7.1	1.10E-06	+	1153	protein_coding	unnamed protein product [*Triticum aestivum*]
novel.4897	2.4	0.37495	−7.7	0.04761	+	1614	–	predicted protein [*Hordeum vulgare* subsp. vulgare]
TraesCS2A02G002800	4.4	#######	−7.7	3.85E-09	+	1978	protein_coding	Cytochrome P450 86B1 [*Triticum urartu*]
TraesCS5D02G249900	1.3	0.1679	−7.4	2.04E-06	+	300	protein_coding	hypothetical protein TRIUR3_16342 [*Triticum urartu*]
TraesCS3D02G338600	0.9	0.16034	−7.3	2.80E-07	+	1292	protein_coding	expansin-A2 [*Oryza sativa* Japonica Group]
TraesCS5A02G243400	1.4	0.05229	−7.4	6.90E-08	+	288	protein_coding	hypothetical protein TRIUR3_16342 [*Triticum urartu*]
TraesCS1D02G050800	3.9	0.00035	−7.6	7.24E-08	+	792	protein_coding	LOW QUALITY PROTEIN: mannose/glucose-specific lectin [*Setaria italica*]
TraesCS1D02G050700	4	0.00047	−7.5	2.65E-07	+	486	protein_coding	LOW QUALITY PROTEIN: mannose/glucose-specific lectin [*Setaria italica*]
TraesCS7A02G452400	1.4	0.05297	−7.2	1.23E-07	+	1652	protein_coding	probable glycosyltransferase 4 [*Aegilops tauschii* subsp. tauschii]
TraesCSU02G185500	6.1	#######	−7.4	1.04E-07	+	390	protein_coding	cortical cell-delineating protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCS5A02G270300	7	#######	−7.4	6.05E-08	+	2445	protein_coding	G-type lectin S-receptor-like serine/threonine-protein kinase [*Panicum miliaceum*]

**Table 6:** The DEGs were detected in the wheat leaves with 3-MA added to the salt stress treatment (*p*-value < 0.001 and |log2FoldChange| > 7)

Gene_id	TGvsCG_log2FoldChange	TGvsCG_*p*value	TMGvsTG_log2FoldChange	TMGvsTG_*p*value	Gene_strand	Gene_length	Gene_biotype	nr annotation
TraesCS4D02G238600	−0.3323801	0.7931235	8.1020348	6.324E-16	+	765	protein_coding	hemoglobin 1 [*Triticum aestivum*]
TraesCS7B02G105300	4.214515	0.0523772	8.7327373	2.277E-81	+	777	protein_coding	pathogenesis-related protein 1–17 [*Triticum aestivum*]
TraesCS4B02G237300	−2.1334831	0.5180465	9.6167847	1.334E-06	+	774	protein_coding	Non-symbiotic hemoglobin [*Triticum urartu*]
TraesCS1D02G266000	1.5552708	0.4394289	7.0341381	4.737E-09	+	744	protein_coding	uncharacterized protein LOC109755131 [*Aegilops tauschii* subsp. tauschii]
TraesCS2D02G431500	−0.4780261	0.8477712	8.2992476	1.236E-07	+	1281	protein_coding	unnamed protein product [*Triticum aestivum*]
TraesCS5D02G507800	−2.7621685	0.031361	7.8176373	9.738E-10	–	853	protein_coding	cell number regulator 10-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7B02G253600	−1.2392657	0.6291003	11.204843	6.619E-07	–	1735	protein_coding	probable gamma-aminobutyrate transaminase 4 [*Oryza sativa* Japonica Group]
TraesCS4D02G200700	−0.7818844	0.4933324	8.4153668	5.429E-08	+	1104	protein_coding	protein IN2–1-like isoform X2 [*Aegilops tauschii* subsp. tauschii]
TraesCS5B02G128100	−3.6421817	7.23E-23	−8.3302015	1.231E-10	+	1527	protein_coding	cytochrome P450 94C1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS3B02G328700	−3.0000069	0.0006569	7.479858	3.09E-08	–	1640	protein_coding	unnamed protein product [*Triticum aestivum*]
TraesCS7B02G107700	−1.5379386	8.541E-05	−7.0838361	2.372E-12	+	817	protein_coding	protein TIFY 11e-like [*Aegilops tauschii* subsp. tauschii]
TraesCS4A02G061700	−3.6104814	0.2473155	11.105673	4.846E-08	+	824	protein_coding	hemoglobin 1 [*Triticum aestivum*]
TraesCS7B02G107800	−1.5677406	0.0290698	−7.3593804	4.586E-09	+	690	protein_coding	Protein TIFY 3A [*Triticum urartu*]
TraesCS1A02G303100	1.394171	0.729974	8.9475077	7.043E-07	+	2234	protein_coding	cytochrome P450 714D1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1B02G389700	−2.2210215	0.0537236	−7.7456662	1.147E-06	+	1007	protein_coding	ethylene responsive transcription factor 6 [*Triticum turgidum* subsp. durum]
TraesCS7B02G245000	1.0239382	0.7514332	7.4810508	6.323E-13	–	192	protein_coding	hypothetical protein TRIUR3_01539 [*Triticum urartu*]
TraesCS4B02G199700	−3.2189175	4.882E-05	9.3039195	5.731E-65	+	1047	protein_coding	protein IN2–1-like isoform X2 [*Aegilops tauschii* subsp. tauschii]
TraesCS1A02G370600	−2.4884592	0.0195036	−8.2137194	4.94E-07	+	1257	protein_coding	AP2 domain containing protein [*Zea mays*]
TraesCS7B02G108000	−1.3915841	0.0008718	−7.4844356	9.126E-10	+	675	protein_coding	predicted protein [*Hordeum vulgare* subsp. vulgare]
TraesCS4A02G104300	−2.6154062	0.0023405	8.5615901	3.856E-23	–	1226	protein_coding	Protein IN2–1 [*Triticum urartu*]
novel.3130	0.8170057	0.3808812	7.9498956	4.758E-24	–	7163	–	OSJNBb0034I13.10 [*Oryza sativa* Japonica Group]
TraesCS1A02G186400	−2.2807992	0.0120042	8.3724605	4.069E-22	+	1025	protein_coding	putative glutathione S-transferase GSTU6 [*Triticum urartu*]
TraesCS3A02G212300	−2.3643168	0.5576773	8.4079095	2.968E-09	+	1982	protein_coding	PREDICTED: aldehyde dehydrogenase family 2 member C4-like [Oryza brachyantha]
TraesCS3D02G049700	−3.8165125	0.2879584	8.371108	2.336E-09	+	1998	protein_coding	LEAF RUST 10 DISEASE-RESISTANCE LOCUS RECEPTOR-LIKE PROTEIN KINASE-like 2.4 [*Aegilops tauschii* subsp. tauschii]
TraesCS6A02G297500	−2.3842856	0.3196855	7.3373451	3.262E-10	–	884	protein_coding	blue copper protein-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7B02G108300	−2.6183375	4.549E-15	−7.041706	6.78E-17	+	821	protein_coding	protein TIFY 11e-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7B02G150000	−0.7197533	0.24143	−7.2565587	4.506E-07	+	1309	protein_coding	RING-H2 finger protein ATL16-like [*Aegilops tauschii* subsp. tauschii]
TraesCS5B02G148300	−0.0055847	0.9980956	10.150592	4.15E-18	+	1664	protein_coding	UDP-glycosyltransferase [*Triticum aestivum*]
TraesCS5A02G149600	0.4517151	0.9109179	10.87046	3.259E-15	+	2318	protein_coding	UDP-glycosyltransferase 74E2-like [*Aegilops tauschii* subsp. tauschii]
TraesCS6D02G302300	−0.87443	0.285645	8.0376595	5.41E-55	–	1508	protein_coding	RecName: Full = Putative 12-oxophytodienoate reductase 11; AltName: Full = OPDA-reductase 11; Short = OsOPR11
TraesCS2B02G454500	1.9783823	0.6205002	10.786639	4.309E-13	+	1499	protein_coding	putative xyloglucan endotransglucosylase/hydrolase protein 13 [*Aegilops tauschii* subsp. tauschii]
TraesCS7D02G204700	−2.8301953	0.0003421	−7.1062002	8.97E-09	+	742	protein_coding	protein TIFY 11e-like [*Aegilops tauschii* subsp. tauschii]
TraesCS5D02G360600	2.3930151	0.5470208	10.597521	1.688E-11	–	1005	protein_coding	11S globulin seed storage protein 2-like [*Aegilops tauschii* subsp. tauschii]
TraesCS6A02G181000	1.0236555	0.5799038	9.2447277	4.658E-12	+	1652	protein_coding	Premnaspirodiene oxygenase [*Triticum urartu*]
TraesCS5A02G017900	−1.3019367	0.5125593	7.101288	0.000169	–	942	protein_coding	thaumatin-like protein [*Triticum aestivum*]
novel.9925	−3.4360585	0.095649	8.1593202	8.451E-11	–	1002	–	12-oxophytodienoic acid reductase 2 [*Hordeum vulgare* subsp. vulgare]
TraesCS4B02G086100	−0.7953882	0.6826519	9.1847692	5.271E-07	+	1355	protein_coding	2-alkenal reductase (NADP(+)-dependent)-like [*Aegilops tauschii* subsp. tauschii]
TraesCS3D02G514300	−0.4473872	0.9126941	12.413653	8.099E-17	–	1447	protein_coding	3-oxo-Delta(4,5)-steroid 5-beta-reductase-like [*Aegilops tauschii* subsp. tauschii]
novel.5891	1.9985882	0.6168275	8.7138732	1.386E-20	–	2166	–	glutathione transferase [*Triticum aestivum*]
novel.12621	−1.8906479	0.0266958	−7.0792994	2.871E-07	–	4559	–	alpha-terpineol synthase, chloroplastic-like [*Aegilops tauschii* subsp. tauschii]
TraesCS3D02G104400	−1.9016134	0.0823456	7.6956478	2.662E-15	–	1160	protein_coding	probable NADPH:quinone oxidoreductase 1 [*Aegilops tauschii* subsp. tauschii]
TraesCS1A02G370400	−2.5463721	0.0673874	−8.22026	0.0019948	+	1341	protein_coding	ethylene-responsive transcription factor ERF109-like [*Aegilops tauschii* subsp. tauschii]
TraesCS3D02G514400	−2.6997891	0.0006367	7.245715	4.114E-07	+	1420	protein_coding	3-oxo-Delta(4,5)-steroid 5-beta-reductase-like [*Aegilops tauschii* subsp. tauschii]
TraesCS5A02G238400	−1.6455602	0.3716241	−7.373527	0.0162525	+	1179	protein_coding	ethylene-responsive transcription factor ERF109-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1D02G190200	−0.6747421	0.5327128	8.46699	6.26E-43	–	997	protein_coding	glutathione S-transferase U17-like [*Aegilops tauschii* subsp. tauschii]
TraesCS3D02G483000	3.4059669	0.2493825	9.0171295	1.424E-15	–	1273	protein_coding	glutathione S-transferase U8-like [*Aegilops tauschii* subsp. tauschii]
TraesCS6D02G127700	−3.9439956	0.0009776	9.6526212	7.343E-23	–	1102	protein_coding	glutathione S-transferase 1 [*Aegilops tauschii*]
TraesCS2D02G030500	−6.3413476	0.0109846	−7.0637497	0.0708707	–	1399	protein_coding	unnamed protein product [*Triticum aestivum*]
TraesCS7D02G466900	1.9783823	0.6205002	8.8562647	6.602E-23	+	1465	protein_coding	ureide permease 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS6D02G127800	0.2498907	0.9138951	7.9662513	3.474E-05	–	1017	protein_coding	glutathione-S-transferase 2 [*Aegilops tauschii*]
TraesCS7B02G264200	−4.3495971	0.1855559	7.6096234	7.696E-15	–	2736	protein_coding	beta-galactosidase precursor [*Zea mays*]
TraesCS3B02G290200	−4.2850591	0.1092021	12.755727	8.125E-16	–	1737	protein_coding	unnamed protein product [*Triticum aestivum*]
TraesCS7B02G290200	0.43239	0.9147506	9.0797725	1.443E-15	–	707	protein_coding	60S acidic ribosomal protein P2A-like [*Aegilops tauschii* subsp. tauschii]
TraesCS6A02G260900	−0.3766796	0.9072237	8.6940862	3.771E-08	–	1495	protein_coding	Anthranilate N-benzoyltransferase protein 1 [*Triticum urartu*]
TraesCS1D02G073000	−0.4473872	0.9126941	8.5796305	1.73E-10	+	1748	protein_coding	nicotianamine aminotransferase A-like [*Aegilops tauschii* subsp. tauschii]
TraesCS2D02G442700	−4.9781944	0.0002759	8.2422757	0.0005716	–	2160	protein_coding	protein NRT1/ PTR FAMILY 8.3-like [*Aegilops tauschii* subsp. tauschii]
TraesCS3B02G220700	2.0384366	0.461114	7.873967	1.185E-09	–	864	protein_coding	eukaryotic translation initiation factor 6–2 [Arachis duranensis]
TraesCS7B02G400500	−5.2197164	0.005458	12.06558	3.747E-14	–	1716	protein_coding	protein DETOXIFICATION 16-like isoform X2 [*Aegilops tauschii* subsp. tauschii]
TraesCS6B02G011500	−3.1745648	0.1952765	9.1026764	9.984E-14	–	905	protein_coding	thiosulfate sulfurtransferase 16, chloroplastic-like [*Aegilops tauschii* subsp. tauschii]
TraesCS6B02G052200	−4.4009609	0.1650036	10.092898	1.495E-07	+	1781	protein_coding	indole-2-monooxygenase-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7D02G466800	2.4009292	0.527902	8.7596636	2.897E-30	–	1619	protein_coding	ureide permease 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS6A02G139100	0.1600182	0.9478011	7.9627226	7.446E-05	–	1083	protein_coding	glutathione-S-transferase 2 [*Aegilops tauschii*]
TraesCS2D02G582000	−4.9309655	0.0858604	10.780386	5.116E-06	–	1650	protein_coding	tryptamine benzoyltransferase 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS6A02G331300	−1.088292	0.6040891	8.4161256	1.231E-10	+	1765	protein_coding	7-deoxyloganetin glucosyltransferase-like [*Aegilops tauschii* subsp. tauschii]
TraesCS2D02G072600	2.0047293	0.3191813	7.043509	2.799E-25	+	1807	protein_coding	UDP-glycosyltransferase 74F2-like [*Aegilops tauschii* subsp. tauschii]
TraesCS3A02G260100	−2.7183185	0.0996397	7.6304841	5.634E-06	–	1256	protein_coding	endochitinase [*Triticum aestivum*]
TraesCS2A02G534600	2.71469	0.4930462	8.5851595	1.544E-06	+	1837	protein_coding	isoflavone 2′-hydroxylase-like [*Aegilops tauschii* subsp. tauschii]
novel.9926	−2.2967107	0.0958291	7.1765368	4.322E-06	–	384	–	putative 12-oxophytodienoate reductase 11 [*Aegilops tauschii* subsp. tauschii]
TraesCS7B02G131600	−3.721248	2.984E-40	−8.8556802	2.034E-12	+	243	protein_coding	MYB-related protein [*Aegilops speltoides*]
TraesCS6B02G167600	−3.6208092	0.2525152	11.2974	1.648E-09	–	917	protein_coding	probable glutathione S-transferase GSTU6 [*Aegilops tauschii* subsp. tauschii]
TraesCS4B02G188800	−5.1887629	0.0069538	7.8397786	8.053E-08	–	1208	protein_coding	sex determination protein tasselseed-2-like [*Aegilops tauschii* subsp. tauschii]
TraesCS3B02G536100	−1.4279693	0.4922008	8.7614661	2.1E-08	–	972	protein_coding	glutathione S-transferase U8-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7D02G328700	−4.1326269	0.0839718	7.835076	2.291E-07	+	878	protein_coding	uncharacterized protein LOC109748612 [*Aegilops tauschii* subsp. tauschii]
TraesCS4A02G454800	−4.7428261	0.0515433	11.301311	4.134E-19	+	1060	protein_coding	probable glutathione S-transferase GSTU6 [*Aegilops tauschii* subsp. tauschii]
novel.12163	1.935393	0.4021517	7.5227918	4.243E-09	+	2047	–	hypothetical protein TRIUR3_06504 [*Triticum urartu*]
TraesCS1D02G338500	−1.4019942	0.7201248	9.2965547	1.6E-08	+	933	protein_coding	28 kDa heat- and acid-stable phosphoprotein-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1A02G435100	1.0156952	0.6669168	7.1021758	7.996E-07	+	792	protein_coding	Calmodulin-like protein 5 [*Triticum urartu*]
TraesCS5D02G312100	0.1393233	0.9422517	8.1572609	5.841E-14	+	1645	protein_coding	UDP-glycosyltransferase 74E1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7B02G105100	−0.9610666	0.7773397	8.4600953	2.534E-14	+	866	protein_coding	pathogenesis-related protein 1–18 [*Triticum aestivum*]
TraesCS5B02G267800	0.0477745	0.9877232	8.421405	1.832E-08	+	1557	protein_coding	protein PIN-LIKES 3-like [*Aegilops tauschii* subsp. tauschii]
novel.13733	−1.0982927	0.4496533	7.4881966	1.21E-11	–	525	–	–
TraesCS2B02G187200	−2.2373153	0.5800992	7.6214849	4.772E-07	–	1382	protein_coding	probable trehalose-phosphate phosphatase 3 [*Aegilops tauschii* subsp. tauschii]
TraesCS7D02G168600	−0.7021325	0.6529766	7.4453677	5.308E-20	–	882	protein_coding	cyclic phosphodiesterase-like [*Aegilops tauschii* subsp. tauschii]
TraesCS6D02G332900	2.7462839	0.4879009	7.402371	1.27E-06	+	1100	protein_coding	dehydrin DHN4-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7A02G479700	−0.4720268	0.8973618	8.5341964	2.223E-14	+	1623	protein_coding	ureide permease 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7D02G410000	−3.5602826	0.1359825	9.2735067	1.496E-12	–	483	protein_coding	uncharacterized protein LOC109747823 [*Aegilops tauschii* subsp. tauschii]
TraesCS1D02G256500	−0.8709822	0.7113897	8.089545	3.646E-16	–	1734	protein_coding	AAA-ATPase ASD, mitochondrial-like [*Aegilops tauschii* subsp. tauschii]
novel.1311	−0.3811944	0.8752142	7.8617085	4.704E-11	–	1082	–	–
TraesCS4A02G229900	−2.8641966	0.1793838	9.4469266	1.73E-17	–	1056	protein_coding	2-alkenal reductase (NADP(+)-dependent)-like [*Aegilops tauschii* subsp. tauschii]
TraesCS6D02G379100	−0.4473872	0.9126941	9.285282	5.708E-09	+	892	protein_coding	cytokinesis protein sepA-like [*Aegilops tauschii* subsp. tauschii]
TraesCS4D02G031900	−2.2373153	0.5800992	11.17321	2.562E-13	+	675	protein_coding	oxalate oxidase GF-2.8-like [*Aegilops tauschii* subsp. tauschii]
TraesCS5B02G444500	1.3215179	0.0061584	−7.8212775	1.254E-28	–	1385	protein_coding	tryptophan synthase alpha chain-like isoform X2 [*Aegilops tauschii* subsp. tauschii]
TraesCS4D02G032100	1.9851433	0.6192703	8.6283703	9.134E-12	+	552	protein_coding	oxalate oxidase 2-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7A02G353400	−2.2761827	0.5731962	7.0126884	0.0729095	–	1229	protein_coding	predicted protein [*Hordeum vulgare* subsp. vulgare]
TraesCS7A02G132900	−0.5648719	0.3073534	−7.6105157	9.669E-09	–	1156	protein_coding	uncharacterized protein LOC109766650 [*Aegilops tauschii* subsp. tauschii]
TraesCS3D02G429900	−4.9767719	0.0135991	9.7845788	1.926E-08	+	1033	protein_coding	predicted protein [*Hordeum vulgare* subsp. vulgare]
TraesCS4A02G181900	−2.2373153	0.5800992	10.354153	4.923E-16	+	657	protein_coding	oxalate oxidase 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS3B02G150500	−2.2761827	0.5731962	10.036526	2.24E-05	+	1251	protein_coding	unnamed protein product [*Triticum aestivum*]
TraesCS2D02G500300	−3.5536974	0.351769	7.1052719	2.051E-05	–	1421	protein_coding	anthocyanidin reductase ((2S)-flavan-3-ol-forming)-like isoform X1 [*Aegilops tauschii* subsp. tauschii]
TraesCS5B02G014700	−3.0629216	0.0017365	−7.050839	2.163E-06	+	1879	protein_coding	zingiberene synthase-like [*Aegilops tauschii* subsp. tauschii]
novel.2216	−4.8156021	0.1002409	7.7308538	2.932E-08	–	1586	–	uncharacterized protein LOC109734236 [*Aegilops tauschii* subsp. tauschii]
TraesCS2A02G203200	2.71469	0.4930462	7.3240261	0.0002701	–	2124	protein_coding	internal alternative NAD(P)H-ubiquinone oxidoreductase A1, mitochondrial-like [*Aegilops tauschii* subsp. tauschii]
TraesCS4B02G225200	−4.2311915	0.1972684	8.2760113	6.72E-09	–	1362	protein_coding	glutathione-S-transferase Cla47 [*Triticum aestivum*]
TraesCS2A02G345500	0.3526547	0.8896238	7.3070073	3.626E-08	–	1906	protein_coding	predicted protein [*Hordeum vulgare* subsp. vulgare]
TraesCS5A02G016700	−2.7946233	0.0206792	−8.1103256	0.0001979	+	951	protein_coding	zingiberene synthase-like [*Aegilops tauschii* subsp. tauschii]
TraesCS3A02G508600	2.7212556	0.4405509	7.2184615	4.862E-18	+	1692	protein_coding	3-oxo-Delta(4,5)-steroid 5-beta-reductase-like [*Aegilops tauschii* subsp. tauschii]
TraesCS2A02G318800	−4.7810317	0.0251074	7.0633853	0.070853	+	1012	protein_coding	hypothetical protein TRIUR3_18331 [*Triticum urartu*]
TraesCS3D02G478200	−4.6901928	0.1176666	8.467173	0.0015332	+	1253	protein_coding	predicted protein [*Hordeum vulgare* subsp. vulgare]
TraesCS4B02G133900	−2.9339392	0.4294896	9.1794596	1.633E-11	+	1007	protein_coding	uncharacterized protein LOC109779747 [*Aegilops tauschii* subsp. tauschii]
TraesCS7B02G257300	1.5900346	0.0047867	−7.9804242	2.369E-10	+	1653	protein_coding	acyl transferase 10-like [*Aegilops tauschii* subsp. tauschii]
TraesCS5D02G403700	−8.7207991	1.321E-06	7.2045543	0.0008243	+	1786	protein_coding	UDP-glycosyltransferase 83A1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS6A02G305000	−3.6678672	0.2339607	10.061734	2.816E-06	+	1737	protein_coding	putative laccase-9 [*Aegilops tauschii* subsp. tauschii]
TraesCS5B02G491800	−3.6368507	0.3312656	7.8327116	6.219E-09	+	866	protein_coding	actin-depolymerizing factor 3-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1B02G470900	−1.2757024	0.7506262	8.1538058	9.302E-10	+	838	protein_coding	calmodulin-like protein 7 [*Aegilops tauschii* subsp. tauschii]
novel.9932	−3.6262911	0.1751248	7.1851142	1.005E-06	–	524	–	–
TraesCS3B02G529400	− 2.2731666	0.4975801	8.1088126	0.0007766	–	1250	protein_coding	glucan endo-1,3-beta-glucosidase GII-like [*Aegilops tauschii* subsp. tauschii]
TraesCS2D02G483300	1.9985882	0.6168275	7.1119124	1.303E-11	+	1891	protein_coding	organic cation/carnitine transporter 4-like [*Aegilops tauschii* subsp. tauschii]
TraesCS5A02G016600	−2.9159243	0.006354	−7.3438681	4.262E-06	+	1374	protein_coding	(E)-beta-farnesene synthase [*Triticum urartu*]
TraesCS1D02G338000	0.019253	0.9768362	−9.1546773	1.11E-06	–	1323	protein_coding	acetylserotonin O-methyltransferase 1-like isoform X1 [*Aegilops tauschii* subsp. tauschii]
TraesCS4A02G279300	1.4134962	0.7262676	7.4179894	8.542E-11	+	657	protein_coding	oxalate oxidase 1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS5B02G337000	−3.5536974	0.351769	7.0909643	3.366E-06	+	1326	protein_coding	putrescine hydroxycinnamoyltransferase-like [*Aegilops tauschii* subsp. tauschii]
novel.12863	3.5517969	0.0975663	−7.8431141	2.666E-05	+	3595	–	uncharacterized protein LOC109734495 [*Aegilops tauschii* subsp. tauschii]
TraesCS1D02G415300	−2.7955134	7.908E-16	−7.0148282	3.915E-07	+	925	protein_coding	uncharacterized protein LOC109761946 [*Aegilops tauschii* subsp. tauschii]
TraesCS3A02G488200	−1.9883298	0.5725568	8.4907608	1.019E-06	–	915	protein_coding	glutathione S-transferase U8-like [*Aegilops tauschii* subsp. tauschii]
TraesCS3B02G529300	−3.4407584	0.2129746	7.4717551	0.0007694	–	1008	protein_coding	glucan endo-1,3-beta-glucosidase GII-like [*Aegilops tauschii* subsp. tauschii]
TraesCS3B02G015800	−2.0138033	0.0021161	−7.6639588	6.058E-07	+	528	protein_coding	unnamed protein product [*Triticum aestivum*]
TraesCS6D02G310700	−1.3927409	0.6634596	7.2448711	6.325E-05	+	1331	protein_coding	flavonol synthase/flavanone 3-hydroxylase-like [*Aegilops tauschii* subsp. tauschii]
TraesCS1A02G435200	−3.2324464	0.4162502	7.8853925	6.338E-08	+	727	protein_coding	calmodulin-like protein 3 [*Aegilops tauschii* subsp. tauschii]
novel.2568	−2.6996636	0.3162526	8.1539415	2.66E-09	+	497	–	–
TraesCS2B02G396000	−0.6556561	0.6785371	−7.4198467	0.057726	+	1462	protein_coding	GA2ox-A6 [*Triticum aestivum*]
TraesCS2D02G316300	−3.2324464	0.4162502	7.3693968	1.063E-06	+	913	protein_coding	unnamed protein product [*Triticum aestivum*]
TraesCS5B02G398800	−5.783603	0.0011091	9.0603748	1.614E-11	+	1670	protein_coding	UDP-glycosyltransferase 83A1-like [*Aegilops tauschii* subsp. tauschii]
TraesCS6D02G165300	−2.8191138	0.4808383	7.2748317	5.452E-07	+	147	protein_coding	hypothetical protein TRIUR3_24014 [*Triticum urartu*]
TraesCS3D02G496600	−4.4309627	0.0880171	7.3117017	1.307E-06	–	866	protein_coding	probable NADPH:quinone oxidoreductase 1 [*Aegilops tauschii* subsp. tauschii]
TraesCS1D02G190500	−3.3683273	0.3961937	8.0287573	3.073E-08	+	962	protein_coding	probable glutathione S-transferase GSTU6 [*Aegilops tauschii* subsp. tauschii]
TraesCS4B02G178300	−2.3142899	0.566463	7.0408433	2.203E-07	–	1870	protein_coding	uncharacterized protein LOC109762516 [*Aegilops tauschii* subsp. tauschii]
TraesCS6B02G074100	−3.5113134	0.0913707	7.3442365	3.653E-08	+	1614	protein_coding	cytochrome P450 76 M5-like [*Aegilops tauschii* subsp. tauschii]
TraesCS6D02G244600	−2.8468712	0.453278	7.3616271	5.384E-06	–	1777	protein_coding	7-deoxyloganetic acid glucosyltransferase-like [*Aegilops tauschii* subsp. tauschii]
TraesCS7D02G418200	−3.2324464	0.4162502	7.1218338	4.271E-06	–	2810	nontranslating_CDS	wall-associated receptor kinase 1-like [*Aegilops tauschii* subsp. tauschii]

DEGs related to the biological process (BP) category were the most informative in the context of the salt stress response, and we paid much attention to the DEGs expressed in this category when performing GO annotation. 

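Table S5 lists for TMG against TG 25 genes of the cellular polysaccharide metabolic process as Up and 132 as Down, 22 and 108 of the carbohydrate biosynthetic process, and 25 and 106 of the glucan metabolic process. Response to biotic stimulus has 61 Up and 45 Down, with an adjusted p of 0.0493 in the paper's enrichment test. Each of the 42 genes shown for each term was called by edgeR between TMG and TG in the paper's direction. The 3 carbohydrate terms thus hold mostly genes that fell with 3-MA in the paper's lists.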

The most represented BP subcategories in the roots of wheat seedlings were cellular polysaccharide metabolic process (GO:0044264), carbohydrate biosynthetic process (GO:0016051), glucan metabolic process (GO:0044042), response to biotic stimulus (GO:0009607), ect. (Fig. 5A, Supplementary Table S5). The most represented BP subcategories in the leaves of wheat seedlings were photosynthesis (GO:0015979), drug catabolic process (GO:0042737), cellular amino acid biosynthetic process (GO:0008652), response to external stimulus (GO:0009605), ect. 

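For photosynthesis in TMY against TY, Table S6 lists 9 genes as Up and 186 as Down, and edgeR called 8 of the 9 and all 21 of the Down genes shown. By description, 80 chlorophyll a-b binding and photosystem genes were tested in leaves between TMY and TY, of which edgeR called 0 higher and 46 lower (0 and 51 by DESeq2, and 0 and 58 at an unadjusted p under 0.05). The drug catabolic process has 87 Up and 59 Down in the paper, the cellular amino acid biosynthetic process 83 and 49, and response to external stimulus 59 and 79. All genes shown for these 3 terms were called in the paper's direction, apart from 1 Up gene of response to external stimulus.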

(Fig. 5B, Supplementary Table S6). The DEGs were also subjected to KEGG pathway enrichment analysis. The DEGs in the roots were mainly enriched in ‘Starch and sucrose metabolism’ (144, 4.1%), ‘Glutathione metabolism’ (139, 4%), MAPK signaling pathway-plant (133, 3.8%), ect. 

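In the paper's Table S7 for TMG against TG, 41 genes of starch and sucrose metabolism were Up and 103 Down, 95 genes of glutathione metabolism were Up and 44 Down, and 57 genes of the MAPK signaling pathway were Up and 76 Down. edgeR called every gene shown in that direction except 1 Down gene of glutathione metabolism. Of 203 tested genes with a glutathione S-transferase domain or description, 68 were called higher and 21 lower with 3-MA in roots.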

(Fig. 6A, Supplementary Table S7). The DEGs in the leaves were mainly enriched in ‘Glutathione metabolism’ (163, 5.3%), ‘MAPK signaling pathway - plant’ (153, 5%) and ‘Glycolysis/Gluconeogenesis’ (126, 4.1%) (Fig. 6B, Supplementary Table S8). These results suggest that the significant difference in salt tolerance between with and without 3-MA addition could emanate from the difference in the number of genes enriched in each of those shared GO terms, which suggests a potential role of 3-MA in aggravating salt stress.

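In the paper's Table S8 for TMY against TY, glutathione metabolism had 135 Up and 28 Down genes, the MAPK signaling pathway 81 and 72, and glycolysis/gluconeogenesis 59 and 67. All genes shown were called in the same direction, apart from 1 Up gene of glycolysis/gluconeogenesis. In leaves, 130 genes with a glutathione S-transferase domain or description were tested between TMY and TY, and 73 were called higher and 4 lower.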

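Adding 3-MA under NaCl changed 14879 of 73651 tested genes in roots (20.2%) and 11923 of 64867 in leaves (18.4%) in the edgeR fits. At an unadjusted p under 0.05 the numbers were 25488 and 21558. In roots 6013 were higher and 8866 lower, and in leaves 5472 were higher and 6451 lower. In roots the change varied with gene length. Its median log2 was -0.10 in the shortest genes (up to 1125 bases) and 0.07 in the longest (2339 bases or more). With a trend on gene length removed from each library, an alternative chosen after seeing the data, 8193 were higher and 7973 lower in roots. That fit also moved the median log2 fold change of all genes from -0.01 to 0.06. It therefore cannot tell gene length from a shift of the whole scale. Without it, root calls with a log2 fold change of at least 1 were 2398 higher and 5307 lower, so the excess also held among larger changes. In leaves library size alone as the scaling raised the share of higher genes from 45.9% to 62.4%, with a median shift of 0.15. The numbers moved most when single libraries were left out. In roots they were 7430, 7839 and 8442 without TMG replicates 1, 2 and 3 and 9841 without TG replicate 2, and in leaves 5174 and 6647 without TMY replicates 1 and 3 and 5977, 6918 and 7037 without TY replicates 1, 2 and 3.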

**Fig. 5:**
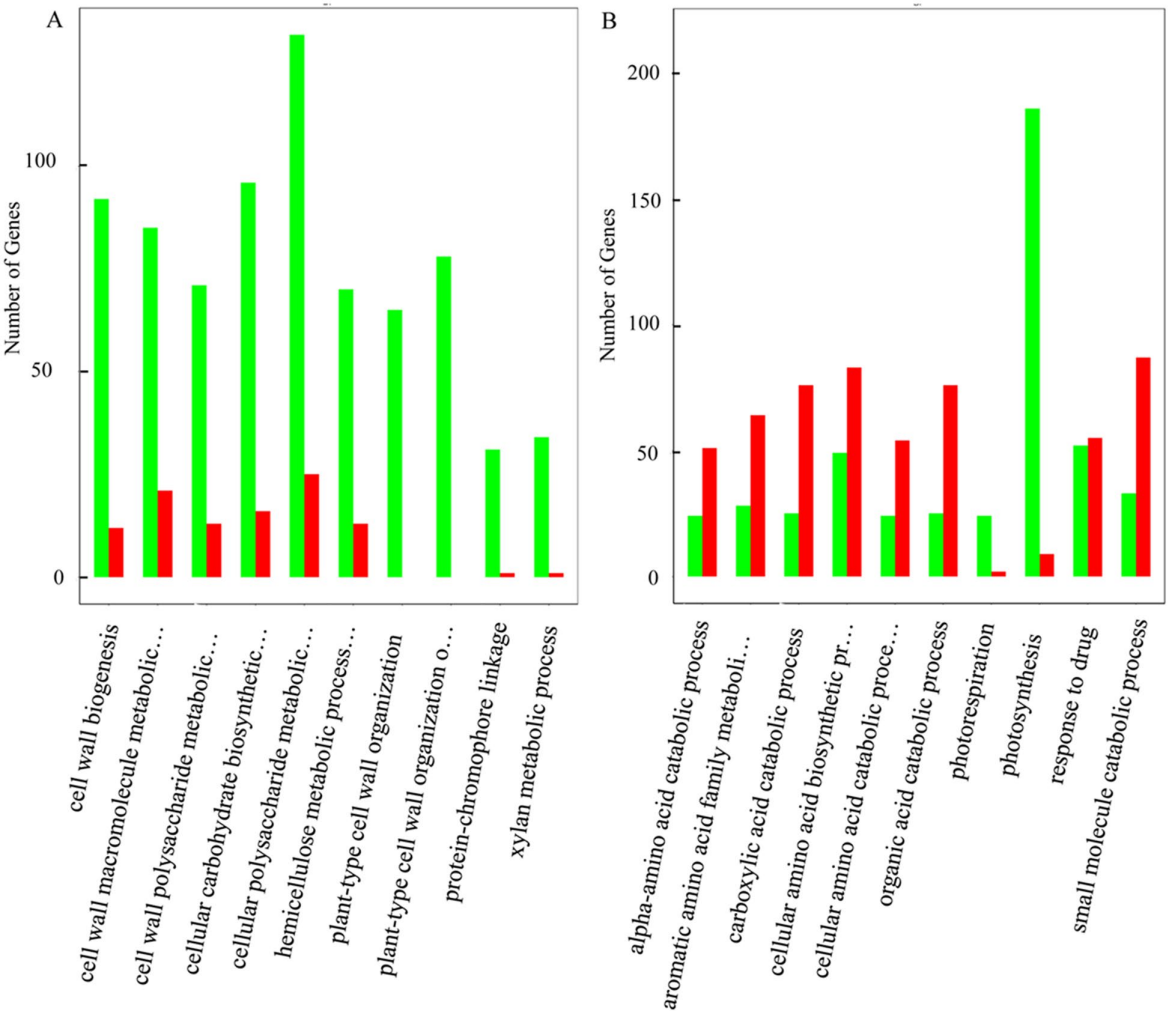
GO enrichment of differentially expressed genes (DEGs) based on biological process, for the comparison of NaCl treatment versus 3-MA + NaCl treatment. **A** was GO enrichment of DEGs in wheat roots (TMG vs TG), and **B** was GO enrichment of DEGs in wheat leaves (TMY vs TY)

**Fig. 6:**
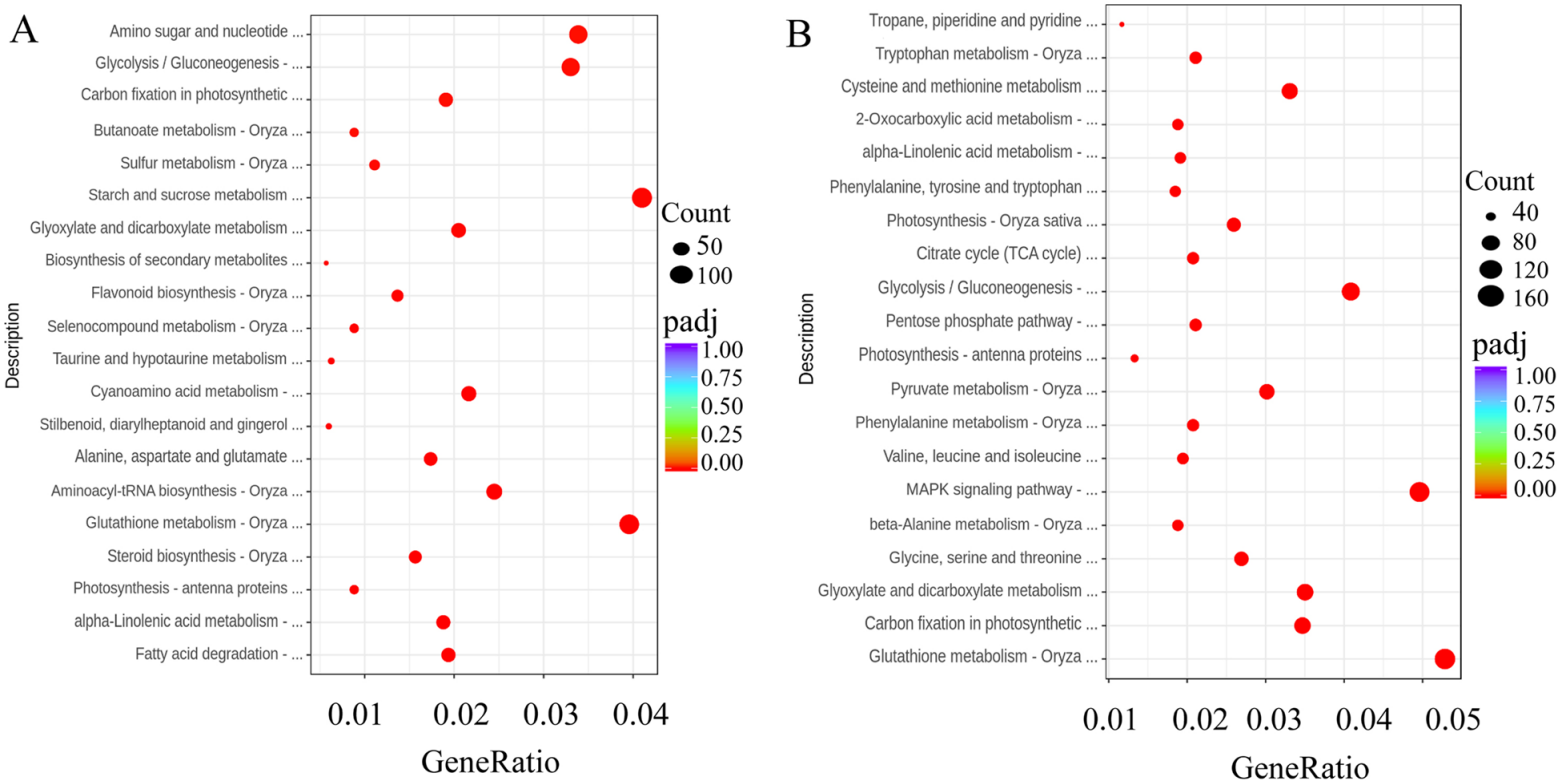
The effect if 3-MA on differentially expressed genes (DEGs) with Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment (top 20) in roots (**A**) and leaves (**B**) of wheat seedlings in response to salt stress

To comprehensively understand the effect of exogenous 3-MA on wheat transcriptomes under salt stress, the DEGs that showed significant expression divergence between the control and NaCl-treated samples were identified, and the expression levels of these DEGs among the control, NaCl- and NaCl+ 3-MA-treated samples were compared. The results suggested that the addition of 3-MA altered the transcription level of DEGs in roots and leaves of wheat seedlings underwent salt stress. 

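Of the genes called between TMG and TG in roots, 7108 were also called between TG and CG and 7771 were not. In leaves, 3564 of the genes called between TMY and TY were also called between TY and CY and 8359 were not. The genes called in both numbered 3823 without TG replicate 2 and 3988, 4217 and 4540 without TMG replicates 1, 2 and 3 in roots, and 1317, 1687 and 1432 without TY replicates 1, 2 and 3 and 1705 and 2216 without TMY replicates 1 and 3 in leaves. The genes that rose most with 3-MA among abundant described root genes were a new gene with ubiquitin and ribosomal L40e domains on chromosome 2D from 565585305 to 565587181, from 2.00 ± 2.06 to 53.0 ± 11.2 CPM (SD, n = 3, log2 fold change 4.73, standard error 0.63, edgeR adjusted p = 0.00216), a glutamine synthetase gene (TraesCS4B02G047400, 4.26, edgeR adjusted p = 0.0017) and a dehydrin gene (TraesCS5D02G379300, 3.91, edgeR adjusted p = 0.00357). A protease inhibitor-like gene (TraesCS2A02G411600) fell, with a log2 fold change of -7.43 (edgeR adjusted p = 0.00383). In leaves the largest rises were in genes without a count in any TY library. They were at least 1199-fold for a glycosyltransferase gene (TraesCS3B02G290200), at least 743-fold for a DETOXIFICATION protein gene (TraesCS7B02G400500) and at least 469.9-fold for another (TraesCS7D02G484500). In each of these genes the 3-MA + NaCl libraries did not overlap the NaCl libraries, and each stayed called with every library left out in turn.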

Compared to the controls, the expression of the upregulated DEGs was higher and the expression of the downregulated DEGs was lower in 3-MA-treated plants under NaCl stress conditions (Supplementary Tables S9 and S10).

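Among the 7108 root genes called both with NaCl and with 3-MA, 4017 (56.5%) moved further from the control with 3-MA. The share differed by direction, at 1827 of the 4286 genes that NaCl raised (42.6%) and 2190 of the 2822 that it lowered (77.6%). In leaves 2250 of 3564 genes (63.1%) moved further, 450 of 1146 raised genes (39.3%) and 1800 of 2418 lowered genes (74.4%). Without CY replicate 2 the share of raised leaf genes was 52.8%. The NaCl libraries enter both comparisons with opposite sign, which pushes changes back toward the control by chance. In 10 simulated sets of 3-MA libraries drawn with no 3-MA effect, 40.9% to 42.4% of all NaCl-called genes moved further in roots and 37.3% to 38.4% in leaves, and at most 2 genes were called in both comparisons. Over all NaCl-called genes with a 3-MA value, the observed shares were 48.1% of raised and 64.4% of lowered genes in roots, against simulated ranges of 40.1% to 42.1% and 41.7% to 42.9%. In leaves they were 38.0% and 62.3%, against 34.9% to 36.6% and 39.5% to 40.7%. Each gene was drawn on its own in these sets, so the ranges leave out deviations that many genes of a library share. A share just above its range is therefore no evidence of a 3-MA effect. Taking the NaCl call and the 3-MA change from different NaCl libraries gave shares of 54.1% to 63.8% in roots (raised genes 48.3% to 55.3%) and 52.9% to 61.1% in leaves (raised genes 39.6% to 48.4%). With the gene-length trend removed, the share of raised genes was 51.7% in roots and 39.4% in leaves. From the comparison of the 3 groups, the paper proposes that 3-MA altered the transcript levels of NaCl-responsive genes, and it states that raised genes were raised and lowered genes lowered more.

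**Figure D2:**
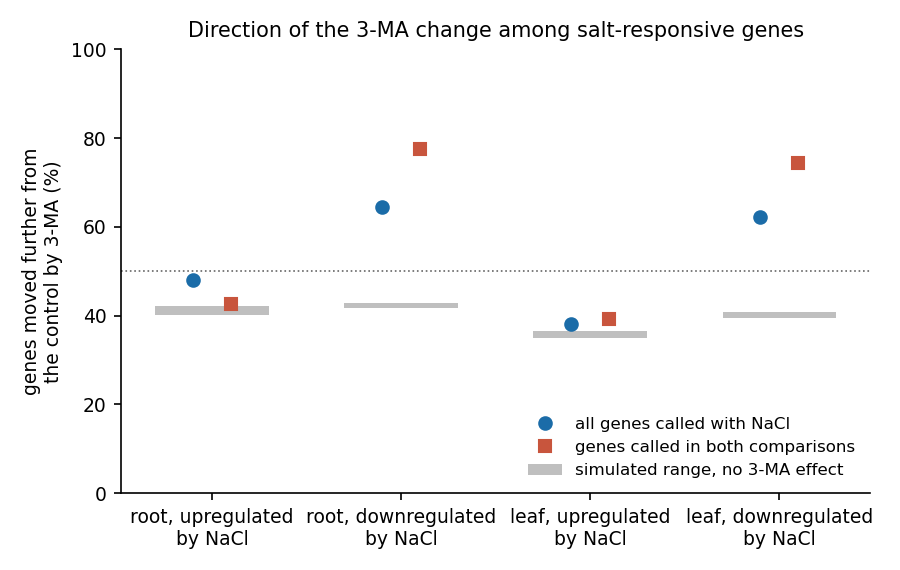
Percentage of genes that 3-MA moved further from the control, for genes that NaCl raised or lowered in roots and leaves. Blue circles are all genes called with NaCl, red squares are genes called in both comparisons, grey bars are the simulated ranges for all NaCl-called genes without a 3-MA effect, and the dotted line marks 50%. The simulation drew each gene on its own, so the bars leave out deviations shared by many genes of a library.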

### Metabolic profiling of wheat roots and leaves at the seedling stage in response to NaCl stress

In the present study, 1394 metabolites were detected in roots and leaves of wheat seedlings. These metabolites included various primary and secondary metabolites, such as amino acids, lipids, organic acids, polyols and sugars, alkaloids, amines, flavonoids, terpenoids etc. Compared with the control (CG or CY), 297 and 247 differentially expressed metabolites (DEMs) were found in roots and leaves induced by salt stress.

Then PCA was performed to detect whether there were differences between the metabolic profiles of the treated and control plants. Clear separation among the NaCl-treated group, 3-MA + NaCl-treated group and controls could be observed. The biological replicate plots clustered together showing good repeatability (Supplementary Fig. 4). There were many significant DEMs detected in the roots and leaves of wheat seedlings induced by salt stress, including metabolites that were up/downregulated (134/113) in the leaves, and metabolites that were up/downregulated (159/148) in the roots (Supplementary Fig. 5). The DEMs in the roots of wheat seedlings induced by salt stress were mainly enriched in metabolic pathways, including phenylpropanoid biosynthesis, phenylalanine metabolism, glycine, serine and threonine metabolism, cysteine and methionine metabolism, and histidine metabolism. The DEMs in the leaves of wheat seedlings induced by salt stress were mainly enriched in glutathione metabolism, carbapenem biosynthesis, metabolic pathways, pantothenate and CoA biosynthesis, flavonoid biosynthesis, tryptophan metabolism, and porphyrin and chlorophyll metabolism. These metabolic pathways may confer salt adaptability to roots and leaves of wheat seedlings (Fig. 7).

**Fig. 7:**
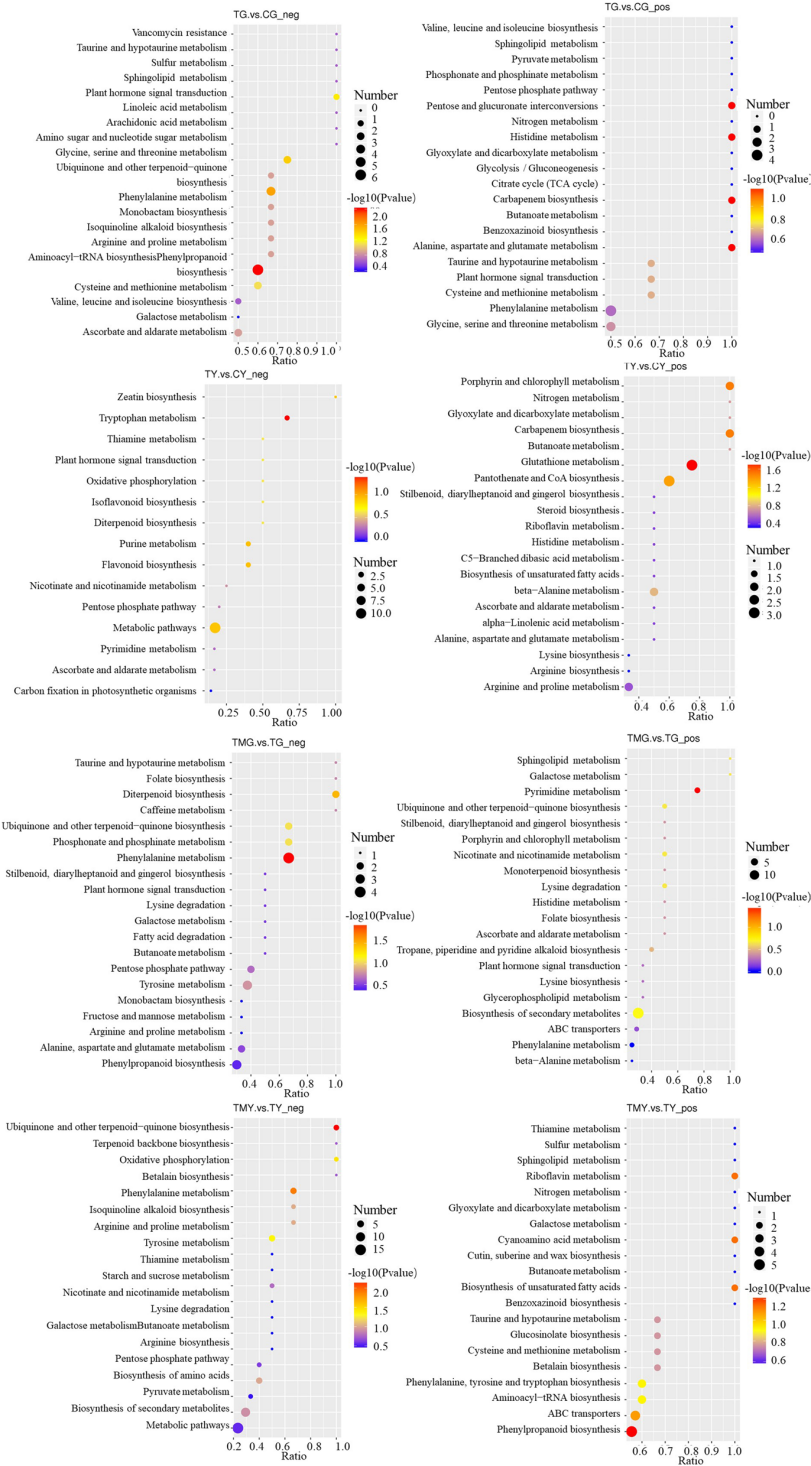
The top 20 significantly enriched KEGG pathways of DEMs. Note: The Y-axis on the left represents KEGG pathways, and the X-axis indicates the “enrich factor” represented by the ratio of DEMs numbers to total annotated gene numbers of each pathway. Low q-values are shown in the blue circle, and high q-values are shown in the red circle. The area of a circle represents DEMs number. CG: the control wheat roots, TG: 150 mM NaCl treated wheat roots, CY: the control wheat leaves, TY: 150 mM NaCl treated wheat leaves. TMG: 5 mM 3-MA + 150 mM NaCl treated wheat roots, TMY: 5 mM 3-MA + 150 mM NaCl treated wheat leaves

### Effect of 3-MA on the metabolome of wheat under salt stress

Exogenous 3-MA also changed the metabolomics of salt-stressed seedlings. In total, 67 increased or decreased metabolites were shared by both NaCl-treated groups (TG/CG) and 3 + MA + NaCl-treated groups (TMG/TG), representing the core metabolites in the two groups of wheat roots under salt stress. These core metabolites contained 39 significantly increased metabolites, including 10 organic acids, 12 free amino acids, 7 polyols and sugars, 7 fatty acids, 3 alkaloids and abscisic acid (ABA), etc., which have vital functions in the effect of 3-MA on osmotic regulation and contribute to the regulation of wheat root tolerance to NaCl stress (Supplementary Table S11). Fifty DEMs were shared by both NaCl-treated groups (TY/CY) and 3 + MA + NaCl-treated groups (TMY/TY), representing the core metabolites in the two groups of wheat leaves under salt stress (Supplementary Table S12). Among them, the contents of 7 organic acids, 7 amino acids, 4 polyols and sugars, 4 fatty acids, 1 alkaloid and jasmonic acid (JA), etc. were significantly increased in both groups of wheat leaves under salt stress, which have vital functions in osmotic regulation and contribute to wheat leaf tolerance to NaCl stress. The DEMs induced by NaCl treatment tended to show higher deviations in their content than those in the control (CG or CY) when exogenous 3-MA was added. The expression of the upregulated DEMs was higher and the expression of the downregulated DEMs was lower in 3-MA-treated plants under NaCl treatment.

In addition to salt stress, many DEMs were also specifically expressed after the addition of 3-MA. In particular, the 185 DEMs in 3-MA-treated wheat root under NaCl stress included 24 organic acids, 13 amino acids, 21 polyols and sugars, 25 fatty acids, 3 alkaloids, etc. Notably, the contents of N, N-dimethyl-9H-purin-6-amine and neosaxitoxin increased by 8.5-fold and 6.36-fold in 3-MA-treated plant roots under NaCl stress, respectively (Supplementary Table S13). The 186 DEMs in 3-MA- treated wheat leaves under NaCl stress included 38 organic acids, 22 amino acids, 15 polyols and sugars, 7 fatty acids, 3 alkaloids, etc. Notably, the contents of N, N-dimethyl-9H-purin-6-amine and 1-methylguanine increased by 10.2-fold and 9.36-fold in 3-MA-treated plant leaves under NaCl stress, respectively. Exogenous 3-MA induced a lower accumulation of organic acids, fatty acids, sugars, ect. (Supplementary Table S14). These DEMs were mainly enriched in amino acid metabolism, phenylalanine metabolism, carbohydrate metabolism, carbapenem biosynthesis, and pantothenate and CoA biosynthesis, indicating that these metabolic pathways are involved in in stress signaling and responses in wheat roots and leaves under NaCl stress with or without 3-MA (Fig. 7).

### Validation in the DEGs and DEMs identified from the transcriptomic and *metabolomic* data

Six DEGs and four DEMs which were involved in the pathway regulated autophagy were chosen to test the reliability of the transcriptomic and metabolomic data. 

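Table S15 compares qRT-PCR with RNA-seq for 3 genes in roots and 3 in leaves, and the values here come from the RNA-seq libraries alone. In roots, the metacaspase-1-like gene TraesCS4D02G358100 rose from 7.85 ± 3.18 to 43.5 ± 7.72 CPM (SD, n = 3) with NaCl, a log2 fold change of 2.50 (standard error 0.28, edgeR adjusted p = 0.000471, the paper's RNA-seq value 2.47). The metacaspase-1-like gene TraesCS4B02G381800 rose from 0.778 ± 0.560 to 3.49 ± 0.993 CPM, by 2.19 (standard error 0.48, edgeR adjusted p = 0.00846, the paper's value 2.17). The cysteine-rich receptor-like protein kinase 26 gene TraesCS5D02G061400 rose from 0.164 ± 0.120 to 4.77 ± 1.69 CPM, by 4.88 (standard error 0.48, edgeR adjusted p = 0.000278, the paper's value 4.89). In leaves, the calcium-dependent protein kinase 27 gene TraesCS5B02G109300 had a log2 fold change of 1.56 (standard error 0.67, edgeR adjusted p = 0.124, the paper's value 1.56) and was not called, but without CY replicate 2 it was 3.10 (edgeR adjusted p = 0.00497). The cysteine-rich receptor-like protein kinase 10 gene TraesCS3D02G500800 had 1.37 (standard error 0.94, edgeR adjusted p = 0.321, the paper's value 1.38), and 3.79 (edgeR adjusted p = 0.0164) without CY replicate 2. The autophagy-related protein 8A gene TraesCS6B02G214000 had no count in NaCl-treated leaves and 9 over the 3 control leaf libraries, at least 4.08-fold lower, too few for a test. The 3 NaCl libraries lay above the 3 control libraries for each of the 3 root genes and for TraesCS5B02G109300, and those of TraesCS3D02G500800 overlapped.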

The results showed that the relative gene expression levels of these six genes in roots and leaves of wheat seedlings induced by salt stress were consistent with those acquired in the RNA-seq analysis (Supplementary Table S15). The activities of peroxidase (POD), superoxide dismutase (SOD) and catalase (CAT) in the roots and leaves of wheat seedlings were lower than those in the roots and leaves of 3-MA-treated seedlings and WT seedlings (Supplementary Fig. 6). Similar patterns were found for the 4-Aminobutyric acid (GABA) content (Supplementary Fig. 6), which were in agreement with the metabolomic data.

### Integrated transcriptomic and metabolomic analyses

Through integrated analyses of the metabolomes and transcriptomes of wheat roots and leaves, many DEGs encoding key proteins were enriched in either the biosynthesis or degradation processes of vital metabolites, implying their potential roles in regulating wheat tolerance to salt stress with or without the addition of 3-MA (Fig. 8). Notably, a variety of amino acids, organic acids and related genes were enriched in the same metabolic pathway. A total of 45 metabolic pathways were highly enriched, including glycine, serine and threonine metabolism, cysteine and methionine metabolism, phenylalanine metabolism, ubiquinone and other terpenoid-quinone biosynthesis, ect.

**Fig. 8:**
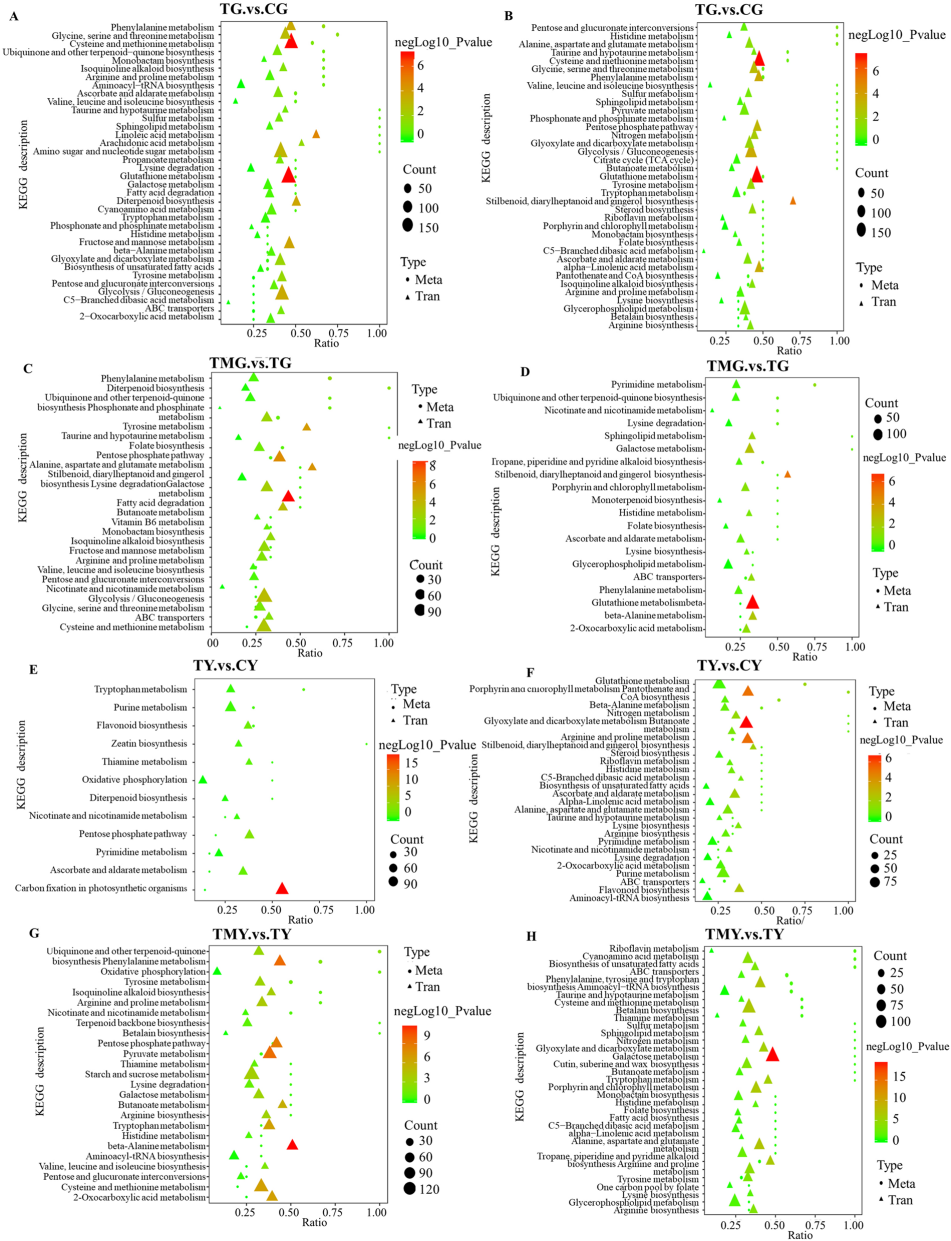
The effect of 3-MA on correlation analysis of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment of both genes and metabolites regulated by NaCl stress in roots and leaves of wheat seedlings. Note: The Y-axis on the left represents DEGs and DEMs co-mapped KEGG pathways, and the X-axis indicates the “enrich factor” represented by the ratio of DEMs or DEGs numbers to total annotated metabolite or gene numbers of each pathway. Count represented DEGs and DEMs co-mapped KEGG pathways. The number of DEGs or DEMs enriched in the KEGG pathway. A the negative ion mode of CG.vs.TG, B the positive ion mode of CG.vs.TG, C the negative ion mode of TMG.vs.TG, D the positive ion mode of TMG.vs.TG, E the negative ion mode of CY.vs. TY, F the positive ion mode of CY.vs. TY, G the negative ion mode of TMY.vs. TY, H the positive ion mode of TMY.vs. TY

Both the DEGs and DEMs in wheat roots and leaves between TMG and TG and between TMY and TY were significantly enriched in amino acid metabolism pathways (e.g., alanine, glutamine, glycine, ect.), suggesting that amino acids functioned in the wheat response to salt stress as osmotic regulatory substances. The expression profiles of the DEGs enriched in amino acid metabolism in the roots and leaves of wheat seedlings are presented in detail in Supplementary Tables S16 and S17. The greatest accumulation of differentially expressed amino acids included cysteinylglycine, tryptophan, asparagine, histamine, leucine, alanine, gamma-aminobutyric acid, ect. 

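Table S16 lists 51 root genes in 9 amino acid pathways and Table S17 lists 65 leaf genes in 6. With NaCl, edgeR called 34 of the listed root genes higher and 13 lower, and 30 of the listed leaf genes higher and 29 lower. The lists hold only genes that the study itself found changed, so the split between higher and lower says nothing about how many genes of these pathways changed in all.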

Many of the DEGs enriched in the biosynthesis pathway of these amino acids were upregulated in the roots and leaves of wheat seedlings induced by salt stress, and these DEGs may play important roles in maintaining the biosynthesis of some amino acids under salt stress. The GABA content in wheat leaves was increased significantly by salt stress, and decreased significantly in wheat leaves from the TYvsTMY group. GABA is an important derivative of glutamate that is generated by glutamic acid decarboxylase (GAD). The expression of *GADs* showed the same change trend as that for the GABA content. 

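The deposited table describes 19 genes as glutamate decarboxylases (GADs), the enzyme that makes GABA from glutamate. With NaCl, edgeR called 1 higher and 4 lower of 13 tested in roots, and 1 higher and 2 lower of 11 tested in leaves. These directions rest on the scaling, since library size alone gave 3 higher and 2 lower in roots and 2 and 2 in leaves. With 3-MA under NaCl, 2 were called higher and 5 lower of 15 tested in roots. In leaves 0 were called higher and 4 lower of 9 tested by edgeR, with 0 higher and 5 lower both at an unadjusted p under 0.05 and by DESeq2, and library size alone gave 0 and 3.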

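With 3-MA added under NaCl, edgeR called 25 of the genes in Table S16 higher and 19 lower in roots, and 25 of those in Table S17 higher and 32 lower in leaves. Of the listed genes that edgeR called both with NaCl and with 3-MA, 34 of 43 in roots changed in the same direction in both comparisons, and 9 changed in opposite directions. In leaves, 28 of 52 changed in the same direction and 24 in opposite directions. Of these 24 leaf genes, 14 had been raised by NaCl and 10 lowered.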

The addition of 3-MA made the DEMs and DEGs involved in these pathways induced by salt stress deviate more from what was observed for the control (CG or CY). 3-MA treatment decreased wheat adaptability to salt stress. This result implies that autophagy may help wheat seedlings improve their tolerance to salt. The results may help us understand the mechanism for 3-MA-mediated plant salt tolerance and provide a theoretical basis for autophagy decreasing wheat adaptability to salt stress.

## Discussion

Autophagy is involved in the degradation and recirculation pathway, which is essential to maintaining cellular homeostasis [46]. It can be induced or enhanced by various environmental stresses and, as a result, it can enhance plant adaptation to these stresses [29, 47, 48]. However, the connection between salt stress-induced autophagy and the underlying regulators remains poorly understood. As a known inhibitor of autophagy in animals and plants, 3-MA was used to block autophagy induced in wheat seedlings in response to salt stress. Our results, showed that 3-MA addition caused strong ROS production, inhibited autophagy and aggravated the deleterious effect of NaCl stress on wheat seedlings. Our results echo those of a previous study that showed that inhibition of autophagy via knockdown of *ATG2* or *ATG7* aggravated the negative effects of NaCl stress on wheat seedlings, leading to an elevated level of toxic ROS [9]. Then, the combination of transcriptome and metabolome analyses was used to identify the DEGs and DEMs involved in the 3-MA-mediated response of wheat to salt stress. The results help deepen the understanding of the 3-MA-regulated salt response in wheat seedlings. However, the underlying regulatory mechanism of 3-MA-induced sensitivity of wheat to salt stress is still unclear.

### Addition of 3-MA regulates TF expression in wheat seedlings in response to salt stress

Salt stress seriously affects many physiological and biochemical processes in plants and results in the alteration of plant metabolism. The present study found many enriched GO terms for DEGs between (TGvsCG) and (TGvsTMG) or between (TYvsCY) and (TYvsTMY), with most involved in cellular metabolism, biological regulation, and response to stimulus. The results were consistent with those of previous studies [25, 49]. TFs, have significant regulatory functions in plant homeostasis under stress. In the present study, many DEGs encoding transcription factors were identified in the roots and leaves of wheat seedlings under salt stress. These DEGs belonged to MYB, WRKY, ERF, bHLH, HBP, TCP, NAC, etc., indicating that there is a complicated transcriptional regulation network in the wheat seedling response to salt stress. 

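Transcription factor genes were matched by the DNA-binding domain or the description in the deposited table. With NaCl in roots, edgeR called 135 MYB genes higher and 95 lower, 66 ERF genes higher and 106 lower, 33 bHLH genes higher and 67 lower, and 60 NAC genes higher and 52 lower. WRKY genes were called higher 50 times and lower 75 times, a majority that library size as the only scaling turned to 65 higher and 63 lower. Among leaf genes, 21 ERF genes were called higher and 48 lower, and 11 bHLH genes higher and 50 lower. In leaves 3 majorities turned with library size as the only scaling. They went from 25 higher and 84 lower to 55 and 50 for MYB and from 13 and 28 to 26 and 22 for WRKY. NAC went from 13 and 32 to 28 and 18. Matched by description alone, WRKY genes went the other way, with 10 higher and 5 lower in roots and 4 and 1 in leaves. So did NAC genes in leaves, with 2 higher and 0 lower. MYB, ERF and bHLH genes in both tissues and NAC genes in roots kept their majority. Of 59 TCP genes, 0 were called higher and 7 lower in roots by edgeR (1 and 10 both at an unadjusted p under 0.05 and by DESeq2), and 2 higher and 1 lower in leaves, where DESeq2 gave 2 and 3. The table describes 1 gene as transcription factor HBP, which was called lower in roots but not with library size as the only scaling.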

All these transcription factors were identified as positive or negative regulators in the modulation of metabolic pathways under abiotic or biotic stress [11, 25, 50]. Some of these DEGs were more or less highly expressed in the wheat roots and leaves induced by the addition of 3-MA under salt stress. These results suggested that 3-MA regulated plant homeostasis under salt stress by regulating the expression of TFs.

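Between TMG and TG, 24 MYB genes were called higher and 84 lower in the edgeR fit, 11 ERF genes higher and 51 lower, and 8 bHLH genes higher and 35 lower, whereas 29 WRKY genes were higher and 11 lower and 36 NAC genes higher and 19 lower. Between TMY and TY, 19 WRKY genes were called higher and 68 lower, 9 bHLH genes higher and 39 lower, and 23 NAC genes higher and 12 lower. Of the genes called both with NaCl and with 3-MA in roots, 30 of 31 WRKY, 28 of 61 MYB, 19 of 30 ERF, 18 of 23 bHLH and 11 of 27 NAC genes moved further from the control. In leaves 14 of 25 WRKY genes did, 1 of 11 raised by NaCl and 13 of 14 lowered by it. So did 30 of 42 MYB, 16 of 22 ERF, 19 of 24 bHLH and 2 of 6 NAC genes. In roots, 22 of 22 raised and 8 of 9 lowered WRKY genes moved further, and 10 of 40 and 18 of 21 MYB genes. For root ERF genes these numbers were 6 of 17 and 13 of 13, for bHLH 2 of 6 and 16 of 17. For root NAC genes they were 9 of 21 and 2 of 6. In leaves they were 2 of 5 and 28 of 37 for MYB and 3 of 8 and 13 of 14 for ERF. For leaf bHLH they were 0 of 5 and 19 of 19, and for NAC 1 of 3 and 1 of 3. The opposite directions of WRKY genes in roots and leaves were not tested for the family as a whole.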

### Addition of 3-MA alters ROS homeostasis in wheat seedlings during salt stress

Salt stress always induces ROS (such as H_2_O_2_ and O_2_•^—^) accumulation, which has oxidative stress-induced toxic effects on plants [7]. In addition to their toxic effects, ROS also function as signaling molecules that induce ROS signal transduction and responses in plant cells, comprising an important detoxification-signaling pathway, and are also involved in antioxidant defense responses and the regulation of ROS homeostasis in response to salt/oxidative stress [5, 7]. Autophagy can maintain ROS homeostasis in plants [29]. In the present study, the contents of both H_2_O_2_ and O_2_•^—^ were increased by salt stress and were further increased by the exogenous addition of 3-MA. Our results echo those of a previous study that indicated that 3-MA impaired Xa3/Xa26-mediated resistance to *Xanthomonas oryzae* pv. *oryzae* by promoting the accumulation of H_2_O_2_ in the xylem parenchyma cells and mesophyll cells of rice [51].

To maintain ROS homeostasis under salt stress, many ROS scavenging enzymes and their coding genes were activated. Our results showed that the upregulated genes of *POD*, *SOD*), *CAT*, and *glutathione s-transferase* (GST) genes were annotated, including 3 *CAT* genes in wheat roots (TraesCS4B02G325800, TraesCS4D02G322700, TraesCS7A02G549900), one *CAT* gene in wheat leaves (TraesCS7A02G549900), two *SOD* genes in wheat leaves (TraesCS4A02G390300, TraesCS7A02G048600), 160 *POD* genes in wheat roots (TraesCS7D02G347300, TraesCS1B02G115900, TraesCS1B02G096800, ect.), 92 *POD* genes in wheat leaves (TraesCS2A02G571300, TraesCS2A02G573400, TraesCS2A02G573500, ect.); 55 *GST* genes in wheat roots (TraesCS3D02G445400, TraesCS3D02G133100, TraesCS1B02G194300, ect.), 39 *GST* genes in wheat leaves (TraesCS1A02G186400, TraesCS1A02G016800, TraesCS1D02G190000, ect.); and 2 *GDP-mannose 3, 5-epimerase* (GME) genes in wheat roots (TraesCS7D02G073300, TraesCS7A02G077700). It has been reported that GST prevents ROS accumulation by reducing H_2_O_2_ via glutathione peroxidase activity [52]. 

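The root catalase genes TraesCS4B02G325800 (chromosome 4B from 616987050 to 616991167) and TraesCS4D02G322700 (chromosome 4D from 484657637 to 484661134) were lower with NaCl. They fell from 1.55 ± 0.767 to 0.106 ± 0.0663 CPM (SD, n = 3, log2 fold change -3.78, standard error 0.57, edgeR adjusted p = 0.00169) and from 1.83 ± 1.01 to 0.227 ± 0.0638 CPM (-2.96, standard error 0.56, edgeR adjusted p = 0.00439). TraesCS7A02G549900 had no count in NaCl-treated roots and 35 in control roots, at least 14.3-fold lower without a test, and in leaves 3 and 0 counts, too few for a fold. The leaf superoxide dismutase genes TraesCS4A02G390300 and TraesCS7A02G048600 rose by 2.19 (standard error 0.17, edgeR adjusted p = 0.000658) and 2.77 (standard error 0.26, edgeR adjusted p = 0.00094). Among the root peroxidase genes, TraesCS7D02G347300 rose from 45.9 ± 4.70 to 232 ± 18.6 CPM (2.37, edgeR adjusted p = 5.7e-05) and TraesCS1B02G096800 from 11.1 ± 4.75 to 118 ± 33.4 CPM (3.43, edgeR adjusted p = 0.000301), while TraesCS1B02G115900 fell from 20.0 ± 5.17 to 2.07 ± 1.87 CPM (-3.23, edgeR adjusted p = 0.0052). Of the leaf peroxidase genes, TraesCS2A02G571300 rose by 2.29 (edgeR adjusted p = 0.000792). TraesCS2A02G573400 rose by 2.41 with an edgeR adjusted p of 0.0467, which became 0.111, 0.0621, 0.0924, 0.0936 and 0.170 without CY replicates 1, 2 and 3 and TY replicates 2 and 3. TraesCS2A02G573500 had 27 and 1 counts, a ratio of 19.2 (95% interval 3.17 to 787), and was not tested. For each of the called genes the 3 NaCl libraries did not overlap the 3 control libraries.

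**Figure D3:**
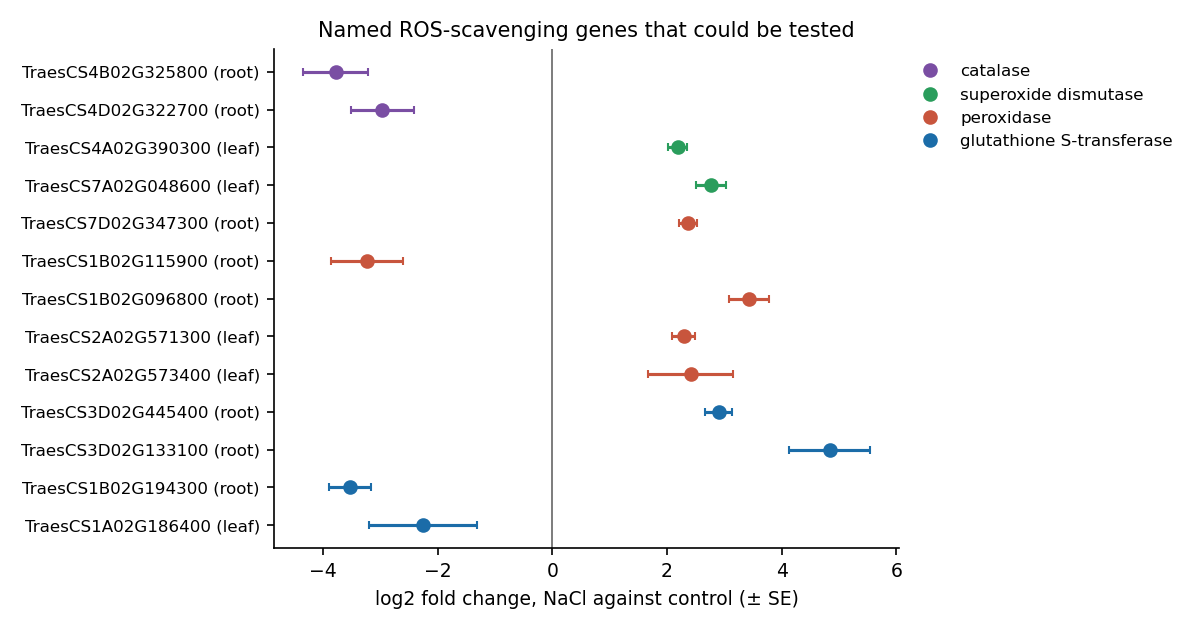
Log2 fold change with its standard error, NaCl against control, for the 13 tested catalase, superoxide dismutase, peroxidase and glutathione S-transferase genes named in the paper's discussion. In roots 4 were called higher and 4 lower, and in leaves 4 were called higher and 1 was not called.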

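Of the root glutathione S-transferase genes, TraesCS3D02G445400 rose from 9.10 ± 2.09 to 66.8 ± 14.4 CPM (SD, n = 3, log2 fold change 2.90, standard error 0.23, edgeR adjusted p = 0.000127). TraesCS3D02G133100 had 118 and 3 counts, a ratio of 31.0 (95% interval 10.3 to 152, edgeR adjusted p = 0.00145), and TraesCS1B02G194300 fell from 179 ± 47.1 to 15.2 ± 7.20 CPM (-3.53, standard error 0.37, edgeR adjusted p = 0.000346). In leaves, TraesCS1A02G186400 had a log2 fold change of -2.26 (standard error 0.94, edgeR adjusted p = 0.115), or -2.78 (edgeR adjusted p = 0.0436) without CY replicate 3. TraesCS1A02G016800 had 0 counts with NaCl and 3 in controls, and TraesCS1D02G190000 had 114 counts with NaCl and 4 in controls without a test. The 114 may rest largely on TY replicate 3. Leaving it out gave TMY against TY a log2 fold change of 6.67, the largest of the leave-out fits, which began at 3.07. The root GDP-mannose 3,5-epimerase genes TraesCS7D02G073300 and TraesCS7A02G077700 had 5 and 3 counts over the NaCl libraries and none in controls, too few for a test. By description, edgeR called 127 of 450 tested peroxidase genes (without glutathione peroxidases) higher and 160 lower in roots (137 and 137 with library size as the only scaling), and 21 higher and 36 lower of 136 in leaves (28 and 30 with that scaling). Of 20 genes described as glutathione S-transferases, 8 were called higher and 4 lower in roots. In leaves 0 were called higher and 2 lower by edgeR and by DESeq2, with 0 and 4 at an unadjusted p under 0.05, and 1 and 1 with library size as the only scaling. Counting also genes with only a glutathione S-transferase domain, 70 were higher and 51 lower in roots, and 13 higher and 16 lower in leaves (29 and 8 with that scaling).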

POD catalyzes the oxidation of H_2_O_2_ [53]. SOD catalyzes the disproportionation of superoxide radicals to H_2_O_2_, and then H_2_O_2_ is catalyzed into oxygen and water by CAT [54]. GME plays an important role in ascorbic acid (AsA) synthesis in plants, and AsA is an important antioxidant involved in ROS scavenging in plants [55, 56]. 

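With 3-MA added under NaCl, the root peroxidase gene TraesCS1B02G096800 rose to 219.7 ± 40.3 CPM (log2 fold change 0.90, standard error 0.23, edgeR adjusted p = 0.0281), and its adjusted p was 0.0651, 0.110 and 0.0866 without TG replicate 2 and TMG replicates 1 and 2. TraesCS7D02G347300 had 0.24 (edgeR adjusted p = 0.191). TraesCS1B02G115900 had -3.13 (edgeR adjusted p = 0.0573), with adjusted p of 0.00339 by DESeq2 and 0.0277 by edgeR without TG replicate 2. The root glutathione S-transferase genes TraesCS3D02G445400, TraesCS3D02G133100 and TraesCS1B02G194300 had log2 fold changes of 0.38, 0.73 and -0.33 and were not called (edgeR adjusted p = 0.142, 0.137 and 0.487), and the last turned to 0.10 without TG replicate 1. In leaves, the superoxide dismutase genes TraesCS4A02G390300 and TraesCS7A02G048600 had -0.38 and -0.25 (edgeR adjusted p = 0.245 and 0.578), and without TMY replicate 2 the former had -0.61 with an adjusted p of 0.0270. The peroxidase gene TraesCS2A02G571300 fell by 0.70 on the log2 scale (edgeR adjusted p = 0.0362), and its adjusted p was 0.112 with the replicate number as a block and 0.113, 0.123, 0.0697, 0.0560 and 0.120 without TMY replicates 1 and 3 and TY replicates 1, 2 and 3. In TraesCS1B02G096800 and TraesCS2A02G571300 the libraries with and without 3-MA did not overlap.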

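The largest 3-MA change among the genes named for reactive oxygen species was in the leaf glutathione S-transferase gene TraesCS1A02G186400, which had 112 ± 76.3 CPM with 3-MA + NaCl and 0.360 ± 0.181 CPM with NaCl (SD, n = 3, log2 fold change 8.34, standard error 0.83, edgeR adjusted p = 0.00128). TraesCS1D02G190000 had 3.65 (edgeR adjusted p = 0.0691), with 4.16 (0.0190) without TMY replicate 2 and 6.67 (0.0225) without TY replicate 3, edgeR adjusted p in parentheses. The root GDP-mannose 3,5-epimerase gene TraesCS7D02G073300 had 91 counts with 3-MA and 5 with NaCl (log2 fold change 4.03, standard error 0.76, edgeR adjusted p = 0.0087). The libraries with and without 3-MA did not overlap for TraesCS1A02G186400 and TraesCS7D02G073300. TraesCS7A02G549900 had 44 counts over the TMG libraries, all in 1 of them, and none over the TG libraries, and was not tested.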

3-MA treatment affected the majority of the above genes more seriously than the control. The results suggested that wheat roots and leaves have a complex antioxidant system, in which these enzymes play essential roles in scavenging ROS and alleviating ROS accumulation under salt stress. 

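Of 126 peroxidase genes that edgeR called both with NaCl and with 3-MA in roots, 83 moved further from the control with 3-MA. They were 15 of the 53 that NaCl had raised and 68 of the 73 that it had lowered. In leaves, edgeR called 19 of 140 tested peroxidase genes higher and 16 lower with 3-MA, and of 10 called both with NaCl and with 3-MA, 8 moved further. Of the catalase genes, 4 of 6 tested were called higher with 3-MA in roots and 0 lower by edgeR (5 and 0 both at an unadjusted p under 0.05 and by DESeq2), and 5 of 8 were called higher and 1 lower in leaves. Genes with a glutathione S-transferase domain or description moved further from the control in 40 of 51 cases in roots, 32 of 33 raised by NaCl and 8 of 18 lowered by it, and in 7 of 15 cases in leaves, 5 of 5 raised and 2 of 10 lowered. Of 10 genes described as superoxide dismutases, 1 was called higher in each tissue with 3-MA and 0 lower by edgeR. DESeq2 called 1 higher in roots and 2 in leaves and 0 lower, and at an unadjusted p under 0.05 there were 1 higher and 0 lower in roots and 3 higher and 2 lower in leaves.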

3-MA positively regulates ROS accumulation by more strongly inducing the related genes than the control.

### Addition of 3-MA regulates plant photosynthesis and carbon sequestration in wheat seedlings in response to salt stress

Plant photosynthesis and carbon sequestration are easily affected by salt stress [57]. Autophagy is central to metabolic regulation through its ability to recycle intracellular nutrients, maintain sufficient amino acid and fixed-carbon pools, and eliminate dysfunctional or unwanted proteins, lipids, and organelles [58]. According to our transcriptome analysis, the DEGs in wheat leaves induced by salt stress were mostly enriched in flavonoid biosynthesis, oxidative phosphorylation, diterpenoid biosynthesis, caron fixation in photosynthetic organisms, porphyrin and chlorophyll metabolism, ect. The DEGs in wheat roots induced by salt stress were mostly enriched in amino acid metabolism, sugar metabolism and fat metabolism. Plant salt tolerance is closely related to the accumulation of amino acids and carbohydrates [59]. Our results also indicated 3-MA addition aggravated damage to PSII of wheat seedlings induced by NaCl stress. Therefore, it is of great significance for plants to maintain photosynthetic capacity and normal carbon metabolism under salt stress. By providing energy, signal transduction and osmotic regulation, these metabolites play important roles in the plant response to salt stress. Soluble sugars (including glucose, sucrose, fructose, raffinose ect.) can enhance plant tolerance to salt stress by osmotic regulation to maintain leaf water content [60]. Active carbohydrate metabolism helps plants reach a new equilibrium state in response to salt stress [61]. In the present study, most soluble sugars including stachyose, maltotetraose, glucose, fucose, ect. Were downregulated. 

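Carbohydrate genes were matched in the deposited table by a sugar transporter, sugar efflux or glycosyl hydrolase domain or by a description that names sucrose, starch, invertase, amylase, trehalose, glucan phosphorylase, a sugar or hexose transporter or a glycosyl hydrolase, a list written after the fits had been seen. It holds 1043 genes. With NaCl, edgeR called 169 higher and 142 lower of 640 tested in roots. In leaves 39 were called higher and 115 lower of 523 tested. Library size as the only scaling turned these to 88 higher and 69 lower. The 286 genes matched by description alone went the other way in roots, with 33 called higher and 49 lower of 169 tested. In leaves 14 of these were called higher and 38 lower of 159 tested.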

Genes related to sugar biosynthesis, glycosylhydrolase, starch decomposition and sugar transport were identified as DEGs to salt stress. 

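Of the 1043 carbohydrate genes, 71 were called with NaCl both in roots and in leaves. In both tissues 14 of them were higher and 35 lower, so 69.0% changed in the same direction, and 22 changed in opposite directions. With library size as the only scaling the share was 73.6%, with 34 higher and 19 lower in both. Among the 71 genes, the median size of the log2 fold change was 1.37 in roots and 1.58 in leaves, and the change was larger in roots in 31 genes (43.7%). Whether the sizes differ between the tissues was not tested for these genes as a set, and these are sizes of change, so the levels of expression in roots and leaves were not compared.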

Most of the DEGs related to carbohydrate transportation and metabolism showed the same expression trend in roots and leaves, and the expression of these DEGs in the roots was greater than that in the leaves. 

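With 3-MA under NaCl, 61 of the 652 carbohydrate genes tested in roots were called higher and 167 lower by edgeR. In leaves 88 were called higher and 105 lower of 536 tested, which turned to 99 and 88 with library size as the only scaling. Of the carbohydrate genes called both with NaCl and with 3-MA, 65 of 133 moved further from the control in roots, 17 of 71 raised by NaCl and 48 of 62 lowered by it. In leaves 44 of 60 moved further, 8 of 16 raised and 36 of 44 lowered.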

3-MA addition affected the majority of the above DEGs and DEMs more seriously than the control. These results suggested that salt stress caused intracellular nutrient disorders/stress, which induced autophagy to degrade unwanted metabolites or damaged intracellular components and organelles to provide raw materials for nutrient synthesis.

### 3-MA readjusts the metabolic balance of wheat seedlings under salt stress

Transcriptome and metabolome analyses indicated that the process of secondary metabolism synthesis and decomposition was significantly enriched for DEGs and DEMs in wheat roots and leaves under salt stress. It was found the amino acid metabolism pathway was enriched with the largest number of the DEGs and DEMs in wheat roots and leaves under salt stress, indicating that amino acid metabolism may have important biological functions in the wheat response to salt stress. This result is consistent with the results obtained in buckwheat under salt stress [8]. Amino acids are precursors of functional macromolecular proteins and important nitrogen metabolites in plants [39]. The free amino acids in plant cells can be directly or indirectly adjusted to quickly adapt to environmental changes. Our results showed that most amino acids in wheat roots and leaves decreased under150 mM NaCl stress, the contents of metabolites related to glycolysis decreased, and the contents of the trans amino metabolite asparagine decreased. Glutamate has an important function in nitrogen metabolism. Glutamate is usually used to synthesize other amino acids and nitrogenous compounds. Glutamate dehydrogenase can catalyze the reduction of α-ketoglutarate to glutamic acid in a high-NH4^+^ environment [62]. The accumulation of glutamate in roots and leaves of wheat seedlings decreased, indicating that ammonia conversion in wheat was reduced under salt stress and that wheat seedling growth was inhibited. Many studies have shown that GABA will be synthesized in large quantities in plants under salt stress (Khanna et al., 2021). Li et al. (2020) indicated that the overexpression of *MdATG18a* in apple enhances alkaline tolerance and the GABA shunt, which may be due to the increase in autophagic activity [63]. Our results also showed that salt stress induced an increase in the GABA content in leaves of wheat seedlings, which was decreased significantly by 3-MA. However, the GABA content in wheat roots showed no significant change. As a nonprotein, four-carbon amino acid, the biochemical properties of GABA are similar to those of some infiltrating molecules such as proline and betaine, which can be used as osmotic regulation substances to reduce cell water potential and improve water holding capacity, slowing down the damage to plant cells caused by osmotic stress [64]. These results indicated that 3-MA altered wheat leaf tolerance to salt stress by decreasing the GABA content, which inhibited stress signals and reduced stress.

It was found that abscisic acid (ABA) regulates the accumulation of GABA under salt stress [65]. We also found that ABA and jasmonic acid (JA) were induced and synthesized quickly in wheat roots and leaves. ABA has a sesquiterpene structure [66]. The ABA content in normal plants is low but can be increased rapidly under stress [65]. The ABA signaling pathway is involved in regulating plant growth and the plant response to salt stress. Amjad et al. (2014) found that the ABA in a salt-tolerant tomato genotype was increased significantly by salt stress, and an increased ABA concentration helped tomato plants resist salt stress by inducing a decrease in Na^+^ accumulation and maintaining osmotic balance [67]. Our results indicated that salt stress induced an increase in ABA accumulation in wheat roots and leaves. 

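The deposited table describes 6 genes as abscisic acid (ABA) 8'-hydroxylases. In roots 3 were tested, and edgeR called 0 higher and 3 lower with NaCl (0 and 4 by DESeq2, 0 and 3 at an unadjusted p under 0.05), with a median log2 fold change of -1.70. Library size as the only scaling gave the same numbers. In leaves 0 of the 6 tested were called higher and 5 lower by edgeR and by DESeq2 (0 and 6 at an unadjusted p under 0.05), and 0 and 3 with library size as the only scaling.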

The abscisic acid 8′-hydroxylase 1-like genes that participate in the oxidative degradation of ABA were downregulated in wheat roots. Furthermore, ABA could be released from vacuoles and apoplast stores of ABA glucosyl ester to be catalyzed by beta-glucosidase [68]. 

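Of 4 genes described as beta-glucosidases, edgeR called 3 higher and 0 lower with NaCl in roots, the same numbers as at an unadjusted p under 0.05 and by DESeq2. In leaves 3 were tested and 0 were called by edgeR, with 2 higher and 0 lower at an unadjusted p under 0.05, 0 higher and 1 lower by DESeq2, and 2 higher and 0 lower with library size as the only scaling. With genes that carry only a glycosyl hydrolase family 1 domain added, 20 were called higher and 13 lower of 79 tested in roots. In leaves 3 were called higher and 27 lower of 75 tested, or 14 higher and 17 lower with library size as the only scaling.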

Some beta-glucosidase genes were upregulated in wheat roots and leaves under salt stress. ABA also leads to the induction of autophagy under stress [18]. Furthermore, there is crosstalk between the JA signaling pathway and the ABA pathway through transcription factors including MYC2, ABI5, and WRKY57 [69]. JA positively regulated maize tolerance to salt stress via involvement in Na^+^ transportation from the roots to the shoots [50]. 3-MA addition also affected the majority of the above DEGs and DEMs seriously than the control. Calmodulin-like proteins are a remarkable group of putative Ca^2+^ sensors in plants that participate in regulating the SA, JA, and ABA signaling pathways under biotic or abiotic stress [70]. The expression of 4 calmodulin-like genes in wheat leaves was decreased significantly by 3-MA addition under salt stress. These results suggested that sugars, GABA, ABA, JA and Ca^2+^ have positive effects on autophagy in wheat seedlings induced by salt stress.

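In NaCl-treated leaves the 4 genes described as calmodulin-like in Table S10 were near the limit of detection, with 8, 0, 1 and 0 counts over the 3 TY libraries for TraesCS1A02G435100, TraesCS1D02G444200, TraesCS1B02G470900 and TraesCS1A02G435200. In control leaves they had 3, 0, 2 and 4 counts, so none could be tested between TY and CY. With 3-MA + NaCl they had 1068, 313, 311 and 130 counts and were called higher. Among 21 tested genes with an EF-hand domain or a calmodulin description, 2 were called higher and 1 lower by edgeR between TMY and TY. As all 4 genes above were called higher, this match misses some of them and does not describe the family as a whole.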

## Conclusions

The addition of the autophagy inhibitor 3-MA inhibited growth, inhibited autophagy and increased the ROS content of wheat roots and leaves under NaCl stress. A total of 14,759 DEGs and 554 DEMs were identified under NaCl stress. 3-MA addition changed the transcriptome and metabolome in wheat seedlings under salt stress. 

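Genes called with NaCl were also compared between the 3-MA + NaCl group and the control. The median log2 fold change of the 13098 root genes raised by NaCl was 1.21 with NaCl and 1.11 with 3-MA + NaCl, and the change was larger with 3-MA + NaCl in 49.7% of them. For the 12524 root genes lowered by NaCl the medians were -1.17 and -1.44, with a larger change in 65.8%. In leaves, the medians were 1.04 and 0.87 for 6166 raised genes, with a larger change in 36.0%, and -1.19 and -1.52 for 8307 lowered genes, with a larger change in 64.8%. The genes were chosen by their NaCl call, so selection inflates their change with NaCl. It also lowers the shares with a larger change under 3-MA + NaCl by construction. Its size was estimated for a closely related measure, the share of all NaCl-called genes moved further from the control. In simulated sets without a 3-MA effect that share was 40.1% to 42.1% for raised and 41.7% to 42.9% for lowered root genes. In leaves it was 34.9% to 36.6% and 39.5% to 40.7%. Only the 36.0% of raised leaf genes lay within its range, and the other shares lay above theirs. The simulation drew each gene on its own, so its ranges leave out deviations that many genes of a library share.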

The expression of the upregulated DEGs and DEMs was higher, and the expression of the downregulated DEGs and DEMs was lower in 3-MA-treated plants under NaCl treatment. This study will contribute to a better understanding of the mechanism by which 3-MA mediates salt tolerance and thus provide a theoretical foundation for autophagy-regulated wheat seedlings responses to salt stress.

## Materials and methods

### Wheat seedling growth and NaCl treatments

The test variety was NaCl-tolerant Jimai 22 which was acquired from the Tianjin Academy of Agricultural Sciences. Jimai 22 is a medium gluten wheat variety with super high yield, multiresistance and high quality. The seeds were first washed with tap water and then rinsed with distilled water three times before being soaked in distilled water for 12 h. The soaked seeds were then placed on moist gauze for germination. Distilled water was regularly sprayed onto the seeds for culture at ambient temperature. The distilled water was changed every 24 h until the seedlings grew to the one-leaf-and-one-bud stage. Uniform seedlings were transplanted into plastic pots containing 1/4 Hoagland solution for further culture. The nutrient solution was changed every 2 d until the seedlings grew to the two-leaf-and-one-bud stage.

The seedlings selected for uniform growth were separately transplanted into plastic pots (50 cm in diameter and 40 cm in height; 10 plants per pot) containing 1/4 Hoagland nutrient solution (pH 5.2) with 0 μM NaCl to form the control group; those subjected to various levels of stress (150 mM NaCl, 5 mM 3-MA, or 5 mM 3-MA+ 150 mM NaCl) formed the treatment groups. 3-MA (Sigma Aldrich, Saint Louis, MO, USA) was added to the medium 5 h prior to NaCl treatment. The nutrient solution was changed every 2 d. For each treatment, seedlings from three pots were collected randomly or measured as a replicate, and each treatment had 3 duplications.

### Determination of plant physiological parameters

Evans blue staining was used to identify dead cells. Deeper staining of more sites indicates less cell activity in the root or leaves. The staining approach was modified based on the methods proposed by Baker (1994) [71] and Chalivendra (2017) [72]. Three seedlings were harvested from both the control and treated-groups at 0 and 4 d. They were washed with tap water, distilled water, and deionized water. The washed-root tips and leaves of wheat seedings were placed in 0.25% Evans blue staining liquid (Solarbio Life Sciences, Cat#: G1810, China) for 8 min and 4 h, respectively in the dark. Then the stained roots and leaves of wheat seedlings were washed and photographed under a stereoscopic microscope (Nikon C-fled2, Nikon, Tokyo, Japan).

The in situ accumulation of H_2_O_2_ and O_2_•^—^ in the roots and leaves of wheat seedlings was detected by histochemical staining with 3,3-diaminobenzidine (DAB, Sigma, USA) and nitro blue tetrazolium (NBT, Sigma, USA), respectively [29]. The contents of H_2_O_2_ and O_2_•^—^ were determined using detection kits manufactured by Solarbio Life Sciences (Cat#: BC3595 and BC1290, China).

The activities of antioxidant enzymes including SOD, POD, and CAT were determined using commercial detection kits according to the manufacturer’s instructions (Solarbio Lifesciences, Cat#: BC0170, BC0090 and BC0200, China).

### RNA-seq analysis

4 d after NaCl and 3-MA treatment, the roots and the third leaves were collected respectively with every 10 of them being mixed into one biological replicate for each treatment with three biological replicates. Each sample was ground into a powder with liquid nitrogen. Then, the RNA in wheat roots and leaves was extracted by using TRIzol reagent (Invitrogen, USA). There were six sample groups: CG: the control wheat roots, TG: 150 mM NaCl treated wheat roots, TMG: 5 mM 3-MA + 150 mM NaCl-treated wheat roots, CY: control wheat leaves, TY: 150 mM NaCl treated wheat leaves, and TMY: 5 mM 3-MA + 150 mM NaCl treated wheat leaves.

The libraries for transcriptome sequencing were generated using the NEBNext® UltraTM RNA Library Preparation Kit for Illumina® (NEB, Cat #E7775, USA), following the manufacturer’s instructions [73]. Then, the library of each sample was sequenced on an Illumina NovaSeq platform (Novogene Bioinformatics Institute, Beijing, China), with a 150 bp paired-end read model [74]. The paired-end clean RNA-seq reads were mapped to the reference genome assembly of Chinese Spring (CS), and the gene model annotation files were downloaded from ftp://ftp.ensemblgenomes.org/pub/release-45/plants/fasta/triticum_aestivum/dna/Triticum_aestivum.IWGSC.dna.toplevel.fa.gz.

The DEGs analysis of every 2 groups was performed using the DESeq2 R package (1.16.1) [75]. 

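Between TG and CG, 94.4% of the genes that edgeR called were also called in the authors' deposited DESeq2 comparison at the same threshold, all 24580 of them in the same direction. The share was 96.0% between TMG and TG, 96.4% between TY and CY and 98.9% between TMY and TY, and all 14289, 14134 and 11790 shared calls had the same direction.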

Genes with an adjusted *P* < 0.05 and |log2FoldChange| > 0 found by DESeq2 were considered differentially expressed. The datasets generated and analyzed during the current study are available in the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) database (accession number: GSE166260)] repository. [https://www.ncbi.nlm.nih.gov/geo/info/linking.html].

### Quantitative real-time PCR (qRT–PCR) analysis

qRT–PCR was employed to validate the relative gene expression of DEGs as previously described [76]. TRIzol reagent (Invitrogen, USA) was used to extract total RNA from the root and leaf samples. Two micrograms of total RNA were used as a template for first-strand cDNA synthesis via a reverse transcription kit following the protocol provided by the manufacturer (Promega, USA). qRT–PCR was performed on a Roche LightCycler 480 system using SYBR Green PCR master mix (Roche, UK). For DEG expression analysis, quantitative values were obtained using the cycle number (Ct value). The relative expression of each gene was calculated by the 2^-∆∆Ct^ method. The wheat *α-tubulin* gene was used as an internal control [77]. The primers used for qRT–PCR were designed with Primer 3 software; which are listed in Table S18.

### Metabolomic assay

Samples of roots and leaves from each treatment group were collected for RNA-seq assays. Every treatment had four biological replicates. The extraction of metabolites was performed according to the procedure described by Ma et al. (2019) [8]. Sample tissues (0.1 g) were ground to a powder with liquid nitrogen. Liquid chromatography-mass spectrometry (LC–MS) analyses were performed using a Vanquish UHPLC system (Thermo Fisher, USA) coupled with an Orbitrap Q Exactive series mass spectrometer (Thermo Fisher, USA) (Novogene Bioinformatics Institute, Beijing, China). Compound Discoverer 3.1 (CD3.1, Thermo Fisher) was used to perform peak alignment, peak selection, and quantitation for each metabolite. Then, the peaks were matched with the mzCloud (https://www.mzcloud.org/) mzVault and MassList databases to obtain the accurate qualitative and relative quantitative results. Statistical analyses were performed using the statistical software R (R version R-3.4.3), Python (Python 2.7.6 version) and CentOS (CentOS release 6.6). The metabolites with *VIP* > 1, *P* < 0.05 and |log2FoldChange| ≥ 2 or FC ≤ 0.5 were regarded as differential metabolites. Pearson’s correlation analysis was used to integrate metabolome and transcriptome analyses.

### Data analysis

To determine the physiological parameters, at least three replicates were performed. All collected data were statistically analyzed by analysis of variance. Duncan’s multiple range test was used to compare the mean differences. Statistical significance was considered as *P* < 0.05.

## Supplementary Information

**Additional file 1: Supplementary Figure1.** The effect of autophagosomes in roots and leaves of wheat seedlings stained with monodansylcadaverine (MDC) under NaCl stress.

**Additional file 2: Supplementary Figure 2.** The pearson correlation between biological replicates for all samples.

**Additional file 3: Supplementary Figure 3.** GO enrichment of differentially expressed genes (DEGs) based on biological process, cellular component and molecular function categories for the comparison of NaCl treatment versus control conditions.

**Additional file 4: Table S1.** The GO enrichment of DEGs in roots of wheat seedlings under NaCl stress.

**Additional file 5: Table S2.** The GO enrichment of DEGs in leaves of wheat seedlings under NaCl stress.

**Additional file 6: Table S3.** The KEGG pathway significant enrichment in roots of wheat seedlings under NaCl stress.

**Additional file 7: Table S4.** The KEGG pathway significant enrichment in leaves of wheat seedlings under NaCl stress.

**Additional file 8: Table S5.** The effect of 3-MA on GO significant enrichment of DEGs in roots of wheat seedings under NaCl stress.

**Additional file 9: Table S6.** The effect of 3-MA on GO significant enrichment of DEGs in leaves of wheat seedings under NaCl stress.

**Additional file 10: Table S7.** The effect of 3-MA on KEGG pathway significant enrichment in roots of wheat seedings under NaCl stress.

**Additional file 11: Table S8.** The effect of 3-MA on KEGG pathway significant enrichment in leaves of wheat seedings under NaCl stress.

**Additional file 12: Supplementary Table 9.** Genes that were differentially expressed in wheat roots between NaCl and 3-MA+ NaCl samples.

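Supplementary Table 9 lists 144 root genes with their log2 fold changes between TG and CG and between TMG and TG, of which 119 are lower and 25 higher with 3-MA in the paper. Of these, edgeR called 2 higher and 100 lower between TMG and TG. In the 100 genes tested in both comparisons, 51 changed in the same direction with NaCl and with 3-MA and 49 in opposite directions. All 31 genes called in both comparisons that changed in opposite directions were raised by NaCl and lowered by 3-MA, and 26 genes called in both changed in the same direction. In the paper's own columns 58 genes change in the same direction and 70 in opposite directions.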

**Additional file 13: Supplementary Table 10.** Genes that were differentially expressed in wheat leaves between NaCl and 3-MA+ NaCl samples.

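Supplementary Table 10 lists 245 leaf genes, of which 206 are higher and 39 lower with 3-MA in the paper. edgeR called 152 higher and 19 lower between TMY and TY, but only 26 genes had enough counts for a test in both leaf comparisons. Of these, 16 changed in the same direction with NaCl and with 3-MA and 10 in opposite directions. Among the 9 called in both, 6 changed in the same direction. In the paper's own columns 56 genes change in the same direction and 97 in opposite directions.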

**Additional file 14: Supplementary Figure 4.** Principal component analysis (PCA) score diagram in (A) negative, (B) positive ion mode of metabolic profiles in the wheat roots and leaves.

**Additional file 15: Supplementary Figure 5.** Volcano plot of negative ion and positive ion mode in roots and leaves of wheat seedlings.

**Additional file 16: Table S11.** The root differentially expressed metabolites (DEMs) were shared by both NaCl-treated roots (TG/CG) and 3-MA + NaCl-treated roots (TMG/TG) of wheat seedlings.

**Additional file 17: Table S12.** The leaves differentially expressed metabolites (DEMs) were shared by both NaCl-treated leaves (TY/CY) and 3-MA + NaCl-treated leaves (TMY/TY) of wheat seedlings.

**Additional file 18: Table S13.** The root differentially expressed metabolites (DEMs) were specific in NaCl-treated roots (TG/CG) and 3-MA + NaCl-treated roots (TMG/TG) of wheat seedlings.

**Additional file 19: Table S14.** The root differentially expressed metabolites (DEMs) were specific in NaCl-treated leaves (TY/CY) and 3-MA + NaCl-treated leaves (TMY/TY) of wheat seedlings.

**Additional file 20: Table S15.** The gene expression verification by qRT-PCR.

**Additional file 21: Supplementary Figure 6.** The effect of 3-MA on activity of POD, SOD, CAT and GABA content in wheat seedlings under NaCl stress.

**Additional file 22: Table S16.** The expression patterns of DEGs assigned to amino acid metabolism were shared by both NaCl-treated roots (TG/CG) and 3-MA + NaCl-treated roots (TMG/TG).

**Additional file 23: Table S17.** The expression patterns of DEGs assigned to amino acid metabolism were shared by both NaCl-treated leaves (TY/CY) and 3-MA + NaCl-treated leaves (TMY/TY).

**Additional file 24: Table S18.** Primers used in qRT-PCR analysis.

## Data Availability

The datasets generated and analyzed during the current study are available in the [National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) database (https://www.ncbi.nlm.nih.gov/geo/info/linking.html) under the accession number: GSE166260.

## Abbreviations

3-MA: 3-Methyladenine
DEG: Differentially expressed gene
DEM: Differentially expressed metabolite
PI3K: Phosphatidylinositol 3-kinase
qRT-PCR: Quantitative real-time PCR
ROS: Reactive oxygen species
LC-MS: Liquid chromatograph mass spectrometer
GAD: Glutamic acid decarboxylase
POD: Peroxidase
SOD: Superoxide dismutase
CAT: Catalase
GST: Glutathione s-transferase
AsA: Ascorbic acid
GABA: 4-Aminobutyric acid
ABA: Abscisic acid
JA: Jasmonic acid
CG: The control wheat roots
TG: 150 mM NaCl treated wheat roots
TMG: 5 mM 3-MA + 150 mM NaCl treated wheat roots
CY: The control wheat leaves
TY: 150 mM NaCl treated wheat leaves
TMY: 5 mM 3-MA + 150 mM NaCl treated wheat leaves
TF: Transcription factor
PCD: Programmed cell death
PI3K: Phosphatidylinositol 3-kinase
ATP: Adenosine triphosphate
RNA-seq: RNA sequencing
H_2_O_2_: Hydrogen peroxide
O_2_•^—^: Superoxide
GO: Gene Ontology
KEGG: The Kyoto Encyclopedia of Genes and Genomes
BP: Biological process
GME: GDP-mannose 3, 5-epimerase
Fv/Fm: PSII photochemistry
Y (II): Quantum yield of PSII
qP: Quenching coefficient
ETR: Electron transfer rate
NPQ: Nonphotochemical quenching coefficient
PCA: Principal component analysis

# Supplementary material for: Comparative transcriptomic and metabolic profiling provides insight into the mechanism by which the autophagy inhibitor 3-MA enhances salt stress sensitivity in wheat seedlings
**Source:** BMC Plant Biol. 2021 Dec 6;21:577. doi: 10.1186/s12870-021-03351-5
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figure1. The effect of autophagosomes in roots and leaves of wheat seedlings stained with monodansylcadaverine (MDC) under NaCl stress.

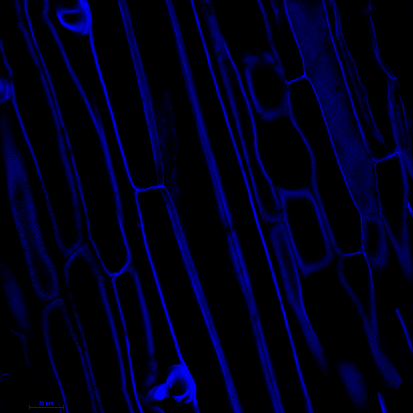

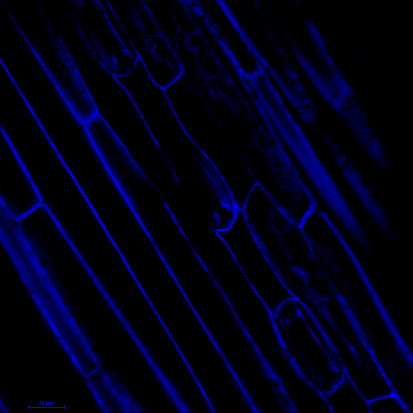

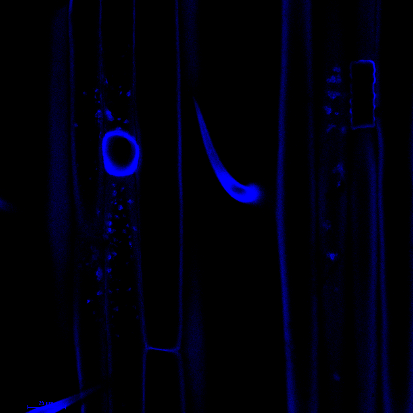

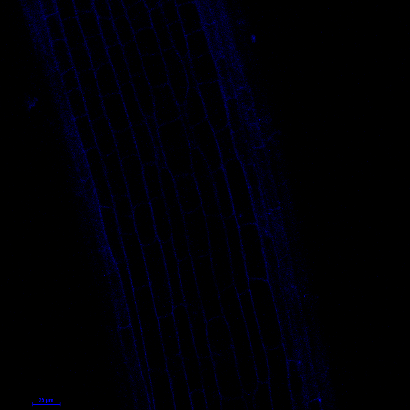

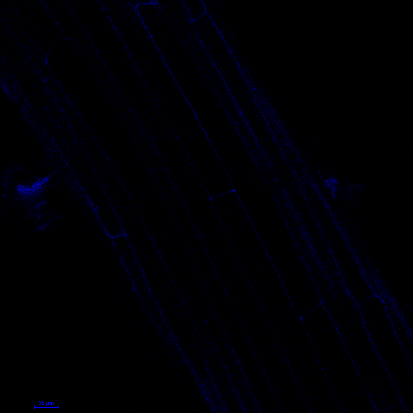

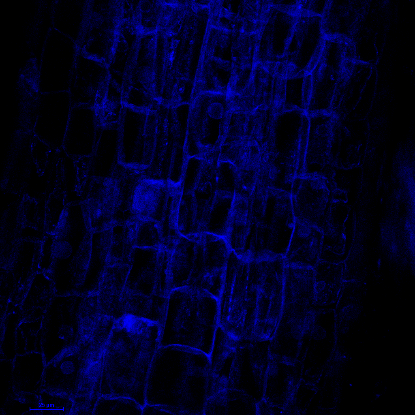

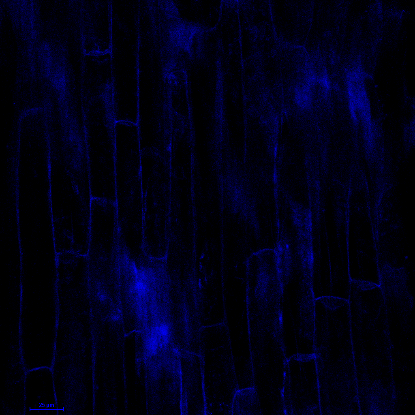

Root

CK

3-MA

NaCl

3-MA+ NaCl

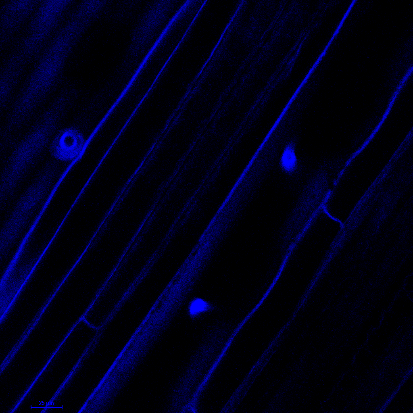

Leaf

Supplementary Figure1 The effect of autophagosomes in roots and leaves of wheat seedlings stained with monodansylcadaverine (MDC) under NaCl stress

Fluorescence dots are autophagosomes.

# Supplementary material for: Comparative transcriptomic and metabolic profiling provides insight into the mechanism by which the autophagy inhibitor 3-MA enhances salt stress sensitivity in wheat seedlings
**Source:** BMC Plant Biol. 2021 Dec 6;21:577. doi: 10.1186/s12870-021-03351-5
**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Figure 2. The pearson correlation between biological replicates for all samples.

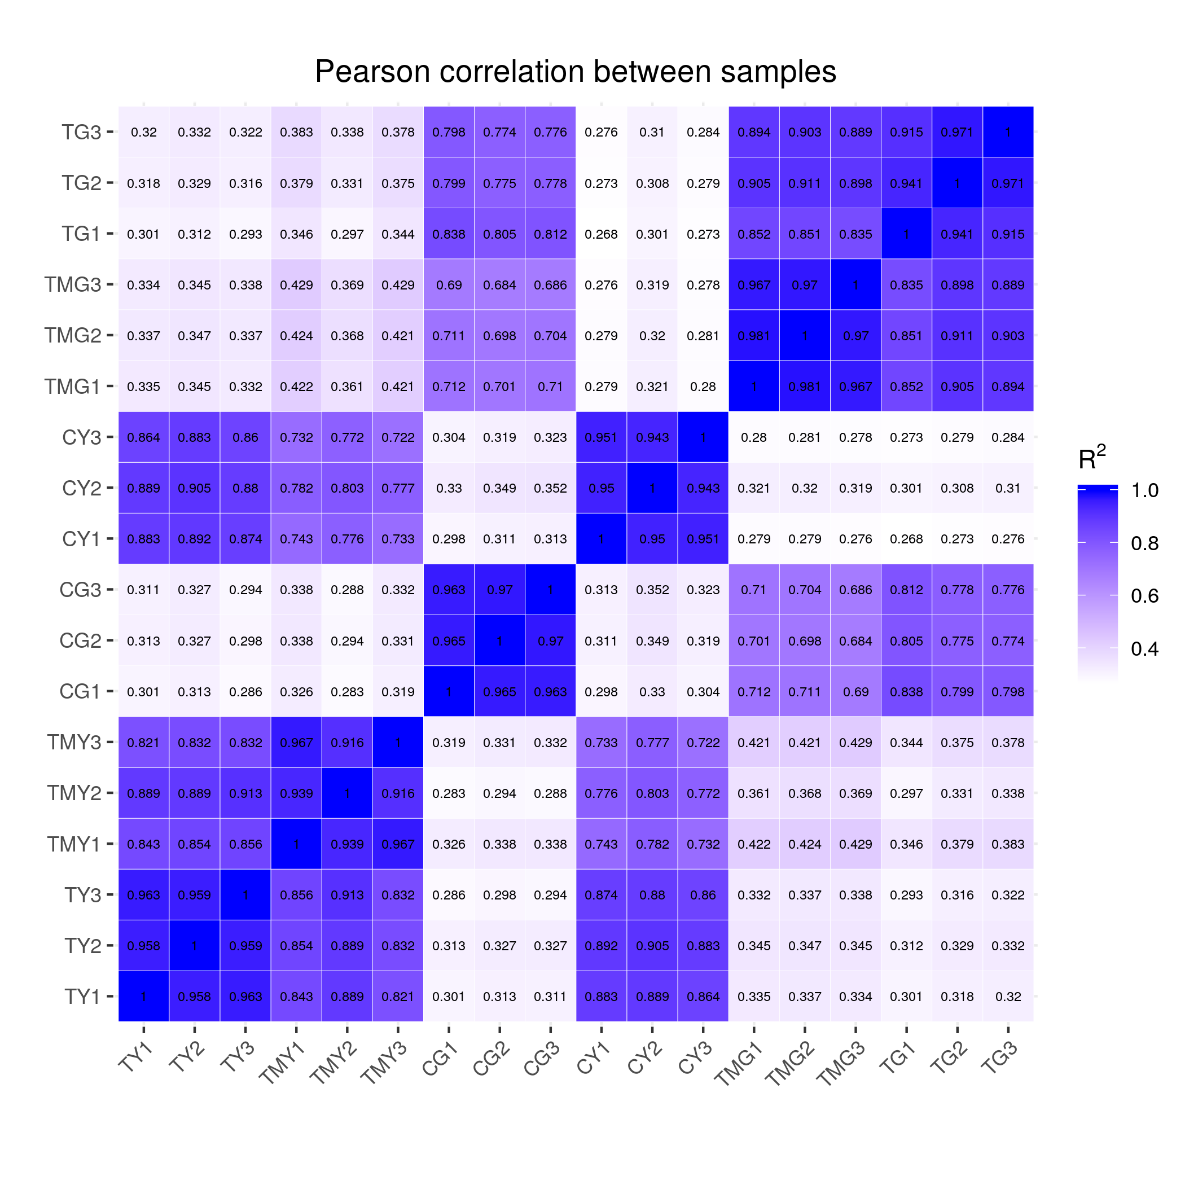

Supplementary Figure 2 The pearson correlation between biological replicates for all samples

Note: CG: the control wheat roots, TG: 150 mM NaCl treated wheat roots, TMG: 5 mM 3-MA + 150 mM NaCl treated wheat roots, CY: the control wheat leaves, TY: 150 mM NaCl treated wheat leaves, TMY: 5 mM 3-MA + 150 mM NaCl treated wheat leaves.

# Supplementary material for: Comparative transcriptomic and metabolic profiling provides insight into the mechanism by which the autophagy inhibitor 3-MA enhances salt stress sensitivity in wheat seedlings
**Source:** BMC Plant Biol. 2021 Dec 6;21:577. doi: 10.1186/s12870-021-03351-5
**Supplement:** Supplementary file 3 — Additional file 3: Supplementary Figure 3. GO enrichment of differentially expressed genes (DEGs) based on biological process, cellular component and molecular function categories for the comparison of NaCl treatment versus control conditions.

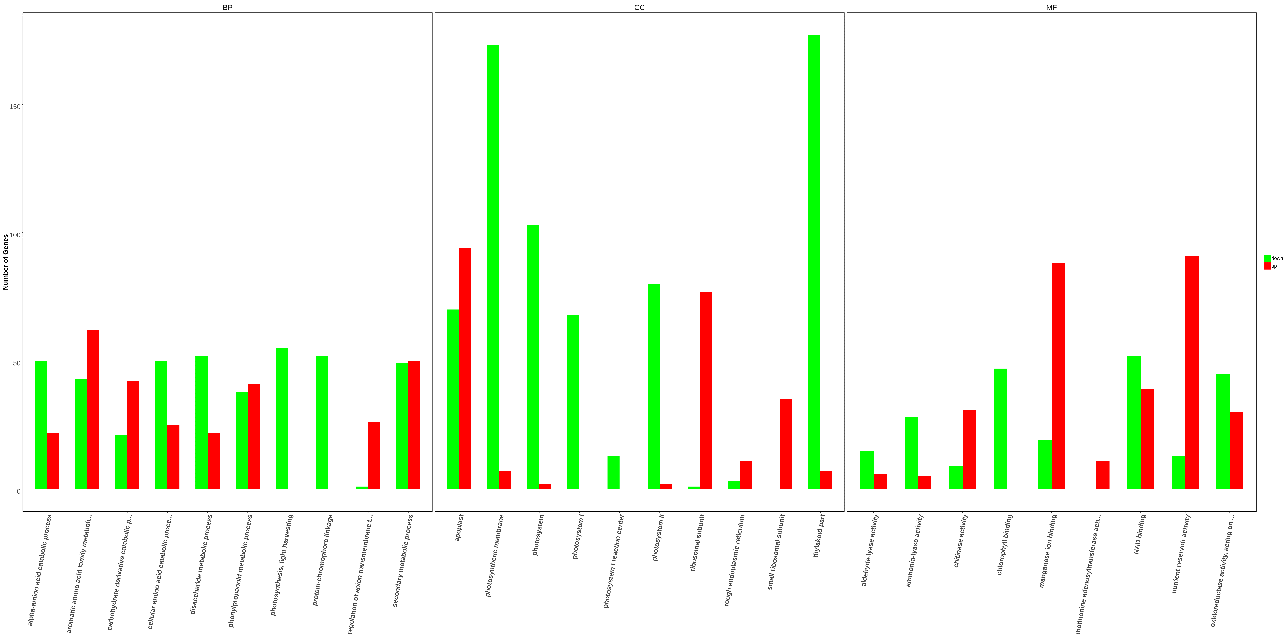

A

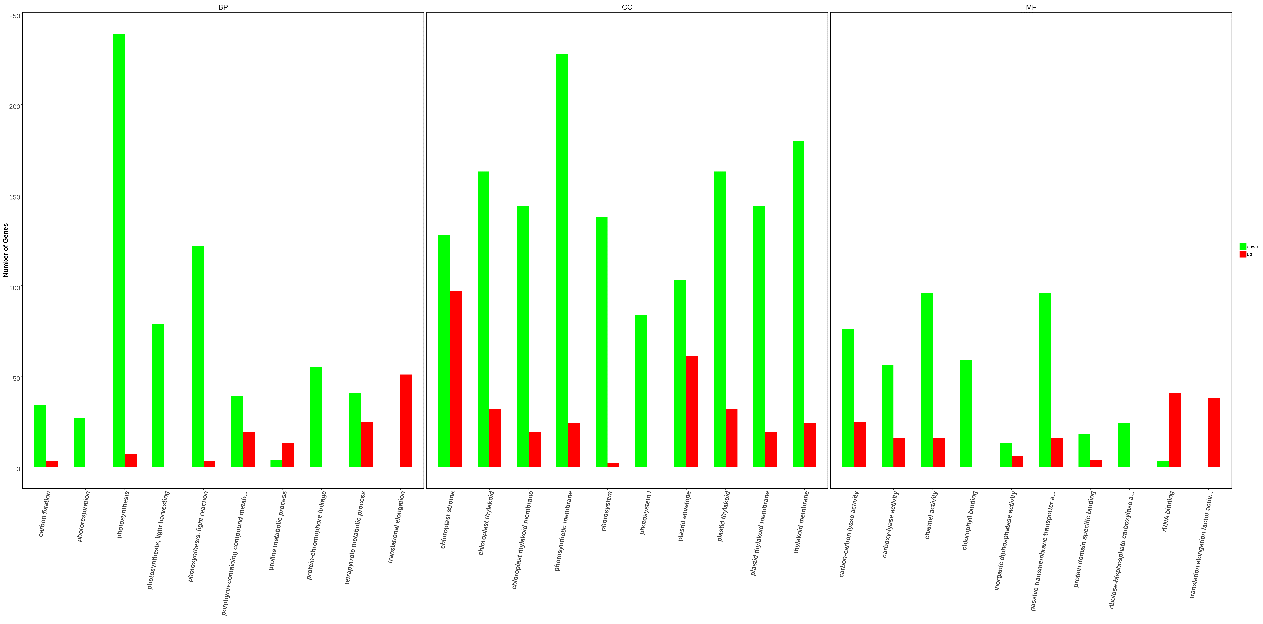

B

Supplementary Figure 3 GO enrichment of differentially expressed genes (DEGs) based on biological process, cellular component and molecular function categories for the comparison of NaCl treatment versus control conditions

A was GO enrichment of DEGs in wheat roots (TG vs CG), and B was GO enrichment of DEGs in wheat leaves (TY vs CY).

# Supplementary material for: Comparative transcriptomic and metabolic profiling provides insight into the mechanism by which the autophagy inhibitor 3-MA enhances salt stress sensitivity in wheat seedlings
**Source:** BMC Plant Biol. 2021 Dec 6;21:577. doi: 10.1186/s12870-021-03351-5
**Supplement:** Supplementary file 12 — Additional file 12: Supplementary Table 9. Genes that were differentially expressed in wheat roots between NaCl and 3-MA+ NaCl samples.

Supplementary table 9 Genes that were diﬀerentially expressed in wheat roots between NaCl and 3-MA+ NaCl samples

# Supplementary material for: Comparative transcriptomic and metabolic profiling provides insight into the mechanism by which the autophagy inhibitor 3-MA enhances salt stress sensitivity in wheat seedlings
**Source:** BMC Plant Biol. 2021 Dec 6;21:577. doi: 10.1186/s12870-021-03351-5
**Supplement:** Supplementary file 13 — Additional file 13: Supplementary Table 10. Genes that were differentially expressed in wheat leaves between NaCl and 3-MA+ NaCl samples.

Supplementary table 10 Genes that were diﬀerentially expressed in wheat leaves between NaCl and 3-MA+ NaCl samples

# Supplementary material for: Comparative transcriptomic and metabolic profiling provides insight into the mechanism by which the autophagy inhibitor 3-MA enhances salt stress sensitivity in wheat seedlings
**Source:** BMC Plant Biol. 2021 Dec 6;21:577. doi: 10.1186/s12870-021-03351-5
**Supplement:** Supplementary file 14 — Additional file 14: Supplementary Figure 4. Principal component analysis (PCA) score diagram in (A) negative, (B) positive ion mode of metabolic profiles in the wheat roots and leaves.

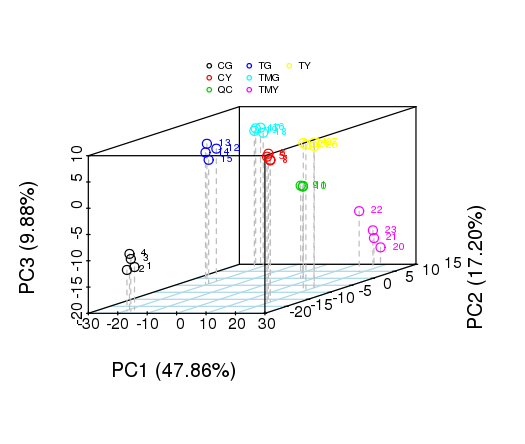

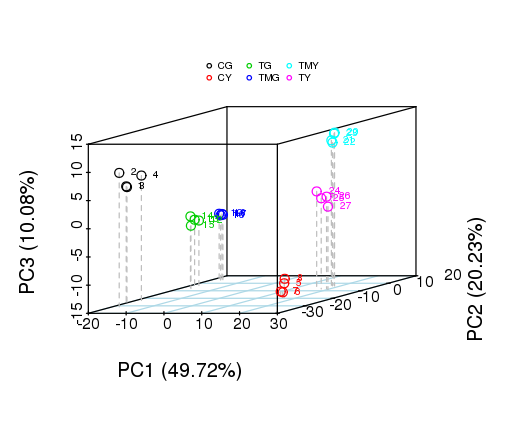

B

A

Supplementary Figure 4 Principal component analysis (PCA) score diagram in (A) negative, (B) positive ion mode of metabolic profiles in the wheat roots and leaves

Note: CG: the control wheat roots, TG: 150 mM NaCl treated wheat roots, TMG: 5 mM 3-MA + 150 mM NaCl treated wheat roots, CY: the control wheat leaves, TY: 150 mM NaCl treated wheat leaves, TMY: 5 mM 3-MA + 150 mM NaCl treated wheat leaves. PC1, the first principal component, PC2, the second principal component. The scatter points of different colors represent the samples of different experimental groups, and the ellipse is the 95% confidence interval.

# Supplementary material for: Comparative transcriptomic and metabolic profiling provides insight into the mechanism by which the autophagy inhibitor 3-MA enhances salt stress sensitivity in wheat seedlings
**Source:** BMC Plant Biol. 2021 Dec 6;21:577. doi: 10.1186/s12870-021-03351-5
**Supplement:** Supplementary file 15 — Additional file 15: Supplementary Figure 5. Volcano plot of negative ion and positive ion mode in roots and leaves of wheat seedlings.

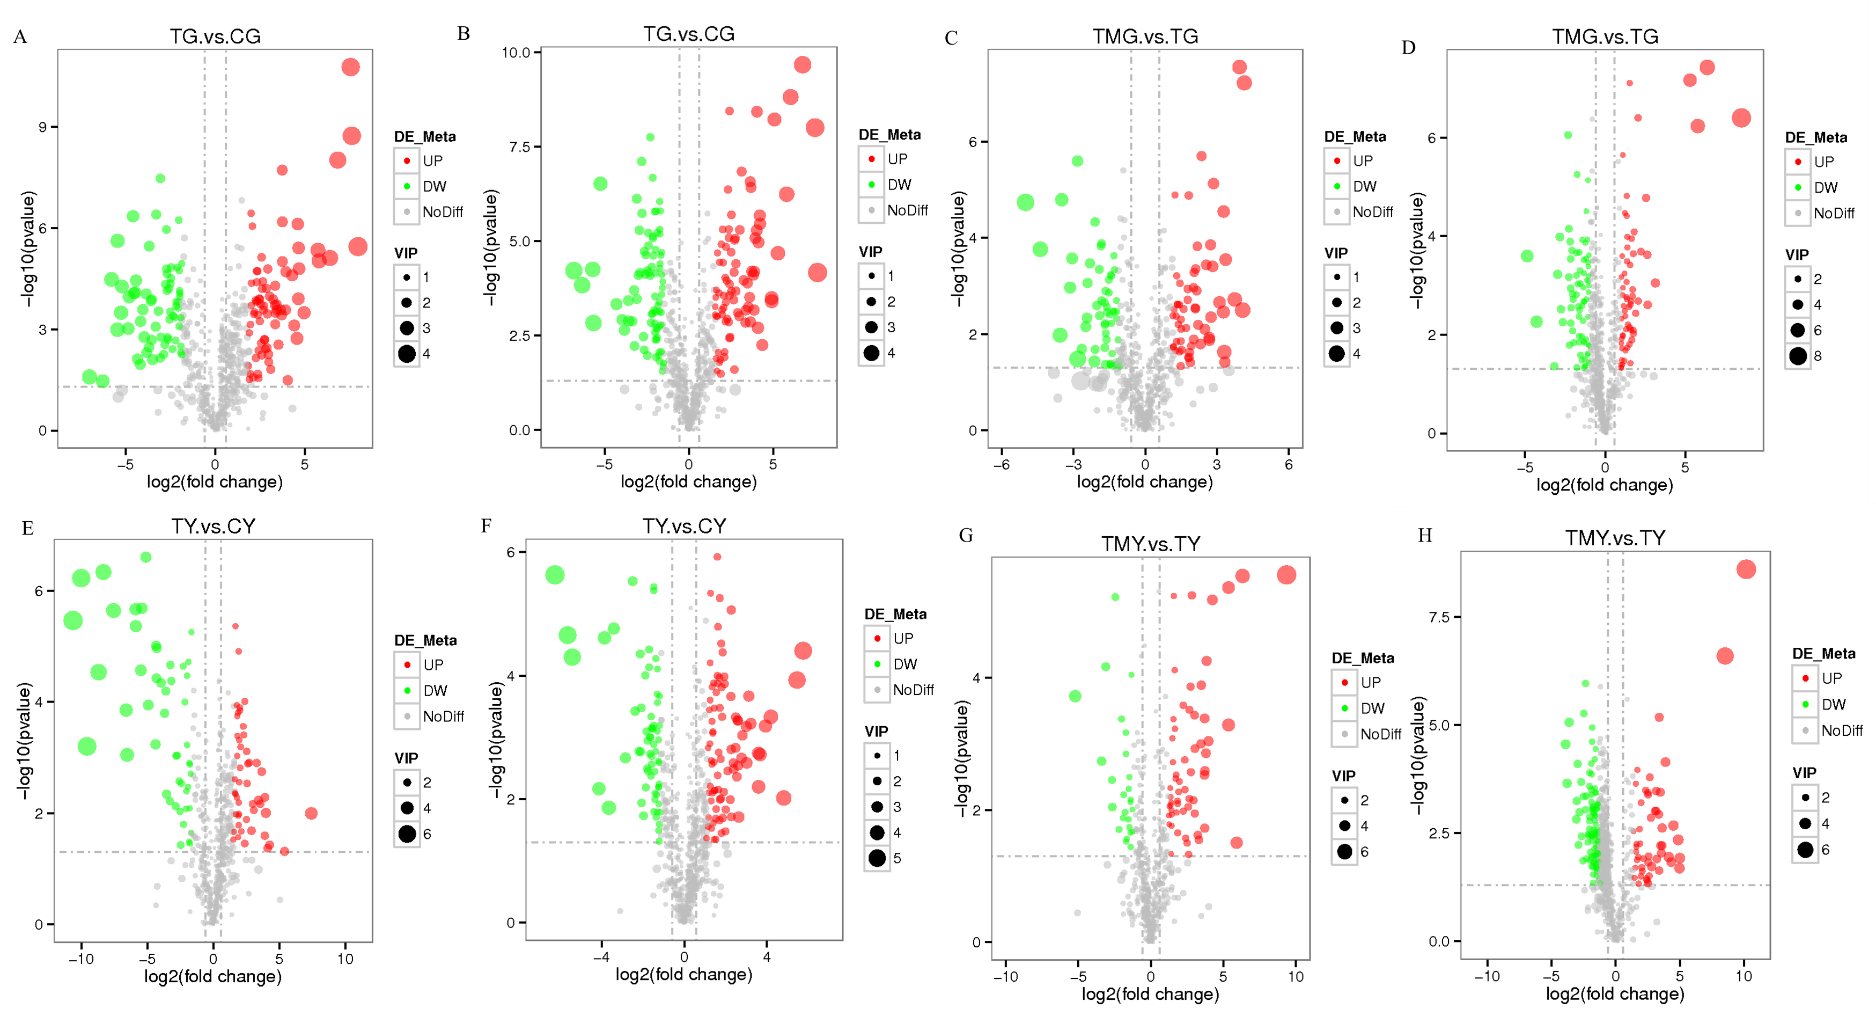

Supplementary Figure 5 Volcano plot of negative ion and positive ion mode in roots and leaves of wheat seedlings

Note: A, the negative ion mode of CG.vs.TG, B, the positive ion mode of CG.vs.TG, C, the negative ion mode of TMG.vs.TG, D, the positive ion mode of TMG.vs.TG, E, the negative ion mode of CY.vs.TY, F, the positive ion mode of CY.vs.TY, G, the negative ion mode of TMY.vs.TY, H, the positive ion mode of TMY.vs.TY.

# Supplementary material for: Comparative transcriptomic and metabolic profiling provides insight into the mechanism by which the autophagy inhibitor 3-MA enhances salt stress sensitivity in wheat seedlings
**Source:** BMC Plant Biol. 2021 Dec 6;21:577. doi: 10.1186/s12870-021-03351-5
**Supplement:** Supplementary file 21 — Additional file 21: Supplementary Figure 6. The effect of 3-MA on activity of POD, SOD, CAT and GABA content in wheat seedlings under NaCl stress.

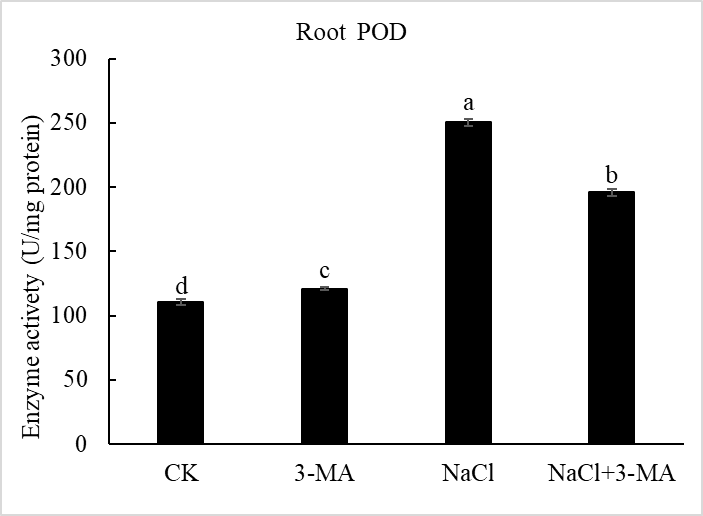

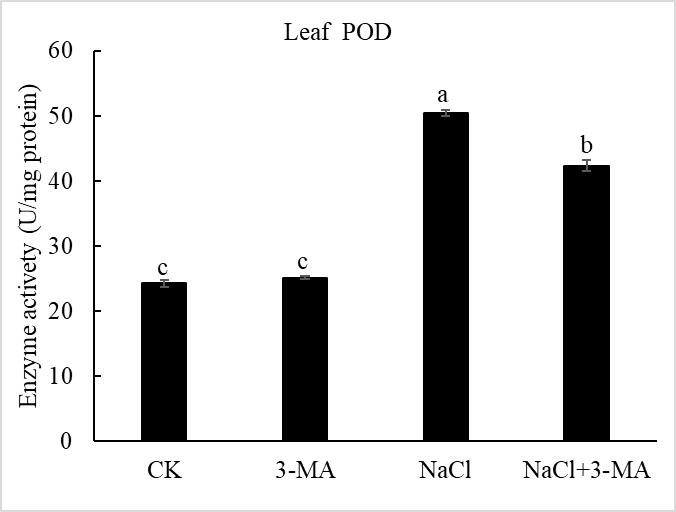

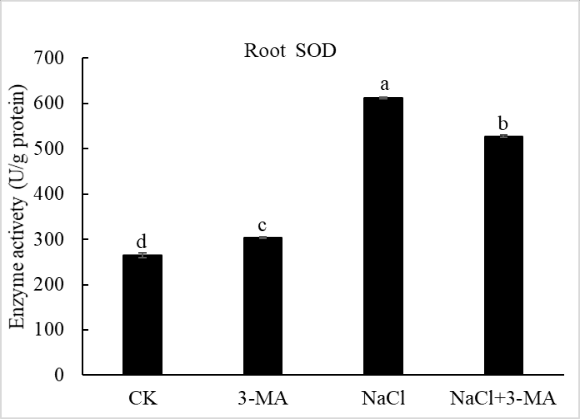

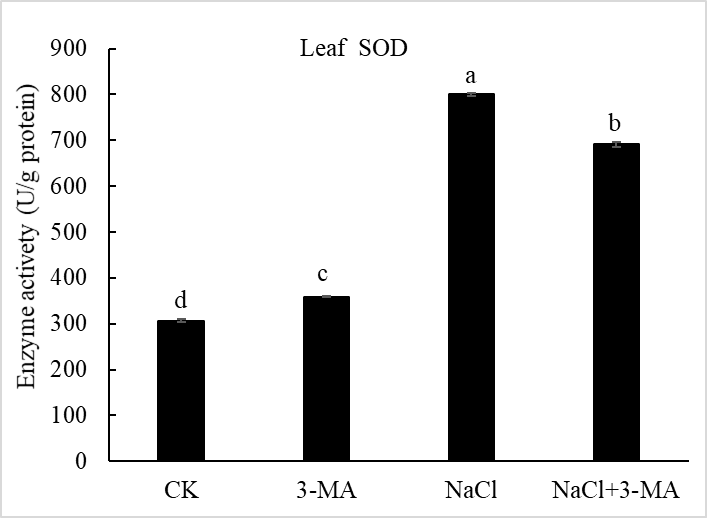

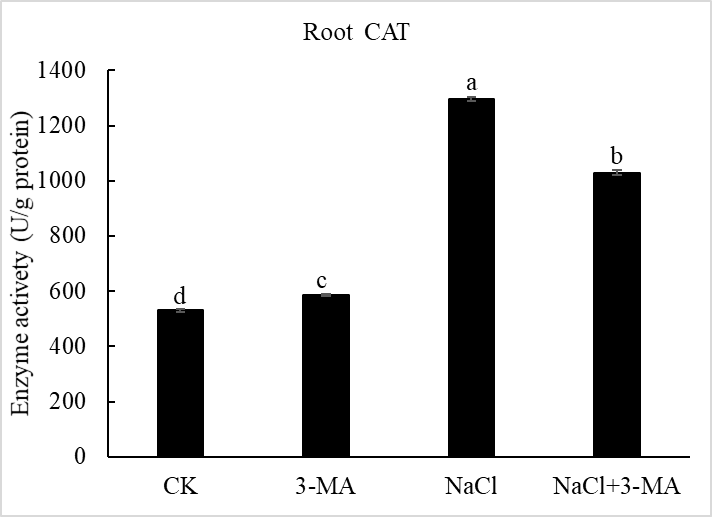

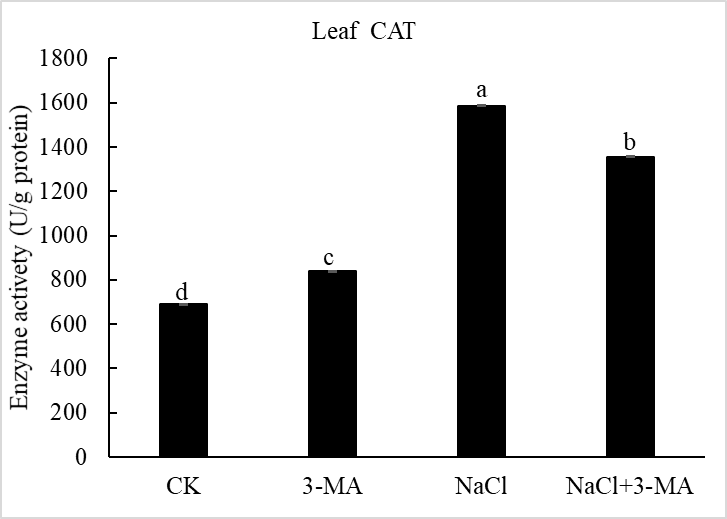

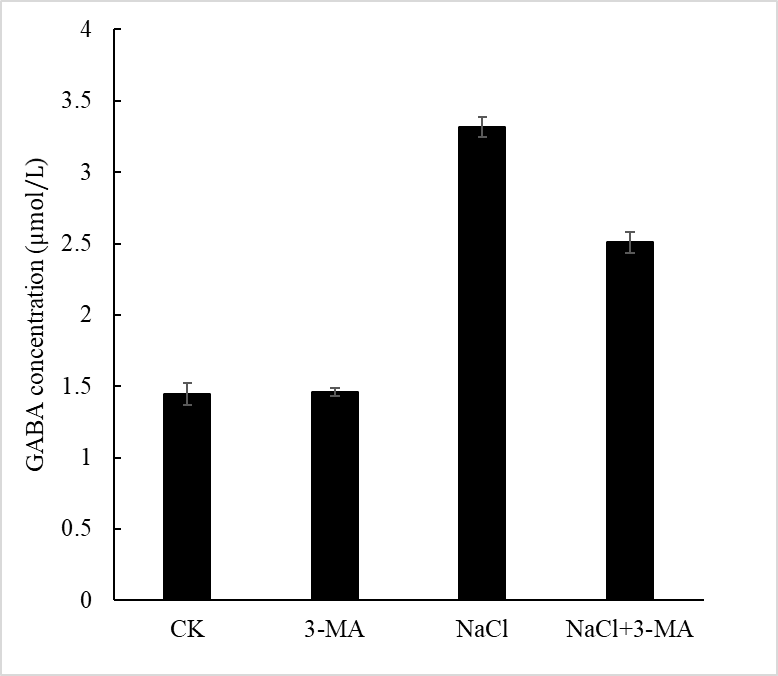

Leaf GABA

a

b

c

c

Supplementary Figure 6 Figure 3 The effect of 3-MA on activity of POD, SOD, CAT and GABA content in wheat seedlings under NaCl stress

All of the experiments presented here were performed at least 3 times, and similar results were obtained. Bars with different letters are significantly different at *P* < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

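RNA-seq libraries of wheat (cv. Jimai 22) roots and leaves were compared in 6 groups of 3 biological replicates, namely control, 150 mM NaCl and 5 mM 3-MA + 150 mM NaCl in roots (CG, TG, TMG) and in leaves (CY, TY, TMY). 3-MA was added 5 h before NaCl and tissue was taken 4 days after. Sample groups were taken from the sample labels. No group received 3-MA without NaCl.

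The count values are raw counts per gene as deposited, which the authors made by mapping paired 150 bp reads to the Chinese Spring assembly and counting them on annotated and newly assembled genes. Neither the aligner nor the counter is named in the sources used here. The FPKM values were computed by the authors from the counts and the gene lengths, with a library-specific factor of 0.759 to 1.60 whose origin is not stated. The log2 fold changes were deposited by the authors from DESeq2 fits of each pair of groups. Each p-value and adjusted p-value was deposited by the authors from the same fits, with a value of 1 where the fit gave none. The table holds 134610 genes, of which 107891 are annotated, 13866 are new genes of the authors and 12853 have ENSRNA identifiers.

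Counts were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr by group, TMM factors, glmQLFit and glmQLFTest on the 2 groups compared, default prior count), and genes were called at a Benjamini-Hochberg adjusted p of 0.05 or less. Differences between tissues were tested as interaction terms on 12 libraries. DESeq2 1.42.0 and limma 3.58.1 served as alternatives, and tables were read with data.table 1.17.8. Figures were drawn in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. CPM values use TMM factors over all 18 libraries. Correlations and principal components used log2(FPKM + 1), with a pseudocount of 1. Very large changes were those with an unadjusted p under 0.001 and a log2 fold change beyond 7. Folds against a group without counts used a floor of 3 counts over the group, and ratios to 1 to 3 counts carry a 95% interval for counting error.

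Library totals were 27156078 to 33150906 counts (median 30324868). Power was tested on simulated data in which 200 genes of the table were changed by known amounts. So few changes make the adjusted p harder to pass than in the real fits. The recovery of a log2 change of 2 was 79% between TG and CG, 92% between TMG and TG, 80% between TY and CY and 84% between TMY and TY, and that of a change of 1 was 13%, 26%, 6% and 12%. The share of genes moved further from the control was compared with 10 simulated sets of libraries per tissue without a 3-MA effect, and with fits that took the NaCl call and the 3-MA change from different NaCl libraries. The simulated sets drew each gene on its own. Interaction counts were compared with 40 assignments of treatment within each tissue, the real one included.

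The genes named are those the paper's text names by ID, the 6 genes of Table S15, the calmodulin-like and chalcone synthase genes of the paper's tables, and in each of 4 comparisons the 3 genes with the largest rise and the 3 with the largest fall among called genes with a mean log2 CPM of 3 or more, no overlap between groups and a description. The paper's values for the first 3 kinds had been seen. A beta-glucosidase gene was added by its name in the paper after its values were seen. Gene families were matched by description, with a looser match that adds protein domains. The carbohydrate list was written after the fits had been seen.

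Alternatives were DESeq2, RLE factors, library size as the only scaling, TMM within each tissue, limma on FPKM, no filter or a stricter filter on low counts (CPM of 1 in 3 libraries), new genes left out, 3 or 6 groups in one fit, the replicate number as a block, a log2 fold change of at least 1, a prior count of 2, and each library left out in turn. A fit with the trend of log2 CPM on gene length removed from every library was added after seeing the data. Enrichment of pathways was not tested, because the supplementary lists hold at most 21 genes per direction and the assignment of genes to terms was not available. The metabolite, physiological and qRT-PCR results are not part of the deposited table and were left out.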

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

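The tests with the gene-length trend removed and the fit that exchanges the treatments of all leaf libraries outside the draw for NaCl were chosen only after the results were seen, and the other tests in this part were set before the data were examined.

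The response to NaCl differed between tissues in a test of the difference itself, with 8790 of 79339 genes (11.1%) called by edgeR for the interaction, 4892 more positive in roots and 3898 more negative. The number was 2260 to 4318 with 1 replicate number left out, at 4318, 2260 and 2719 without replicates 1, 2 and 3. Of 40 assignments of treatment within each tissue, only the real one gave as many calls (1 of 40, the next largest 6071, the median of the others 0). Assignments that mix the treatments within a tissue turn the NaCl change itself into spread between libraries. Their counts therefore cannot test a difference between tissues and do not exclude chance. The assignment that exchanges the treatments of all leaf libraries was not among those drawn for NaCl, and fitted apart from them it gave 24906 calls, as it measures the sum of the NaCl changes in both tissues. Thinning all libraries to the smallest total gave 8680 calls, leaving out the 50 most abundant genes of every library 8586, removing the gene-length trend 9067, and TMM factors set within each tissue 8687, so none of these accounts for the number. Homoeologous reads and any unrecorded batch between tissues were not tested. That roots and leaves respond differently to NaCl may be biological, as a hypothesis found and tested on the same libraries. Chance was not excluded by the assignments drawn. The share of calls more positive in roots was 55.7%, and 58.1% with TMM within each tissue, 60.1% with RLE factors, 57.8% by DESeq2, 61.8% without the most abundant genes and 53.9% with the gene-length trend removed.

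The response to 3-MA under NaCl also differed between tissues by the interaction test, with 8404 of 79864 genes (10.5%) called by edgeR, 2714 more positive in roots and 5690 more negative. It was 1208, 6391 and 1659 without replicates 1, 2 and 3. Of the 40 assignments, 2 gave as many calls, so chance was not excluded by this test. The other one (16486 calls), of the kind that was not drawn for NaCl, exchanges the treatments of all leaf libraries, so it measures the sum of the 3-MA changes in both tissues rather than noise, and the largest of the remaining assignments gave 4415. The number was 8262 with libraries thinned to the smallest total, 8321 without the most abundant genes, 8669 with the gene-length trend removed and 8105 with TMM within each tissue, so these do not account for the number. The direction rests on the processing, since 32.3% were more positive in roots, 32.8% without the most abundant genes, 41.1% with TMM within each tissue, 39.7% with RLE factors, 41.6% by DESeq2 and 50.2% with the gene-length trend removed. The counts of assignments for NaCl and for 3-MA therefore differ by which assignments were drawn, and a biological tissue difference stays open for 3-MA beside chance.

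The paper reports no gene numbers for the comparison of 3-MA + NaCl with the control in its text, and a signal appeared there. edgeR called 41578 of 73516 genes (56.6%) between TMG and CG and 23794 of 63980 (37.2%) between TMY and CY. Of these, 19225 in roots and 13472 in leaves were not called with NaCl alone. Only 1 of the 10 splits of each 6 libraries, the real one, gave as many calls, and the other splits gave 0 (by edgeR), but with 3 libraries against 3 the 10 splits cannot exclude chance by design, and this holds for calls TG vs CG, TMG vs TG, TY vs CY, TMY vs TY, TMG vs CG and TMY vs CY alike. With no group given 3-MA alone, effects of 3-MA and of its combination with NaCl on these numbers cannot be separated. The numbers were 42068 and 24184 with the gene-length trend removed, 41435 and 23715 with RLE factors, and 44838 and 33977 with library size as the only scaling. Thinned libraries and fits without the most abundant genes were not run for these numbers, and a biological explanation stays open.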

How the results depend on the processing

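The fits with the gene-length trend removed were tests chosen only after the results were seen. For the results that answer a comparison, 130 alternatives apart from leaving out libraries stayed within the limits (for counts, 1.5 times) and 26 moved.

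A log2 fold change of at least 1 lowered the calls to 15843 between TG and CG, 7705 between TMG and TG, 8634 between TY and CY and 24260 between TMG and CG, because fewer genes can pass. The replicate number as a block gave a DEG count TMY vs TY of 6785, 16 leaf genes of the amino acid lists changing in the same direction in both comparisons, 96.8% of the pathway list genes and 0 autophagy genes called between TMY and TY (edgeR, against 2, with 4 by DESeq2 and 11 higher and 1 lower at an unadjusted p under 0.05). The correlations between libraries of the same replicate number were -0.257 to 0.235 across groups (mean 0.0143), which shows no common pairing, and the cause of the block's effect was not tested. The block also brought calls for TraesCS1B02G115900 between TMG and TG (edgeR adjusted p = 0.0153) and TraesCS1D02G190000 between TMY and TY (0.0204), and lost those for TraesCS2A02G571300 (0.112) and TraesCS3D02G500800 (0.0539) between TMY and TY.

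Very large changes numbered 7 between TMG and TG and 47 between TMY and TY with a prior count of 2, which shrinks fold changes by construction, and 218 between TMY and TY by DESeq2. The share moved further from the control in roots was 58.8% by DESeq2, 59.8% with the gene-length trend removed, and 63.8% and 54.1% when NaCl replicates 1 and 2 served for the 3-MA change alone. In leaves it was 51.4% over all genes called with NaCl, and 55.8% and 52.9% with NaCl replicates 1 and 3. DESeq2 gave 66 Table S10 genes moved in the same direction against 16 here, and 12818 calls for the 3-MA interaction. The lowest replicate correlation was 0.819 on untransformed FPKM and 0.913 as Spearman rho squared. The first principal component held 72.8% on log2(CPM + 1), 92.3% for the 1000 most variable genes and 40.4% at unit variance. Apart from the causes given, the cause was not tested.

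With 1 library left out, the calls were 17124 to 27797 between TG and CG, 7430 to 16839 between TMG and TG, 8045 to 13999 between TY and CY and 5174 to 17369 between TMY and TY. Very large changes were 66 to 110 in roots and 110 to 286 in leaves, the shares moved further 52.1% to 58.7% and 55.8% to 69.6%, and the interaction calls 2260 to 4318 for NaCl and 1208 to 6391 for 3-MA. Counts rose as well as fell, to 27797 between TG and CG and 16839 between TMG and TG without TG replicate 1, 15166 between TMG and TG without TG replicate 3, 17369 between TMY and TY without TMY replicate 2, and very large changes in leaves to 286 without TMY replicate 2 and 154 without TY replicate 3. The cause was not tested. For 25 of these fits the count or share moved beyond the limits and for 47 it did not.

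Library size as the only scaling raised the share of higher genes among the calls from 51.9% to 69.9% between TG and CG, from 43.3% to 75.8% between TY and CY, from 45.9% to 62.4% between TMY and TY, from 49.6% to 64.5% between TMG and CG and from 44.7% to 76.2% between TMY and CY. The gene-length trend removed raised it from 40.4% to 50.7% between TMG and TG.

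For named genes apart from those of Table S15, 226 alternatives kept direction and call, 5 brought a call and 1 lost it. Among fits with 1 library left out these numbers were 327, 5 and 14. For the genes of Table S15, 29 alternatives kept direction and call and 1 lost a call. With 1 library left out, 58 fits kept both for these genes and 2 brought a call. The direction reversed for TraesCS1B02G194300 between TMG and TG without TG replicate 1 (0.10, leave-outs from -0.58) and for TraesCS3B02G483500 between TG and CG without CG replicate 2 (-0.16, leave-outs up to 0.24), neither of which was called, and the cause was not tested. For gene families, 84 alternatives moved the number of calls by more than 1.5 times and 164 did not. At this depth and number of libraries, 3% to 54% of changes of 1 on the log2 scale were recovered in simulated libraries, depending on the comparison.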

Differences from the paper's values

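No test reported in this part was chosen only after the result was seen, apart from the gene-length trend removed and the looser match under another test or scaling. The paper gives 92 upregulated POD genes in leaves between TY and CY, and 21 were called higher here. All 4 alternatives set before the data were examined also differ from the paper, namely the looser match (21), DESeq2 (23), the replicate block (18) and a log2 fold change of at least 1 (21). The paper gives 55 upregulated GST genes in roots between TG and CG, and 8 were called here. The looser match with protein domains gave 70 and does not differ by more than 1.5 times, while DESeq2 (10), the replicate block (8) and a log2 fold change of at least 1 (4) differ. The latter settings use the match by description, which holds only 20 GST genes, so they could not have come near the paper's number. The looser match by DESeq2 (78), with RLE factors (69) and with library size as the only scaling (80), all chosen after seeing the values, does not differ by more than 1.5 times either, and drops none of the 2 root GST genes named in the paper that were called higher here. The paper gives 39 upregulated GST genes in leaves, and 0 were called by edgeR here (0 at an unadjusted p under 0.05, 0 by DESeq2). The looser match gave 13, and it, DESeq2, the replicate block and a log2 fold change of at least 1 all differ. Apart from the looser match these again use the 20 GST genes matched by description, of which 7 were tested in leaves, so that outcome was fixed in advance. The looser match with library size as the only scaling, chosen after seeing the values, gave 29, which does not differ by more than 1.5 times, and it calls 0 of the 3 leaf GST genes that the paper names (as do the edgeR fit with TMM and DESeq2).

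The paper lists 3 CAT genes as upregulated in roots. TraesCS4B02G325800 (-3.78) and TraesCS4D02G322700 (-2.96) were called lower, and TraesCS7A02G549900 had 0 counts with NaCl and 35 in controls. It lists TraesCS1B02G115900 (POD) and TraesCS1B02G194300 (GST) as upregulated in roots, and both were called lower (-3.23 and -3.53). Over the genes that the paper names in this list, 4 were called higher and 4 lower in roots and 4 higher and 0 lower in leaves by edgeR, and the values deposited by the authors have 4 higher and 5 lower in roots. The leaf GST genes TraesCS1A02G186400 and TraesCS1A02G016800, listed as upregulated, were not called higher between TY and CY in any setting run here, while both SOD genes were called higher (2.19 and 2.77).

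The paper states in one place that the calmodulin-like genes of leaves decreased with 3-MA and in another that they were upregulated. All 4 were called higher between TMY and TY. The paper states that genes raised by NaCl were higher still with 3-MA. Of the genes called in both comparisons, 42.6% of raised genes in roots and 39.3% in leaves moved further up, while 77.6% and 74.4% of lowered genes moved further down, as the paper states. The comparisons share the NaCl libraries, which pushes the shares down by chance, and over all NaCl-called genes the shares of raised genes were 48.1% in roots and 38.0% in leaves, above the simulated ranges without a 3-MA effect of 40.1% to 42.1% and 34.9% to 36.6%. Those ranges leave out deviations that many genes of a library share, so the small margin in leaves is no evidence of a 3-MA effect. The share of raised root genes was a majority with the gene-length trend removed (51.7%, a setting chosen after seeing the values) and with NaCl replicates 1 and 3 serving alone for the 3-MA change (55.3% and 54.4%), but not with replicate 2 (48.3%). That of raised leaf genes was a majority without CY replicate 2 (52.8%), but not with NaCl replicates 1, 2 and 3 serving alone (43.3%, 48.4% and 39.6%).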

Other observations

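The tests on gene length, on new genes at matched expression, on a swap of NaCl root replicate 1 with another root library and on gene-level ratios in NaCl and 3-MA + NaCl roots were chosen only after the results were seen.

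Among genes called both with NaCl and with 3-MA, the direction of the 3-MA change could rest on the NaCl libraries that both comparisons share. Genes called in both numbered 7108 in roots and 3564 in leaves, which says nothing about direction. With the NaCl call and the 3-MA change taken from different NaCl libraries, the lowest share moved further from the control was 54.1% in roots and 52.9% in leaves. Shared libraries push these shares down, so they are not the source of a majority moved further. For NaCl-raised genes alone the shares were then 48.3% to 55.3% in roots and 39.6% to 48.4% in leaves, so for the return of raised genes toward the control the shared libraries stay open. The excess of lower calls between TMG and TG may instead come in part from a trend with gene length, as 59.6% of calls were lower, but 49.3% with the trend removed. In the same way 57.4% of NaCl-raised root genes called in both were lower with 3-MA, and 48.3% with the trend removed. The removal also moved the median log2 fold change between TMG and TG from -0.01 to 0.06, so gene length and a shift of the whole scale cannot be told apart. Without it, calls with a log2 fold change of at least 1 were 2398 higher and 5307 lower. The correlation of the log2 fold change with log2 gene length was 0.110 between TMG and TG and -0.0707 between TG and CG. Whether the trend is technical (RNA integrity, for example) or biological was not tested.

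Genes of chlorophyll a-b binding and photosystem proteins were detected in control roots at 0.534% of their level in control leaves. Leaf RNA in the root libraries and expression in the roots themselves cannot be told apart there. Leaf RNA should give every gene the same ratio, and over 43 genes the SD of the log2 ratio was 0.587 to 0.644 in the control roots, above the 0.374 that counting error gives at most and the 0.191 to 0.197 between leaf libraries, but the levels correlated with those of leaves (Pearson 0.916 to 0.934), as roots that express these genes in the light would also give. In NaCl roots against NaCl leaves the correlation over 33 genes was -0.176 to -0.110 and the SD 1.58 to 1.71, and in 3-MA + NaCl roots against leaves of that treatment over 28 genes -0.230 to 0.113 and 1.20 to 1.41. Against control leaves over the 43 genes, the correlation was 0.637 to 0.770 in NaCl roots and 0.399 to 0.666 in 3-MA + NaCl roots.

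New genes of the authors were called less often than annotated genes, at 28.9% against 36.8% between TG and CG, 9.04% against 22.3% between TMG and TG, 18.1% against 24.4% between TY and CY and 11.2% against 19.9% between TMY and TY. Reads of a neighbouring gene do not explain it, since the share called with an annotated gene within 5 kb over the share without one was 0.950 to 1.04 for these, and farthest from 1 over all comparisons at 0.920 between TMY and CY. Low counts alone do not explain it for 3-MA, since at matched mean expression the ratio of shares called was 0.439 in roots and 0.630 in leaves. With NaCl this ratio was 0.863 between TG and CG and 0.873 between TY and CY, closer to 1. No biological explanation was tested.

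The A, B and D subgenomes had nearly equal shares called, with a largest ratio of the highest to the lowest share of 1.06 in the edgeR fits and 1.08 by DESeq2, which argues against a subgenome effect on the number of calls. Of the genes called with NaCl in both tissues, 6350 in number, 85.7% had the same direction, and of the 3113 called with 3-MA in both, 79.3%.

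Of 42 autophagy genes, 2 were called higher and 7 lower with NaCl over both tissues by edgeR, which argues against a general rise of these transcripts with NaCl under TMM scaling. With library size as the only scaling the numbers turned, with 1 higher and 1 lower in roots and 4 higher and 0 lower in leaves. With 3-MA under NaCl, 9 were called higher and 0 lower in roots by edgeR (14 and 0 at an unadjusted p under 0.05, 10 and 0 by DESeq2), and 2 and 0 in leaves (11 and 1, and 4 and 0).

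NaCl root replicate 1 lay apart from the other NaCl root libraries, with a mean squared correlation to them of 0.951. Leaf RNA in the library does not explain it, since its photosynthesis genes summed to 83.3 CPM, between the 67.8 and 109 CPM of the other libraries. A swap with another root library is argued against by 0 control or 3-MA + NaCl root libraries lying nearer to another group than to their own. A difference in the plants of that pool was not tested.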
